# Transcriptomics reveal stretched human pluripotent stem cell-derived cardiomyocytes as an advantageous hypertrophy model

**DOI:** 10.1016/j.jmccpl.2022.100020

**Published:** 2022-11-12

**Authors:** Lotta Pohjolainen, Heikki Ruskoaho, Virpi Talman

**Keywords:** Gene expression, Transcriptomics, hiPSC-derived cardiomyocyte, Cardiac hypertrophy, Mechanical stretch

## Abstract

Left ventricular hypertrophy, characterized by hypertrophy of individual cardiomyocytes, is an adaptive response to an increased cardiac workload that eventually leads to heart failure. Previous studies using neonatal rat ventricular myocytes (NRVMs) and animal models have revealed several genes and signaling pathways associated with hypertrophy and mechanical load. However, these models are not directly applicable to humans. Here, we studied the effect of cyclic mechanical stretch on gene expression of human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) using RNA sequencing. hiPSC-CMs showed distinct hypertrophic changes in gene expression at the level of individual genes and in biological processes. We also identified several differentially expressed genes that have not been previously associated with cardiomyocyte hypertrophy and thus serve as attractive targets for future studies. When compared to previously published data attained from stretched NRVMs and human embryonic stem cell-derived cardiomyocytes, hiPSC-CMs displayed a smaller number of changes in gene expression, but the differentially expressed genes revealed more pronounced enrichment of hypertrophy-related biological processes and pathways. Overall, these results establish hiPSC-CMs as a valuable *in vitro* model for studying human cardiomyocyte hypertrophy.

## Highlights

• Mechanical load-associated genes in human cardiomyocytes are not fully understood.
• Changes in response to mechanical stretch in hiPSC-CMs were investigated by RNAseq.
• hiPSC-CMs showed distinct gene expression changes compared to NRVMs or hESC-CMs.
• Differentially expressed genes were restricted to hypertrophy-related processes.
• GAL, LINC00648 and SLC16A9 identified as new cardiac stretch-responsive genes.

## Abbreviations

ET-1: endothelin-1
GO: gene ontology
hESC-CM: human embryonic stem cell-derived cardiomyocyte
hiPSC: human induced pluripotent stem cell
hiPSC-CM: human induced pluripotent stem cell-derived cardiomyocyte
MAPK: mitogen-activated protein kinase
MEK1/2: mitogen-activated protein kinase kinase 1/2
NRVM: neonatal rat ventricular myocyte
PKC: protein kinase C
PBS: phosphate-buffered saline
RB+: RPMI 1640 supplemented with B-27
RB−: RPMI 1640 medium supplemented with B-27 without insulin
RT: room temperature
TF: transcription factor

## 1 Introduction

The prevalence of cardiovascular diseases, including coronary artery disease and hypertension, is increasing rapidly, from approximately 271 million in 1990 to 523 million in 2019 [1]. However, treatment strategies have not evolved correspondingly; hence, cardiovascular diseases are the leading cause of death [2]. Hypertension and myocardial infarction increase cardiac workload, causing structural and functional changes in the myocardium [3]. These changes include left ventricular hypertrophy, which is characterized by cardiomyocyte enlargement. Although it is initially an adaptive response to physiological and pathological stimuli, such as mechanical stretch or neurohumoral activation, prolonged hypertrophy leads to contractile dysfunction and heart failure.

In response to hypertrophic stimuli, cardiomyocytes not only increase in size but also increase their protein synthesis, sarcomeres become disorganized, and specific changes in gene expression occur [4]. The early genetic response to stretch is activation of immediate early response genes, such as proto-oncogenes *FOS* and *JUN*, components of the transcription factor AP-1. This is followed by upregulation of natriuretic peptide B (BNP) coding gene (*NPPB*) and reactivation of fetal genes such as natriuretic peptide A (*NPPA*), myosin-7 (*MYH7*), and skeletal muscle α-actin (*ACTA1*). A variety of effectors and signaling pathways mediate the hypertrophic response [5]. For example, studies in animal models and in neonatal rat ventricular myocytes (NRVMs) have identified mitogen-activated protein kinase (MAPK) and protein kinase C (PKC) as potential mediators transducing the hypertrophic response in cardiomyocytes [6], [7]. However, controversial results of the exact role of these signal transducers have also been published, which can partially be explained by the use of different experimental models.

Cardiomyocyte hypertrophy has commonly been studied in animal models *in vivo* or in isolated NRVMs *in vitro* [5]. However, studies conducted with animals or animal cells are not always directly translatable to humans. Human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) offer a unique possibility to investigate human cardiomyocytes and abolish the effects of species differences. However, although hiPSC-CMs beat spontaneously, they are relatively immature by structural, metabolic and electrophysiological properties [8], [9]. We and others have previously shown that hiPSC-CMs respond to endothelin-1 (ET-1) by increasing the expression of pro-B-type natriuretic peptide (proBNP) and the corresponding gene (*NPPB*) along with other hypertrophy-related genes, although no morphological change was observed [10], [11]. On the other hand, Földes et al. [9] showed that hiPSC-CMs lack the hypertrophic response to α-adrenergic stimuli. Hence, it seems that not all hypertrophic signaling pathways are functional in hiPSC-CMs.

The aim of this study was to characterize the transcriptomic response of hiPSC-CMs to mechanical stretch. In addition, we compared stretch-induced gene expression changes to previously published data from stretched NRVMs and human embryonic stem cell-derived cardiomyocytes (hESC-CMs) [12], [13]. We also utilized our model to test the involvement of selected signaling pathways in mechanical load-induced hypertrophy of hiPSC-CMs by using pharmacological inhibition.

## 2 Methods

### 2.1 Compounds and reagents

The mitogen-activated protein kinase kinase 1/2 (MEK1/2) inhibitor U0126 and the p38 MAPK inhibitor SB203580 were purchased from Tocris Bioscience (Bristol, UK), the pan-PKC inhibitor Gö6983 was purchased from STEMCELL Technologies (Vancouver, Canada) and the classical PKC inhibitor Gö6976 was purchased from Merck (Darmstadt, Germany). Growth factor-reduced Matrigel was purchased from Corning (Bedford, MA, USA), and the small-molecule inhibitors Y-27632, CHIR99021 and Wnt-C59 were purchased from Tocris Bioscience (Bristol, UK). All other cell culture reagents were purchased from Gibco (Paisley, UK).

### 2.2 Human induced pluripotent stem cell-derived cardiomyocytes

The hiPS(IMR90)-4 line was purchased from WiCell (Madison, WI, USA). Cells were maintained in Essential 8 medium on Matrigel-coated 6-well plates at 37 °C in a humidified atmosphere of 5 % CO_2_. Cells were passaged 1:15 approximately every four days using Versene and regularly tested negative for mycoplasma contamination. Cardiomyocytes were differentiated as described previously [10], [14], [15]. When the cultures were 80–95 % confluent, differentiation was initiated by the addition of 6 μM CHIR99021 (Day 0) to RPMI 1640 medium supplemented with B-27 without insulin (RB−). On Day 1 or Day 2, the medium was changed to fresh RB−. On Day 3, fresh RB− containing 2.5 μM Wnt-C59 was added. On Days 5, 7 and 9, RB− was changed to fresh RB−. On Day 11, metabolic selection of cardiomyocytes was initiated by changing the RB− to RPMI 1640 without glucose supplemented with B-27 (with insulin). On Day 13, the cells were fed fresh metabolic selection medium. From Day 15 onwards, the cardiomyocytes were cultured in RPMI 1640 supplemented with B-27 (RB+). On Day 15 or 17, the differentiated hiPSC-CMs (≥95 % pure cardiomyocyte cultures) were dissociated and seeded at a density of 700,000–800,000 cells/well in RB+ supplemented with 10 % fetal bovine serum (FBS) on flexible collagen I-coated 6-well BioFlex® culture plates (Flexcell International Corporation, Hillsborough, NC, USA) with additional Matrigel coating. The hiPSC-CMs were allowed to attach for 48 h, after which the medium was changed to serum-free RB+. Cardiomyocytes were maintained by changing fresh RB+ approximately every four days until the start of experiments on Days 29–43.

### 2.3 Cyclic mechanical stretch

The hiPSC-CMs were exposed to cyclic mechanical stretch by applying vacuum suction to the BioFlex® plates with an FX-5000 Tension System (Flexcell International Corporation). For pharmacological assays, compounds or vehicle (0.1 % DMSO) were added 1 h before starting the stretch. Equibiaxial stretch was applied for 24 h, 48 h or 72 h in two-second cycles (0.5 Hz) to induce cyclic stretch varying from 10 % to 21 % elongation, corresponding to 42–80 kPa pressure (Supplementary Fig. 1). Unstretched control cells were from the same differentiation and were seeded on BioFlex® plates at the same time, but no stretch was applied. The schematic of the experimental design is shown in Fig. 1A.

**Fig. 1:**
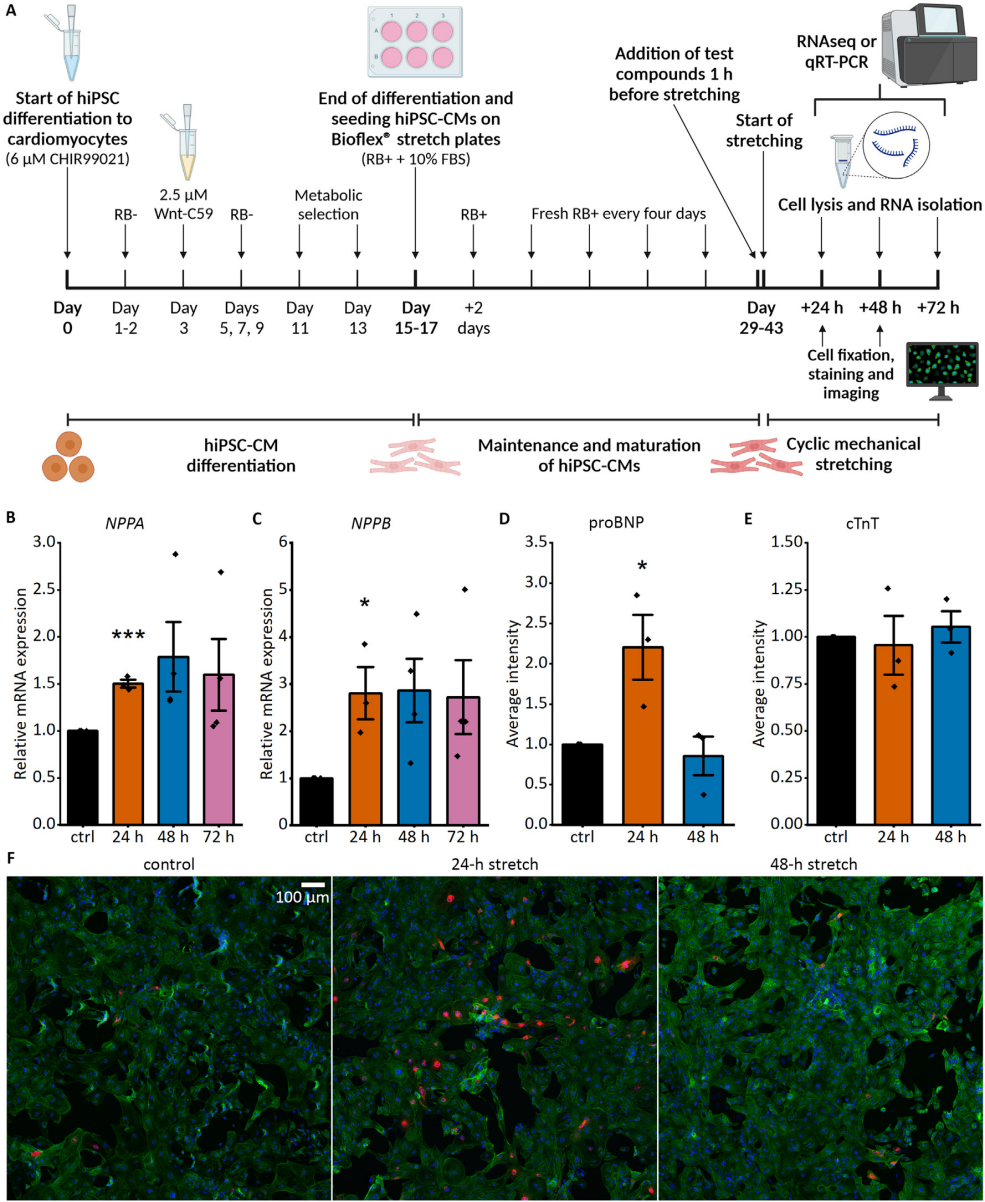
Cyclic mechanical stretching induces natriuretic peptide expression in human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs). A. Schematic representation of the experimental design. RB−, RPMI 1640 medium supplemented with B-27 without insulin; RB+, RPMI 1640 supplemented with B-27; FBS, fetal bovine serum. Figure was created with BioRender.com. For further details, see Methods section. B–C. hiPSC-CMs respond to stretch by increased expression of hypertrophy-associated genes *NPPA* (natriuretic peptide A; B) and *NPPB* (natriuretic peptide B; C). mRNA expression of 24-h, 48-h and 72-h stretched hiPSC-CMs measured with qRT-PCR was normalized to the unstretched control. The data are shown as mean ± standard error of the mean, and values from individual experiments are presented as dots (*n* = 3 for 24 h, *n* = 4 for 48 h and 72 h; where n represents biological replicates from individual differentiations). *p < 0.05, ***p < 0.001 *vs.* unstretched control, Student's *t*-test for independent samples. D. Average perinuclear proBNP intensity analyzed from 9000 stained cardiomyocytes/sample, from three individual differentiations. *p < 0.05 *vs.* unstretched control, Student's *t*-test for independent samples. E. Average cardiac troponin T (cTnT) intensity in cardiomyocyte nuclear and perinuclear area analyzed from 9000 stained cardiomyocytes/sample, from three individual differentiations. F. Representative images of unstretched control, 24-h stretched, and 48-h stretched hiPSC-CMs acquired with 10× air objective. hiPSC-CMs were stained for DNA (DAPI; blue), pro-B-type natriuretic peptide (proBNP; red) and cTnT (green). Scale bar, 100 μm. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

### 2.4 RNA isolation

Cells were lysed in 350 μl of RA1 lysis buffer (Macherey-Nagel, Düren, Germany) supplemented with 1 % β-mercaptoethanol and stored at −80 °C (maximum one month) before RNA isolation. RNA was isolated using a NucleoSpin RNA kit (Macherey-Nagel) according to the manufacturer's instructions. Analysis of the RNA concentration and quality was performed with a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) for qRT-PCR and with 4200 TapeStation (Agilent, Santa Clara, CA, USA) for RNA sequencing (RNAseq). One of the sample pairs at 24 h time point was omitted from the RNAseq due to poor quality (RNA integrity number < 9).

### 2.5 Quantitative reverse transcription PCR (qRT-PCR)

cDNA was synthesized from 100 to 500 ng of total RNA in 10 μl reactions with a Transcriptor First Strand cDNA Synthesis Kit (Roche, Basel, Switzerland) according to the manufacturer's protocol using random hexamer primers and an MJ Mini Personal thermal cycler (Bio-Rad, Hercules, CA, USA). The cDNA was diluted 1:10 in PCR grade H_2_O and stored at −20 °C. Commercial TaqMan® Gene Expression Assays (Thermo Fisher Scientific) listed in Supplementary Table 1 were used with LightCycler® 480 Probes Master reagent (Roche) according to the manufacturer's instructions. A LightCycler® 480 Real-Time PCR System (Roche) was used to analyze 4.5 μl of the cDNA dilution in 10 μl reactions on a white LightCycler® 480 Multiwell Plate 384 (Roche). To confirm the absence of PCR contamination, no-template controls were used. Each reaction was run at least in triplicate, and the average of the technical replicates was used in the analysis as *n* = 1. Grubbs' test with significance level of 0.05 was used to identify outliers within technical replicates and identified outliers were excluded from the analysis. The 2^−ΔΔCt^ method was used to analyze the relative gene expression using *ACTB* and *18S rRNA* as reference genes.

### 2.6 RNA sequencing

RNAseq was performed as single-end sequencing for a read length of 75 bp with an Illumina NextSeq 500 sequencer (Illumina, San Diego, CA, USA) in high output runs using a NEBNext Ultra Directional RNA Library Prep kit (New England Biolabs, Ipswich, MA, USA) including rRNA depletion. Data quality was analyzed by FastQC, and quality trimming was applied to the data with Trimmomatic software [16]. The sample reads were aligned against the Genome Reference Consortium Human Build 38 patch release 13 (GRCh38.p13, GCA_000001405.28) reference with Spliced Transcripts Alignment to a Reference (STAR) [17]. The mapping quality was assessed with Qualimap. Read quantification was created with featureCounts, and differential expression with quality assessment was performed with DESeq2 [18], [19], [20].

### 2.7 Functional enrichment analysis of gene sets

Gene Ontology (GO) enrichment of differentially expressed genes was analyzed with GOrilla (version updated 27th of February 2021, available at http://cbl-gorilla.cs.technion.ac.il/) [21]. The tool searched for GO terms that were enriched in the target set compared to the background set. A list of significantly upregulated or downregulated genes (fold change (FC) > 1.5, Benjamini-Hochberg adjusted *p* < 0.05) was entered as target sets. As the background set, we used all expressed genes in our dataset (30,861 genes), defined as genes with a detected signal in at least two samples in one treatment group. A relatively low *p* value threshold of *p* < 0.0001 was used for running the analysis, as no correction for multiple testing was applied. False discovery rate (FDR)-adjusted *p* values were calculated after the analysis, and an FDR-adjusted p value < 0.05 was considered significant.

WebGestalt (version 2019, available at http://www.webgestalt.org/) was used for KEGG and Reactome pathway analyses and for transcription factor target analysis [22]. The same target and reference gene sets as in the GO enrichment analysis were used. The Benjamini-Hochberg method was used for multiple testing, and a significance level of <0.05 was used. KEGG Mapper (available at https://www.genome.jp/kegg/mapper.html) was used to determine the cellular functions of proteins representing the differentially expressed genes [23]. Encyclopedia of RNA Interactomes (ENCORI; available at http://starbase.sysu.edu.cn/) was used to predict the putative interaction partners of differentially expressed lncRNAs [24].

### 2.8 Dataset comparison

Our dataset of stretched hiPSC-CMs was compared to datasets of other studies. We used data from differentially expressed genes of stretched NRVMs by Rysä et al. [12], who isolated NRVMs from 2- to 4-day-old Sprague–Dawley rats and stretched cells with the FlexCell vacuum system, similar to the present study (0.5 Hz, 10–25 % elongation). We also compared our data to the data of stretched hESC-CMs obtained by Ovchinnikova et al. [13], who had used a slightly different stretching protocol: cyclic stretch with elongation from 0 % to 15 % was applied at a frequency of 1 Hz with the FlexCell system. In addition, we compared our data to the gene expression data of ET-1-treated hiPSC-CMs obtained by Johansson et al. [25], who sequenced RNA from hiPSC-CMs treated with 10 nM ET-1 for 24 h, 48 h and 72 h, and by Aggarwal et al. [26], who used GeneChip array to analyze RNA from hiPSC-CMs treated with 10 nM ET-1 for 18 h.

### 2.9 Immunofluorescence staining, imaging and image analysis

Brefeldin A (Invitrogen, Carlsbad, CA, USA) was added to the cells 3 h before fixation to block exocytosis of proBNP-containing vesicles. At the end of stretching, the cells were washed twice with phosphate-buffered saline (PBS) and fixed with 4 % paraformaldehyde at room temperature (RT) for 15 min followed by 3 × 5 min washes with PBS. A square piece (approximately 10 mm × 10 mm) was cut from the center of each flexible bottomed well of Bioflex® plate for staining. Subsequently, the cells were permeabilized with 0.1 % Triton X-100 in PBS at RT for 10 min. Non-specific binding sites were blocked with 4 % FBS in PBS for 45 min followed by addition of primary antibodies diluted in 4 % FBS in PBS. Cardiac troponin T (cTnT) antibody (ab45932, Abcam) was used at 1:800 and proBNP antibody (ab13115, Abcam) at 1:200. For the secondary antibody staining control, primary antibodies were omitted. After a 60-min incubation at RT, the cells were washed 3 × 5 min with PBS and incubated with Alexa Fluor®-conjugated secondary antibodies (Life Technologies, Eugene, Oregon) at 1:200, and 4′,6-diamidino-2-phenylindole (DAPI; Sigma-Aldrich) at 1 μg/ml at RT for 45 min. The cells were then washed 3 × 5 min with PBS and mounted between a microscope slide and a coverslip using ProLong™ Gold Antifade Mountant (Invitrogen). The samples were cured at RT overnight and then stored at 4 °C until imaged. The cells were imaged with ImageXpress Micro Confocal imaging system (Molecular Devices) using Nikon 10× Plan Apo 0.5 NA air objective and 40× C CFI APO LWD Lambda S 1.15 NA water immersion objective. MetaXpress software (Molecular Devices) was used to analyze proBNP and cTnT intensity in cardiomyocyte nuclei and perinuclear area. First, the nuclei were identified based on DAPI staining and the cardiomyocyte cytoplasm based on cTnT staining. The average proBNP staining intensity was quantified from the perinuclear region of cardiomyocytes defined as a 10-pixel ring around each cTnT positive nucleus. The average cTnT staining intensity was measured from combined nuclear and perinuclear area.

### 2.10 Statistical analysis

In statistical analysis, each treatment group comprised 3–5 independent experiments of cells from individual differentiations. Sample size was determined by initial analysis of *NPPA* and *NPPB* responses measured by qRT-PCR and previous study on NRVMs [12]. Each qRT-PCR included technical replicates, and the average was calculated for statistical analysis to represent *n* = 1. Statistical analysis of the qRT-PCR results was performed in IBM SPSS Statistics 25 software. Student's *t*-test for independent samples was performed to compare the stretched and unstretched samples. A nonparametric Mann–Whitney *U* test was applied for the normalized qRT-PCR data of the pharmacological inhibitor experiments. A value of *p* < 0.05 was considered statistically significant. Statistical analysis of the RNAseq results was performed as a pairwise comparison of stretched and unstretched samples using the Wald test in DESeq2 software. Genes with a FC >1.5 and Benjamini-Hochberg adjusted p < 0.05 were defined as differentially expressed.

## 3 Results

### 3.1 Effects of mechanical stretch on natriuretic peptide expression in hiPSC-CMs

The mechanical stretch model of hiPSC-CMs was first validated by measuring the mRNA expression of *NPPA* and *NPPB*, hallmark genes of cardiomyocyte hypertrophy [27]. After 24 h of cyclic mechanical stretch, hiPSC-CMs showed increased expression of both *NPPA* and *NPPB* (Fig. 1B and C). At 48 h and 72 h, the upregulation of the *NPPA* and *NPPB* mRNA levels was not statistically significant, although increased gene expression was observed in each independent experiment. To confirm the increased BNP expression in protein level, we stained proBNP (the N-terminal fragment of the BNP prohormone) in stretched hiPSC-CMs. An evident increase in perinuclear proBNP expression was observed after a 24-h stretch (Fig. 1D and F). In agreement with the time-dependent gene expression, no apparent change in proBNP expression was observed after a 48-h stretch. In addition, high purity of cardiomyocytes was confirmed by staining for cTnT (Fig. 1E and F). High-resolution images acquired with 40× objective are available in Supplementary Material (Supplementary Fig. 2). No clear effect on sarcomere organization or alignment was observed.

### 3.2 Mechanical stretch-induced genome-wide gene expression program in hiPSC-CMs

To identify genome-wide gene expression changes regulated by mechanical stretch, we performed RNAseq from mechanically stretched hiPSC-CMs at 24 h, 48 h and 72 h and their unstretched controls. 

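Cardiomyocytes differentiated from the human induced pluripotent stem cell line hiPS(IMR90)-4 were stretched cyclically or left unstretched, and their RNA was sequenced after 24 h, after 48 h and after 72 h. The deposited count table of the authors holds 3 stretched and 3 unstretched libraries at 24 h, and 4 of each at 48 h and at 72 h, which makes 22 libraries. Replicates are separate differentiations, and each stretched library has an unstretched partner from the same differentiation. The 24 h libraries carry the numbers 1, 2 and 4 in the labels, and number 4 is called replicate 3 here. A further 24 h pair, which the paper omitted for RNA quality, was not analysed here. The labels name 0.3% DMSO as the vehicle of these libraries, while the methods of the paper give 0.1% DMSO for the inhibitor assays. RNA was depleted of ribosomal RNA and sequenced from one end after directional library preparation. The authors trimmed the reads with Trimmomatic, aligned them to GRCh38.p13 with STAR 2.7.6a and counted them per gene with featureCounts. The strand setting of the counting is not given in the sources used here, so genes that overlap on opposite strands can share reads. The total counts per library were 16725645 to 18423103 (median 17514506) in unstretched and 17609485 to 21886446 (median 20119120) in stretched cells at 24 h. They were 12987727 to 19006603 (median 18080601.5) in unstretched and 12845697 to 16996905 (median 16397679) in stretched cells at 48 h. At 72 h they were 12678211 to 22392077 (median 20243433) in unstretched and 17264820 to 24410831 (median 18249254.5) in stretched cells. From these counts, 16947 genes with enough reads (filterByExpr of edgeR with a minimum count of 10 and a minimum total of 15) were tested with edgeR's quasi-likelihood test after TMM normalization, in 1 fit over the 22 libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the thresholds of the paper, while a single named gene is said to rise, fall or pass a test by its adjusted p alone. The same test was run with replicate as a block within each time point, since the libraries are paired, and values from it are marked as blocked. Levels are CPM normalized by TMM, with the SD over differentiations. Gene lists were tested with camera, with p adjusted over all lists and time points, and counts of their members have no fold minimum.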

Principal component analysis using the whole gene set showed separation of individual experiments defined by the first principal component and separation of stretched and control samples at 24 h and 48 h defined by the second principal component (Supplementary Fig. 3). However, after 72 h of stretching, no clear difference between stretched and unstretched groups was detected, while more pronounced separation of individual experiments was seen instead. These findings suggest strong conserved early responses to stretch and increased biological variation and adaptation of hiPSC-CMs to stretch over time.

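Differentiations differed from each other more than stretched from unstretched cells at each time point. Of the variance in log2 CPM over the tested genes, 65.5% lay between differentiations and 18.2% between stretched and unstretched cells at 24 h. The shares were 64.0% and 17.1% at 48 h, and 72.2% and 10.7% at 72 h. Swapping the labels of stretched and unstretched cells within pairs gave a share by stretch of at most 10.7% at 24 h, 11.0% at 48 h and 7.57% at 72 h (one-sided exact permutation test, p = 0.25 with 3 pairs and p = 0.12 with 4 pairs, the smallest that these numbers allow). The first principal component held 46.5%, 35.3% and 38.6% of the variance at 24 h, 48 h and 72 h, and differentiation accounted for 96.4%, 99.5% and 98.2% of it. Stretch accounted for 68.5% of the third component and 20.1% of the second at 24 h, for 69.4% of the second at 48 h, and for at most 8.33% of any of the first 3 components at 72 h. Over the 22 libraries together, stretch accounted for 63.7% of the third component. Leaving out any pair raised the share by stretch, to 25.3 to 29.4% at 24 h, 17.4 to 26.3% at 48 h and 13.4 to 13.9% at 72 h. The shares are not adjusted for the number of differentiations, so fewer pairs by themselves lower the share between differentiations. Over the 500 most variable genes it was 9.94% at 24 h and 6.39% at 72 h.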

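The level of ACTA1, which encodes skeletal muscle α-actin, varied between differentiations, with 93.4 ± 105 CPM in stretched and 35.6 ± 46.5 CPM in unstretched cells (SD, n = 4) at 72 h. NPPB, which encodes the precursor of B-type natriuretic peptide, had 35.9 ± 36.1 CPM in stretched and 11.7 ± 8.49 CPM in unstretched cells at the same time. Each was higher in the stretched cells of 4 of 4 pairs. Across the tested genes, the median SD of log2 CPM between differentiations was 0.23 in unstretched and 0.17 in stretched cells at 24 h. It was 0.20 and 0.19 at 48 h, and 0.20 and 0.20 at 72 h. The median SD of the difference between the partners of a pair was 0.20 at 24 h, 0.17 at 48 h and 0.17 at 72 h. The difference in spread between the time points was not tested. At 24 h the values without replicate 3 were 0.13 in unstretched cells and 0.12 between partners. Over genes with a mean CPM of at least 10, the median SD was 0.11 in stretched cells at 24 h and 0.11 between partners at 72 h.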

Of the 30,861 genes identified in our samples, 134 genes showed differential expression (FC > 1.5, FDR-adjusted *p* < 0.05) after stretching. Our analysis identified 75, 28 and 2 upregulated genes in response to 24 h, 48 h and 72 h of stretch, respectively (Fig. 2A). In addition, 12, 30 and 0 genes were downregulated in response to 24 h, 48 h and 72 h of stretch, respectively (Fig. 2B). 

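GAL, TUBB2A and VARS1 rose after 24 h of stretch, and GAL, ENO3 and S100A4 rose after 48 h. GAL encodes the precursor of the neuropeptide galanin, TUBB2A a β-tubulin, VARS1 the cytosolic valyl-tRNA synthetase, ENO3 the muscle enolase of glycolysis and S100A4 a calcium-binding protein. TUBB2A (chromosome 6, 3153497 to 3157544) had 44.9 ± 5.42 CPM in stretched and 21.9 ± 3.37 CPM in unstretched cells (SD, n = 3), a log2-fold change of 1.03 (standard error 0.17, adjusted p = 0.0411). Its sequence is close to that of its neighbour TUBB2B, so the genes can share reads. VARS1 had 73.1 ± 4.65 CPM in stretched and 47.5 ± 6.27 CPM in unstretched cells, a log2-fold change of 0.62 (standard error 0.10, adjusted p = 0.0411). At 48 h, ENO3 had 323 ± 40.0 CPM in stretched and 206 ± 5.12 CPM in unstretched cells (SD, n = 4), a log2-fold change of 0.65 (standard error 0.10, adjusted p = 0.0252). S100A4 had 21.7 ± 4.96 CPM in stretched and 10.4 ± 1.88 CPM in unstretched cells and a log2-fold change of 1.06 (standard error 0.19, adjusted p = 0.0361). Each of these genes was higher in every pair. After 72 h edgeR called 0 genes higher, with 415 genes higher at an unadjusted p under 0.05, while limma-voom called 0 and DESeq2 1, which was S100A4 (log2-fold change 0.97, standard error 0.18, adjusted p = 0.548 from edgeR and 0.00689 from DESeq2).
With replicate as a block, 250 genes were higher at 24 h, 152 at 48 h and 53 at 72 h, and S100A4 rose at 72 h by 0.98 (standard error 0.13, adjusted p = 0.000805) on the log2 scale. Leaving out a pair moved the first count to 106 (without replicate 3) or 447 (without replicate 2), and the last to 21 (without replicate 2). Among those with the largest blocked changes, a set chosen after the values were seen, were CALB2, which encodes the calcium-binding protein calretinin, and ATP1B4, a muscle protein of the Na,K-ATPase β-subunit family. At 24 h CALB2 rose by 2.92 (standard error 0.38, adjusted p = 0.000178) and ATP1B4 by 2.05 (standard error 0.24, adjusted p = 0.000113). The blocked changes at 72 h were 1.61 (standard error 0.24, adjusted p = 0.00158) for ATP1B4, 2.15 (standard error 0.24, adjusted p = 0.000488) for MMP1, an interstitial collagenase, 1.54 (standard error 0.20, adjusted p = 0.000805) for the keratin gene KRT80 and 1.30 (standard error 0.15, adjusted p = 0.000488) for MELTF, which encodes melanotransferrin. PTPRN, which encodes a protein of dense-core secretory granules, rose by 1.98 (standard error 0.30, adjusted p = 0.00168), CREB3L1, a membrane-bound transcription factor of the endoplasmic reticulum, by 0.76 (standard error 0.13, adjusted p = 0.00479) and RCAN1, an inhibitor of calcineurin, by 0.52 (standard error 0.08, adjusted p = 0.00259). Without the block none of these passed the test (adjusted p = 0.121 for CALB2 and 0.193 for ATP1B4 at 24 h, and from 0.548 to 1.00 for those of 72 h).
DESeq2 called 51 genes higher at 24 h and 23 at 48 h, and fits of each time point on its own called 0 at each. Without the 24 h unstretched replicate 2, 11 genes were higher at 24 h, and 1 without the unstretched or stretched replicate 1 or 3. TUBB2A was no longer called without the unstretched or stretched replicate 1 or 3 (adjusted p = 0.0568 to 0.25), and VARS1 without any library but the unstretched replicate 2 (adjusted p = 0.0820 to 0.25). At 48 h, 1 gene was higher without the unstretched replicate 1 or 3 or the stretched replicate 1 or 2. ENO3 stayed called only without the stretched replicate 3 or 4 (otherwise adjusted p = 0.0759 to 0.0907), and S100A4 only without the unstretched replicate 2 or the stretched replicate 4 (otherwise adjusted p = 0.0677 to 0.135).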

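After 48 h of stretch GPCPD1, HELLS and CRIP1 fell. GPCPD1 encodes a glycerophosphocholine phosphodiesterase, HELLS a helicase that remodels chromatin in dividing cells and CRIP1 a small LIM-domain protein. GPCPD1 (chromosome 20, 5544439 to 5611006) had 16.9 ± 1.56 CPM in stretched and 28.8 ± 2.39 CPM in unstretched cells (SD, n = 4), a log2-fold change of -0.77 (standard error 0.13, adjusted p = 0.0252). HELLS (chromosome 10, 94545329 to 94613905) had 25.4 ± 2.55 CPM in stretched and 40.2 ± 0.268 CPM in unstretched cells, a log2-fold change of -0.66 (standard error 0.11, adjusted p = 0.0252). CRIP1 was low in each group, with 0.921 ± 0.206 CPM in stretched and 2.34 ± 0.439 CPM in unstretched cells and a log2-fold change of -1.33 (standard error 0.23, adjusted p = 0.0361). All 3 genes were lower in 4 of 4 pairs. At 24 h edgeR called 0 genes lower, with 756 lower at an unadjusted p under 0.05, while DESeq2 called 6 and limma-voom 0. At 72 h it also called 0, with 323 lower at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0.
In the blocked test 296 genes were lower at 24 h, 303 at 48 h and 80 at 72 h. Leaving out a pair moved these to 104 without replicate 3 at 24 h, to 130 without replicate 2 and 167 without replicate 3 at 48 h, and to 9, 26 and 50 without replicate 3, 2 or 1 at 72 h. Among those of 24 h was GFRA1, a receptor for glial cell line-derived neurotrophic factor, chosen after its values were seen, with 4.54 ± 2.42 CPM in stretched and 14.3 ± 5.15 CPM in unstretched cells at 24 h (n = 3) and a blocked log2-fold change of -1.69 (standard error 0.25, adjusted p = 0.000400), against an adjusted p of 0.401 without the block. Of the genes called at 48 h, GPCPD1 stayed called only without the unstretched replicate 2 (otherwise adjusted p = 0.0611 to 0.0907), HELLS only without the stretched replicate 4 (otherwise adjusted p = 0.0612 to 0.0907) and CRIP1 in no case (adjusted p = 0.0612 to 0.135), so that 1 gene or 0 were lower without 1 library. DESeq2 called 19 genes lower at 48 h, all 30 libraries together 1 and the time point on its own 0, and without the unstretched replicate 2 edgeR called 1 at 24 h.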

Venn diagrams demonstrated minor overlaps between time points, indicating time-dependent regulation of gene expression. 

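GAL was the only gene called higher at more than 1 time point by edgeR, at 24 h and 48 h. In the blocked test 30 genes were higher at all 3 time points, among them the hypertrophy genes ACTA1 and NPPB, the intermediate filament gene DES, the tropomyosin gene TPM2, PTPRN and TUBB2B. The transporter gene SLC16A9 and GFRA1 were among 14 genes lower at all 3. Between 24 h and 48 h, 75 blocked higher genes were shared, where 2.24 would be shared if the sets were independent (one-sided Fisher's exact test, p = 3.67e-99). Between 48 h and 72 h, 37 were shared (0.475 if independent, exact p = 2.08e-65), and between 24 h and 72 h 35 (0.782 if independent, exact p = 3.57e-52). The exact test takes genes as independent units, and the sets come from 1 fit. These p therefore do not measure replication between differentiations. The shared lower genes numbered 76 (5.29 if independent), 19 (1.43) and 31 (1.40) for the same pairs of time points. DESeq2 without the block gave 7 shared higher genes and 2 shared lower genes between 24 h and 48 h. Of the 546 genes called with the block at 24 h, 93.4% had the same direction at 48 h and 83.2% at 72 h.
Whether the effect of stretch differs between time points was tested as an interaction. It differed for HELLS between 48 h and 72 h (difference -1.01 on the log2 scale, standard error 0.15, adjusted p = 0.0361), which was lower with stretch at 48 h and higher at 72 h in 4 of 4 pairs each. HELLS stayed called without the 48 h stretched replicate 4 or the 72 h stretched replicate 2 or 3, and not without any other library of these time points (adjusted p = 0.0864 to 0.131). Between 24 h and 48 h edgeR called 0 genes (274 at an unadjusted p under 0.05, with DESeq2 and limma-voom also at 0), and between 24 h and 72 h 0 genes (484 at an unadjusted p under 0.05, DESeq2 1, limma-voom 0). The blocked test called 108 genes between 48 h and 72 h, 87 between 24 h and 72 h and 0 between 24 h and 48 h, where DESeq2 with the block called 7.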

The top 12 differentially expressed genes at each time point are presented in Fig. 2C and D. The full data are available in Supplementary Dataset 1.

**Fig. 2:**
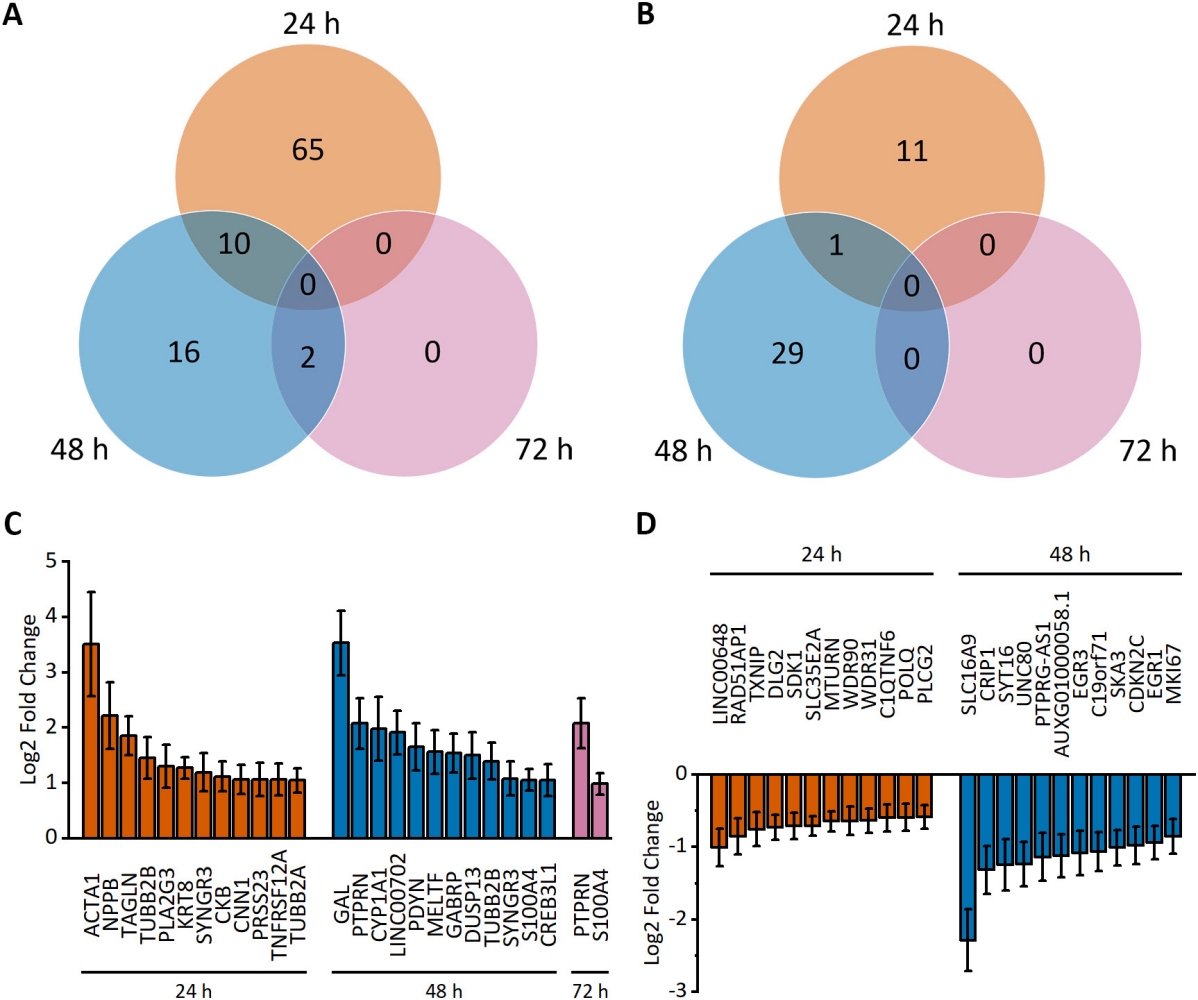
Mechanical stretch-induced differential gene expression of human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs). A–B. Venn diagrams show the number of upregulated (A) and downregulated (B) genes after 24 h, 48 h and 72 h of cyclic stretch measured with RNA sequencing. Differential expression was defined as a >1.5-fold change compared to the unstretched control. C–D. The expression of the top 12 up- (C) and downregulated (D) genes is presented as log2-fold change relative to the unstretched control ± standard error of the mean (*n* = 3 for 24 h, *n* = 4 for 48 h and 72 h; where n represents biological replicates of cells from individual differentiations). Only statistically significant (Benjamini-Hochberg adjusted *p* < 0.05) results are presented.

Multiple hypertrophy-associated genes were upregulated. These include fetal genes coding for natriuretic peptides (*NPPA* and *NPPB*), skeletal muscle alpha actin (*ACTA1*), and transgelin (*TAGLN*), and several genes encoding contractile proteins, such as cardiac alpha actin (*ACTC1*), myosin light chain 3 (*MYL3*), troponins (*TNNI3*, *TNNC1*), and tropomyosin 2 (*TPM2*). In addition to contractile proteins, other cytoskeletal proteins, such as alpha- and beta-tubulins (*TUBA4A*, *TUBA1A*, *TUBB2A*, *TUBB6*), alpha-actinin 1 (*ACTN1*), nestin (*NES*) and keratins (*KRT8*, *KRT18*), were upregulated. These changes confirm that mechanical stretching of hiPSC-CMs induces alterations in gene expression, which are characteristic for cardiomyocyte hypertrophy. 

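After 24 h of stretch, all 9 of these genes were higher in 3 of 3 pairs, with an adjusted p under 0.05 in the blocked test, MYL3 at a change below 1.5-fold. ACTA1, skeletal muscle α-actin of the fetal heart (Ensembl ENSG00000143632.14, chromosome 1 of GRCh38 from 229430365 to 229434104), had 317 ± 423 CPM in stretched and 28.8 ± 25.6 CPM in unstretched cells (SD, n = 3). Its log2-fold change was 3.46 (standard error 1.36, adjusted p = 0.311), and 2.99 (standard error 0.27, adjusted p = 1.02e-05) with replicate as a block. NPPB, the gene for B-type natriuretic peptide (chromosome 1 of GRCh38 from 11857464 to 11858945), had 55.8 ± 35.0 CPM in stretched and 14.7 ± 12.3 CPM in unstretched cells and a blocked log2-fold change of 1.95 (standard error 0.27, adjusted p = 0.000251), against 1.92 (standard error 0.88, adjusted p = 0.401) without the block. NPPA, the gene for atrial natriuretic peptide, had 1001 ± 435 CPM in stretched and 602 ± 392 CPM in unstretched cells, with 0.90 (standard error 0.14, adjusted p = 0.000782) blocked and 0.73 (standard error 0.65, adjusted p = 0.729) unblocked, and it overlaps the antisense gene NPPA-AS1. TAGLN, the actin-binding protein transgelin, had 768 ± 320.2 CPM in stretched and 224 ± 52.4 CPM in unstretched cells, with 1.73 (standard error 0.17, adjusted p = 2.29e-05) blocked and an adjusted p of 0.121 unblocked. Among the genes of the thin filament, ACTC1 had 8672 ± 1361 CPM in stretched and 4559 ± 791 CPM in unstretched cells (blocked log2-fold change 0.93 (standard error 0.15, adjusted p = 0.000792)) and TNNI3, the cardiac inhibitory troponin, 117 ± 22.8 CPM in stretched and 56.9 ± 10.6 CPM in unstretched cells (blocked 1.04 (standard error 0.12, adjusted p = 8.85e-05)). The other contractile genes had blocked log2-fold changes of 0.69 (standard error 0.15, adjusted p = 0.00584) for the calcium-binding troponin TNNC1, 0.73 (standard error 0.13, adjusted p = 0.00129) for the tropomyosin gene TPM2 and 0.58 (standard error 0.13, adjusted p = 0.00792) for the myosin light chain gene MYL3. Without the block the adjusted p of these 5 genes ranged from 0.102 to 0.280. ACTA1, ACTC1 and ACTA2 have similar coding sequences and can share reads. In the blocked test without replicate 3, ACTA1 had a log2-fold change of 2.38 (adjusted p = 0.000118) and NPPB of 1.34 (adjusted p = 0.00282). MYL3 (adjusted p = 0.111) and TNNC1 (adjusted p = 0.0588) no longer passed.

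**Figure D1:**
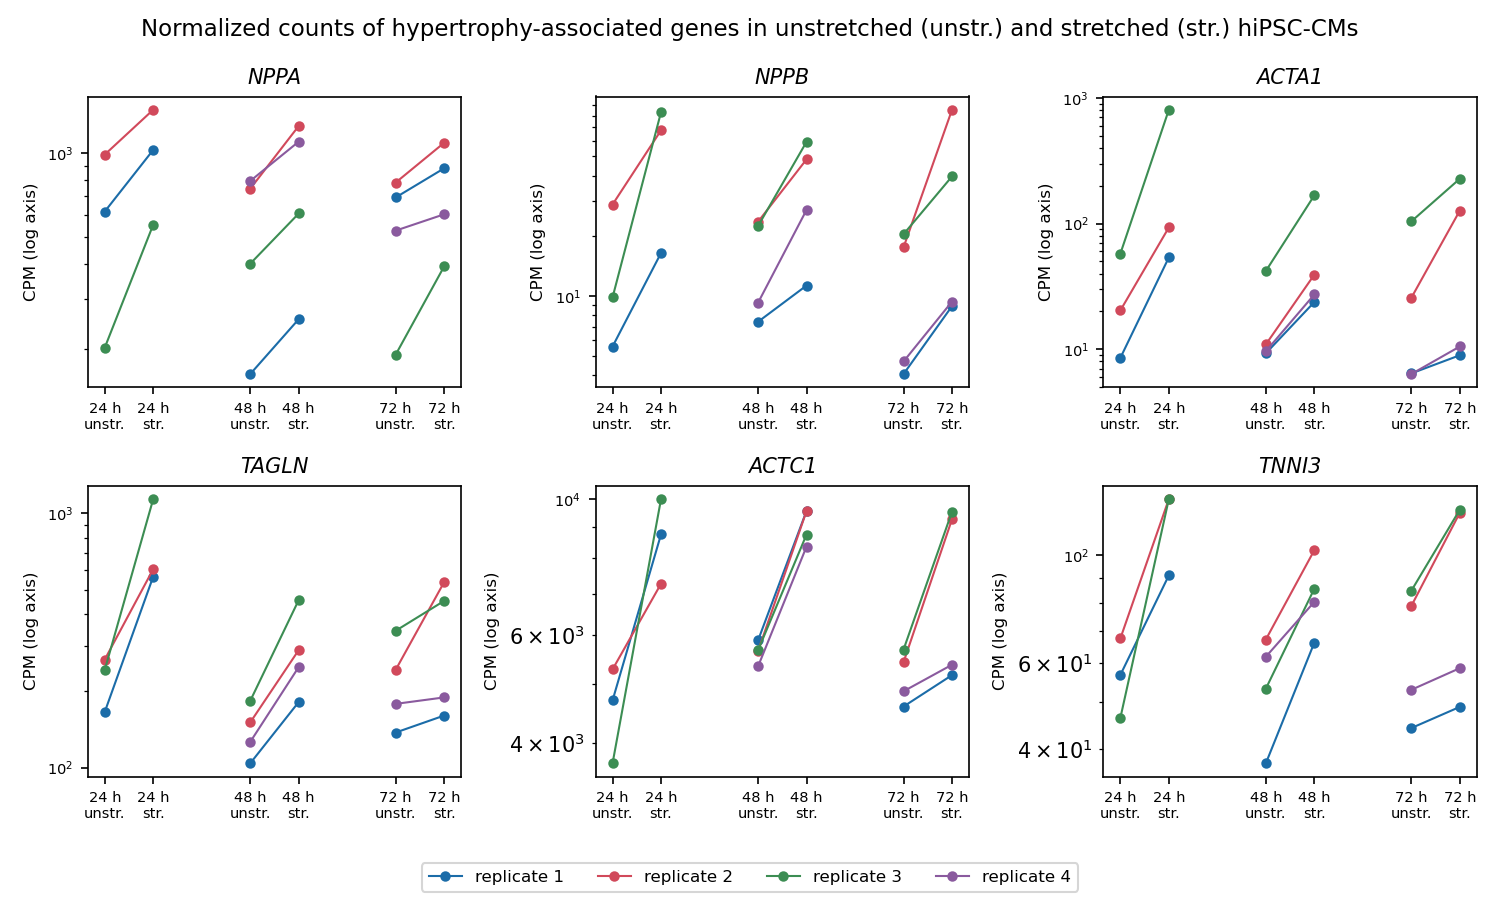
CPM of NPPA, NPPB, ACTA1, TAGLN, ACTC1 and TNNI3 in each library on a log axis, by time point and group, with lines joining the stretched and unstretched cells of a differentiation. ACTA1 had 317 ± 423 CPM in stretched and 28.8 ± 25.6 CPM in unstretched cells at 24 h (mean ± SD).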

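At 48 h the fetal and contractile genes were higher in 4 of 4 pairs, with smaller changes for the fetal genes than at 24 h, a difference of the list (median 0.21) that camera called with the block alone (adjusted p = 0.200 unblocked, 0.00118 blocked, and adjusted p = 0.489 with the block and an estimated correlation). ACTC1 had 9053 ± 599 CPM in stretched and 5632 ± 225 CPM in unstretched cells (SD, n = 4) at 48 h and MYL3 594 ± 46.5 CPM in stretched and 369.6 ± 43.4 CPM in unstretched cells. Their log2-fold changes were 0.68 (standard error 0.18, adjusted p = 0.162) and 0.68 (standard error 0.15, adjusted p = 0.0756), and 0.68 (standard error 0.13, adjusted p = 0.00233) and 0.69 (standard error 0.12, adjusted p = 0.00103) with the block. ACTA1 rose by 1.73 (standard error 0.24, adjusted p = 0.000235) in the blocked test, NPPB by 1.18 (standard error 0.24, adjusted p = 0.00351) and TAGLN by 1.01 (standard error 0.15, adjusted p = 0.000339). NPPA rose by 0.61 (standard error 0.12, adjusted p = 0.00380) and TNNI3 by 0.62 (standard error 0.11, adjusted p = 0.00114). Their adjusted p without the block ranged from 0.284 to 0.722. At 72 h, ACTA1 rose by 1.32 (standard error 0.24, adjusted p = 0.00631) and NPPB by 1.41 (standard error 0.25, adjusted p = 0.00524) in the blocked test. TPM2 rose by 0.59 (standard error 0.11, adjusted p = 0.00638), MYL3 by 0.58 (standard error 0.12, adjusted p = 0.0105) and NPPA by 0.51 (standard error 0.12, adjusted p = 0.0280), while ACTC1 had 0.46 (standard error 0.13, adjusted p = 0.0573). Without the block no fetal or contractile gene named here passed the test at 72 h (adjusted p = 0.601 for MYL3 and 1.00 for the others). Without replicate 2 the blocked log2-fold change at 72 h was 0.90 (adjusted p = 0.0810) for ACTA1, 1.02 (adjusted p = 0.0792) for NPPB, 0.46 (adjusted p = 0.0648) for TPM2 and 0.45 (adjusted p = 0.100) for MYL3, and without replicate 3 it was 0.47 (adjusted p = 0.0994) for MYL3. For NPPA it was 0.57 (adjusted p = 0.0573), 0.53 (adjusted p = 0.110) and 0.34 (adjusted p = 0.229) without replicate 1, 2 and 3. These genes kept their direction without each pair.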

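Keratin, nestin, α-actinin and tubulin genes were higher in the stretched cells of 3 of 3 pairs at 24 h. KRT8, an intermediate filament keratin of simple epithelia and early cardiomyocytes, had 736 ± 234 CPM in stretched and 304 ± 21.1 CPM in unstretched cells (SD, n = 3), a log2-fold change of 1.28 (standard error 0.24, adjusted p = 0.0702) and a blocked one of 1.23 (standard error 0.12, adjusted p = 1.42e-05). Its partner KRT18 had 304 ± 90.6 CPM in stretched and 159 ± 26.9 CPM in unstretched cells and 0.91 (standard error 0.12, adjusted p = 0.000180) blocked (adjusted p = 0.137 unblocked). NES, the intermediate filament protein nestin, had 1582 ± 113 CPM in stretched and 1029.9 ± 150.2 CPM in unstretched cells and 0.63 (standard error 0.09, adjusted p = 0.000363) blocked. ACTN1, a non-muscle α-actinin, had 404 ± 55.9 CPM in stretched and 262 ± 20.0 CPM in unstretched cells and 0.62 (standard error 0.11, adjusted p = 0.00160) blocked (adjusted p = 0.197 and 0.197 unblocked). The blocked log2-fold change of the α-tubulin gene TUBA1A was 0.81 (standard error 0.11, adjusted p = 0.000217), that of TUBA4A 0.97 (standard error 0.16, adjusted p = 0.000963) and that of the β-tubulin gene TUBB6 0.78 (standard error 0.11, adjusted p = 0.000251), with adjusted p from 0.0895 to 0.264 unblocked. Tubulin genes are paralogs and can share reads.
Of 12 measured tubulin genes, 5 of the list being named in the paper, 11 rose at 24 h in the blocked test, 5 at 48 h and 2 at 72 h. Without the block 1 was called at 24 h (9 adjusted over the list alone), 0 at 48 h (3 at an unadjusted p under 0.05, 2 adjusted over the list alone, DESeq2 1, limma-voom 0) and 0 at 72 h (3 at an unadjusted p under 0.05, 1 adjusted over the list alone, DESeq2 and limma-voom 0). The median blocked log2-fold change was 0.62, 0.21 and 0.18, and camera gave adjusted p = 1.93e-14, 5.11e-05 and 0.000362 at 24 h, 48 h and 72 h. With an estimated correlation the call held at 24 h (adjusted p = 0.0360, but 0.0968 with the block as well) and was lost at 48 h (adjusted p = 0.148) and 72 h (adjusted p = 0.196). At 48 h TUBB2A rose by 0.39 (standard error 0.12, adjusted p = 0.0337) in the blocked test, a change below 1.5-fold that did not pass without replicate 2 (adjusted p = 0.145), 3 (0.191) or 4 (0.0786), and at 72 h TUBB2B rose by 0.70 (standard error 0.13, adjusted p = 0.00610), which did not pass without replicate 2 (adjusted p = 0.0586).
Of 24 other cytoskeleton genes, 6 of the list named in the paper, 14, 11 and 3 rose at 24 h, 48 h and 72 h in the blocked test and edgeR without it called 0 at each (9, 8 and 1 at an unadjusted p under 0.05, 6, 0 and 0 adjusted over the list alone, DESeq2 3, 0 and 0, limma-voom 0). Camera gave adjusted p = 4.08e-09, 1.30e-05 and 3.49e-05 with medians of 0.37, 0.20 and 0.17, and adjusted p = 0.172, 0.284 and 0.324 with an estimated correlation. Without the 72 h stretched replicate 2 the adjusted p at 72 h was 0.402. A member, the muscle intermediate filament gene DES, had 107 ± 45.9 CPM in stretched and 49.2 ± 22.4 CPM in unstretched cells at 48 h and rose by 1.15 (standard error 0.13, adjusted p = 4.90e-05) in the blocked test then and by 1.04 (standard error 0.13, adjusted p = 0.000528) at 72 h (adjusted p = 0.259 and 0.968 unblocked). The tubulin median lay above 98.1% of 10000 lists matched on transcript length, GC content and expression at 48 h, and at most 5 of them lay as high in the other cases, shorter transcripts being higher with stretch.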

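A part of the genes of the fetal program and of the sarcomere rose at each time point in the blocked test. Of 10 fetal program genes, 8 rose at 24 h, 7 at 48 h and 5 at 72 h and none fell. Of 30 sarcomere genes, 15 rose and 1 fell at 24 h, and 12 rose at 48 h and 6 at 72 h. The study names 5 members of the first list and 7 of the second from these libraries, so those are not independent evidence. Without the block edgeR called 0 members of either list at any time point. At an unadjusted p under 0.05 it had 5, 2 and 1 fetal and 11, 8 and 5 sarcomere genes higher at 24 h, 48 h and 72 h. Adjusted over the list alone, 1, 0 and 0 fetal and 10, 4 and 1 sarcomere genes passed. DESeq2 called 1, 0 and 0 fetal and 3, 3 and 0 sarcomere genes, and limma-voom 0.
The median blocked log2-fold changes were 0.85, 0.53 and 0.43 for the fetal list, with camera giving adjusted p = 6.48e-06, 0.000138 and 0.00210, and with an estimated correlation adjusted p = 0.124, 0.148 and 0.225. For the sarcomere list the medians were 0.33, 0.21 and 0.13 and the adjusted p 2.44e-06, 2.08e-05 and 0.000131, with an estimated correlation adjusted p = 0.0982, 0.140 and 0.148. Each of these medians was above those of all 10000 lists matched on transcript length, GC content and expression. At 72 h the adjusted p of the sarcomere list was 0.115 without the stretched replicate 3, and that of the fetal list was 0.0690 and 0.0966 without the stretched replicate 2 and 3. Other swaps of the 72 h labels within pairs gave the sarcomere list an unadjusted camera p of 1.27e-05 and 1.53e-05, against 3.27e-05 for the real labels. With the block the real labels gave the smallest (3.60e-07, next 1.33e-06). From the rise of natriuretic peptide, contractile and other cytoskeletal genes, the paper concludes that stretch of hiPSC-CMs brings about changes in gene expression that are typical of cardiomyocyte hypertrophy.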

The upregulated genes mainly encode enzymes (26), exosomal proteins (20) and cytoskeletal proteins (15), while the downregulated genes encode enzymes (6) and transcription factors (6) (Supplementary Table 2).

We selected eleven genes for validation by qRT-PCR. The selection was first based on differential expression of both up- and downregulated genes. Second, both protein-coding and noncoding (*LINC00648*, *PTPRG-AS1*) genes were selected. In addition, different protein-coding genes were selected, including hypertrophy-associated secreted peptides (*NPPA*, *NPPB*), cytoskeletal proteins (*ACTA1*, *ACTC1*, *ACTN1*, *TNNI3*), a transcription factor (*CSRP3*) and a transporter protein (*SLC16A9*). 

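CSRP3, which encodes the muscle LIM protein of the sarcomeric Z-disc, was higher and SLC16A9, which encodes a monocarboxylate transporter family member, was lower in the stretched cells of every pair at each time point. CSRP3 had 960.1 ± 328 CPM in stretched and 476 ± 20.3 CPM in unstretched cells (SD, n = 3) at 24 h. It had 802 ± 186 CPM in stretched and 488 ± 125 CPM in unstretched cells (n = 4) at 48 h and 683 ± 239.5 CPM in stretched and 465 ± 93.8 CPM in unstretched cells (n = 4) at 72 h. Its blocked log2-fold change was 0.96 (standard error 0.12, adjusted p = 0.000130), 0.72 (standard error 0.10, adjusted p = 0.000235) and 0.51 (standard error 0.10, adjusted p = 0.00935), and its adjusted p without the block 0.159, 0.260 and 1.00. SLC16A9 (chromosome 10, 59650764 to 59736002) had 1.67 ± 0.758 CPM in stretched and 3.69 ± 1.66 CPM in unstretched cells at 24 h and 0.543 ± 0.275 CPM in stretched and 2.66 ± 1.26 CPM in unstretched cells at 48 h. At 72 h it had 1.59 ± 0.838 CPM in stretched and 3.67 ± 2.29 CPM in unstretched cells. Its log2-fold change was -1.12, -2.27 and -1.19 without the block (standard errors 0.55, 0.56 and 0.48, adjusted p = 0.444, 0.13 and 1.00). The blocked values were -1.13 (standard error 0.18, adjusted p = 0.000588), -2.26 (standard error 0.21, adjusted p = 3.33e-05) and -1.20 (standard error 0.16, adjusted p = 0.000805), and DESeq2 called the gene at 48 h (adjusted p = 0.00644). The long noncoding RNA LINC00648 had 10.6 ± 1.42 CPM in stretched and 15.0 ± 2.19 CPM in unstretched cells at 48 h, a log2-fold change of -0.50 (standard error 0.18, adjusted p = 0.288) and a blocked one of -0.50 (standard error 0.08, adjusted p = 0.00106). At 72 h ACTN1 had 318 ± 98.8 CPM in stretched and 267 ± 34.6 CPM in unstretched cells, a log2-fold change of 0.25 (standard error 0.17, adjusted p = 1.00) and a blocked one of 0.21 (standard error 0.10, adjusted p = 0.258), and was higher in the stretched cells of 3 of 4 pairs. The change of CSRP3 at 72 h was below 1.5-fold and did not pass the blocked test without replicate 2 (adjusted p = 0.0880) or replicate 3 (adjusted p = 0.0800).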

Overall, quite similar results were obtained with both qRT-PCR and RNAseq (Fig. 3), except for *ACTN1*, which showed downregulation in qRT-PCR and slight upregulation in RNAseq after 72 h of stretch (Fig. 3A). Minor differences in the fold changes of *NPPB* and *LINC00648* expression were also observed, likely reflecting differences between different quantification methods.

**Fig. 3:**
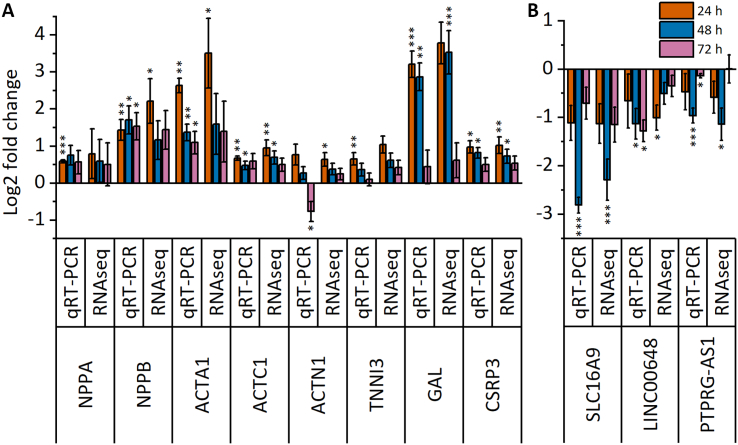
Time-dependent changes in gene expression of selected genes. Differential expression of 11 selected genes from RNA sequencing was validated by qRT-PCR after 24 h, 48 h and 72 h of stretch. (A) Upregulated genes; (B) downregulated genes. The results are presented as log2-fold change relative to the unstretched control ± standard error of the mean (n = 3 for 24 h, n = 4 for 48 h and 72 h; where n represents biological replicates of cells from individual differentiations). *p < 0.05, **p < 0.01, ***p < 0.001 *vs.* unstretched control, Student's *t*-test for independent samples (qRT–PCR), Wald test (RNAseq).

### 3.3 Comparison of differentially expressed genes in hiPSC-CMs, NRVMs and hESC-CMs

We compared our data with the NRVM data published by Rysä et al. [12] to elucidate similarities and differences between these two *in vitro* cardiomyocyte models from different species. Both we and Rysä et al. [12] used time points of 24 h and 48 h; hence, these were selected for comparison, although the equivalency of these time points between the species has not been proven. Overall, the number of differentially expressed genes was drastically different; for example, after a 48-h stretch, over 600 genes were upregulated in NRVMs, while only 28 genes were upregulated in hiPSC-CMs (Fig. 4A and B). Interestingly, 21 differentially expressed genes showed similar changes in both cell models. 

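CASQ1, the calsequestrin of skeletal muscle that binds calcium in the sarcoplasmic reticulum, TIMP1, an inhibitor of matrix metalloproteinases, and TUBB2B, a β-tubulin, were higher with stretch in 3 of 3 pairs at 24 h and 4 of 4 pairs at 48 h. CASQ1 had 21.0 ± 2.28 CPM in stretched and 12.1 ± 0.850 CPM in unstretched cells (SD, n = 3) at 24 h and 22.4 ± 5.89 CPM in stretched and 13.6 ± 2.45 CPM in unstretched cells (n = 4) at 48 h. Its blocked log2-fold changes were 0.79 (standard error 0.10, adjusted p = 0.000138) and 0.72 (standard error 0.09, adjusted p = 9.28e-05). TIMP1 had 79.4 ± 15.5 CPM in stretched and 45.6 ± 10.7 CPM in unstretched cells at 24 h and 73.0 ± 19.0 CPM in stretched and 43.8 ± 9.78 CPM in unstretched cells at 48 h. The blocked values were 0.81 (standard error 0.13, adjusted p = 0.000936) and 0.73 (standard error 0.12, adjusted p = 0.000756). TUBB2B (chromosome 6 of GRCh38 from 3223324 to 3231730) had 11.6 ± 4.40 CPM in stretched and 4.39 ± 2.53 CPM in unstretched cells at 24 h and 9.23 ± 2.84 CPM in stretched and 3.52 ± 1.05 CPM in unstretched cells at 48 h. It rose by 1.44 (standard error 0.14, adjusted p = 2.29e-05) and 1.40 (standard error 0.13, adjusted p = 3.33e-05) in the blocked test, and can share reads with TUBB2A. Without the block the log2-fold changes were 0.80 (standard error 0.30, adjusted p = 0.293) and 0.72 (standard error 0.26, adjusted p = 0.288) for CASQ1. They were 0.80 (standard error 0.23, adjusted p = 0.167) and 0.73 (standard error 0.20, adjusted p = 0.176) for TIMP1, and 1.40 (standard error 0.40, adjusted p = 0.166) and 1.39 (standard error 0.35, adjusted p = 0.139) for TUBB2B. DESeq2 gave adjusted p = 0.0466 and 0.0411 for TIMP1, 0.0326 and 0.0127 for TUBB2B, and 0.162 and 0.175 for CASQ1.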

In fact, 3 genes were upregulated in both cardiomyocyte types at both time points: *CASQ1*, *TIMP1* and *TUBB2B*. We did not identify genes that were consistently downregulated in both CM types at 24 h and 48 h. After 24 h of stretch, 14 genes were upregulated in both cell types, while no commonly downregulated genes were identified (Fig. 4C). Additionally, we identified 8 genes that were upregulated and 2 genes that were downregulated in both cell types after a 48-h stretch (Fig. 4D). Cross comparison of different time points revealed 5 upregulated genes and 2 downregulated genes in hiPSC-CMs after 48 h of stretch with similar expression changes in NRVMs after 24 h of stretch (Supplementary Table 3). In addition, 20 upregulated genes and one downregulated gene in hiPSC-CMs after a 24-h stretch were similarly differentially expressed in NRVMs after a 48-h stretch. Hence, the differentially expressed genes showed the most similarity between upregulated genes in hiPSC-CM at 24 h and in NRVMs at 48 h. 

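MASP1, a serine protease of the lectin pathway of complement, and CES1, a carboxylesterase, were higher with stretch in every pair, as was ENO3 at 48 h. MASP1 had 288 ± 38.7 CPM in stretched and 144 ± 13.2 CPM in unstretched cells (SD, n = 3) at 24 h and 229.7 ± 47.9 CPM in stretched and 159 ± 36.6 CPM in unstretched cells (n = 4) at 48 h. Its log2-fold change was 1.00 (standard error 0.27, adjusted p = 0.152) and 0.53 (standard error 0.24, adjusted p = 0.383), and with replicate as a block 1.00 (standard error 0.11, adjusted p = 4.28e-05) and 0.54 (standard error 0.09, adjusted p = 0.00121). CES1 (chromosome 16 of GRCh38 from 55802851 to 55833337) had 11.2 ± 1.55 CPM in stretched and 5.78 ± 0.814 CPM in unstretched cells at 48 h, with 0.95 (standard error 0.27, adjusted p = 0.181) without and 0.96 (standard error 0.14, adjusted p = 0.000452) with the block. DESeq2 called MASP1 at 24 h (adjusted p = 0.0274) and not at 48 h (adjusted p = 0.299), and CES1 at 48 h (adjusted p = 0.0450). CES1 has a pseudogene nearby, CES1P1, with which it can share reads.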

Only three genes showed opposing expression in hiPSC-CMs and NRVMs: *MASP1*, *ENO3*, and *CES1* were upregulated in hiPSC-CMs but downregulated in NRVMs.

**Fig. 4:**
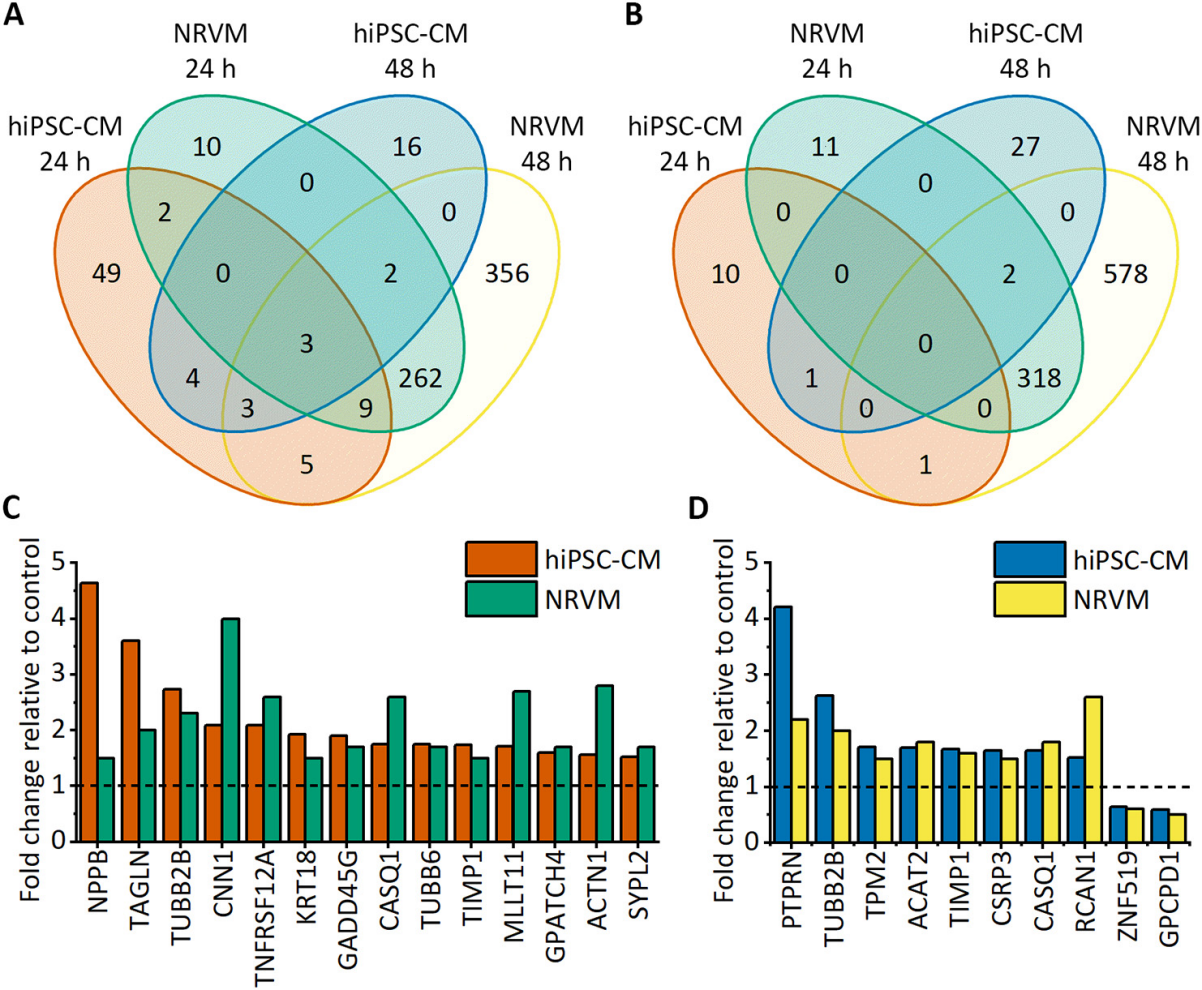
Comparison of differentially expressed genes in human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) and neonatal rat ventricular myocytes (NRVMs) after 24 h and 48 h of stretch. NRVM gene expression data are from Rysä et al. [12]. A–B. Venn diagrams show the number of upregulated (A) and downregulated (B) genes after 24 h and 48 h of stretch in hiPSC-CMs and NRVMs. C–D. Expression of genes differentially regulated in both cell types after 24 h (C) and 48 h (D) of stretching normalized to the unstretched control (n = 3 for 24 h hiPSC-CMs, n = 4 for 48 h and 72 h hiPSC-CMs, and *n* = 5 for NRVMs).

We also compared our differential gene expression data at 48 h with that from 48 h stretched hESC-CMs reported by Ovchinnikova et al. [13]. Of 936 differentially expressed genes in stretched hESC-CMs, only 13 genes were similarly expressed in hiPSC-CMs: four genes were upregulated, and nine genes were downregulated. The upregulated genes included *TUBB2B*, which was upregulated in all cell types (hiPSC-CMs, NRVMs and hESC-CMs) after 24 h (not studied in hESC-CMs) and 48 h of stretching. 

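DUSP13, which encodes a dual-specificity phosphatase, and ACAT2, which encodes the cytosolic acetoacetyl-CoA thiolase at the entry of cholesterol synthesis, were higher with stretch in 4 of 4 pairs at 48 h. ACAT2 had 58.8 ± 10.6 CPM in stretched and 34.6 ± 3.08 CPM in unstretched cells (SD, n = 4), a log2-fold change of 0.76 (standard error 0.16, adjusted p = 0.0721) without and 0.75 (standard error 0.12, adjusted p = 0.000846) with the block. DUSP13 (chromosome 10 of GRCh38 from 75094432 to 75109221) had 3.42 ± 0.861 CPM in stretched and 1.23 ± 0.483 CPM in unstretched cells, with 1.49 (standard error 0.44, adjusted p = 0.192) without and 1.52 (standard error 0.26, adjusted p = 0.00116) with the block. At 24 h ACAT2 had 63.9 ± 7.26 CPM in stretched and 35.8 ± 11.5 CPM in unstretched cells (n = 3) and a blocked log2-fold change of 0.87 (standard error 0.14, adjusted p = 0.000792) (unblocked adjusted p = 0.0977). From DESeq2 the adjusted p was 0.00552 and 0.00280 for ACAT2 at 24 h and 48 h, and 0.0534 for DUSP13.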

Other upregulated genes were *DUSP13*, *ACAT2* and *ENO3*. In addition, one of the genes downregulated in both hiPSC-CMs and NRVMs, *ZNF519*, was also downregulated in hESC-CMs. 

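At 48 h ZNF519, a zinc finger gene on chromosome 18 of GRCh38 from 14057457 to 14132490, had 5.57 ± 1.16 CPM in stretched and 8.57 ± 0.660 CPM in unstretched cells (SD, n = 4) and was lower with stretch in 4 of 4 pairs. Its log2-fold change was -0.63 (standard error 0.18, adjusted p = 0.188). In the blocked test ZNF519 fell, with a log2-fold change of -0.64 (standard error 0.12, adjusted p = 0.00269), and from DESeq2 its adjusted p was 0.0669.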

In hiPSC-CMs and hESC-CMs, no changes in opposite directions were observed in any differentially expressed gene. All common differentially expressed genes and their fold changes are presented in Supplementary Table 3.

### 3.4 Functional analysis of differentially expressed genes in stretched hiPSC-CMs

To identify the biological functions regulated by the differentially expressed genes, we performed GO enrichment analysis. The GOrilla (version updated 27th of February 2021, available at http://cbl-gorilla.cs.technion.ac.il/) analysis recognized 18,992 genes out of 30,861 gene terms entered. Only 15,554 of these genes were associated with a GO term, and these were used for enrichment calculation. Enriched GO terms were found only for upregulated genes. 

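Genes of the cell cycle were lower in stretched cells at 24 h and 48 h. Of 27 measured cell cycle genes, 24 fell at 24 h and 26 at 48 h in the blocked test and none rose. At 72 h, 3 fell and 2 rose. The study names 6 genes of this list. MKI67, the marker of dividing cells, had 56.4 ± 22.7 CPM in stretched and 97.8 ± 51.0 CPM in unstretched cells (SD, n = 3) at 24 h and 63.5 ± 12.1 CPM in stretched and 115 ± 12.4 CPM in unstretched cells (n = 4) at 48 h. Its blocked log2-fold changes were -0.75 (standard error 0.10, adjusted p = 0.000217) and -0.86 (standard error 0.09, adjusted p = 4.00e-05). MCM2, a subunit of the replicative helicase, had 32.7 ± 7.62 CPM in stretched and 50.0 ± 4.78 CPM in unstretched cells and -0.63 (standard error 0.10, adjusted p = 0.000989) blocked at 24 h. HELLS had 20.5 ± 3.21 CPM in stretched and 30.6 ± 5.14 CPM in unstretched cells and -0.58 (standard error 0.08, adjusted p = 0.000334) blocked at 24 h. These genes were lower in every pair, and without the block their adjusted p was 0.275 and 0.192 for MKI67, 0.167 for MCM2 and 0.0895 for HELLS. At 72 h HELLS had 30.4 ± 3.76 CPM in stretched and 23.9 ± 0.433 CPM in unstretched cells and MCM6, a subunit of the same replicative helicase as MCM2, 54.6 ± 8.20 CPM in stretched and 42.2 ± 5.76 CPM in unstretched cells. Each was higher in 4 of 4 pairs, with blocked log2-fold changes of 0.34 (standard error 0.07, adjusted p = 0.0120) and 0.37 (standard error 0.08, adjusted p = 0.0216). These changes were below 1.5-fold, and did not pass without replicate 1 (adjusted p = 0.0847 and 0.0909), and that of MCM6 also without replicate 2 (0.0586), 3 (0.0524) or 4 (0.123).
Without the block edgeR called 0 members lower at 24 h, with 12 lower at an unadjusted p under 0.05, 4 adjusted over the list alone, 1 by DESeq2 and 0 by limma-voom. At 48 h it called 1, which was HELLS, with 16 adjusted over the list alone. At 72 h it called 0, with 0 lower and 2 higher at an unadjusted p under 0.05, and DESeq2 and limma-voom called 0. The median blocked log2-fold change was -0.54 at 24 h, -0.56 at 48 h and 0.01 at 72 h, where the mean was -0.01. Camera gave adjusted p = 2.62e-13, 1.80e-19 and 0.653, the last with an upward direction. With an estimated correlation these were adjusted p = 0.230, 0.148 and 0.949. Marker genes of fibroblasts, smooth muscle, endothelium and epicardium, pooled, had a median of 0.03 at 24 h and 0.17 at 48 h.

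**Figure D2:**
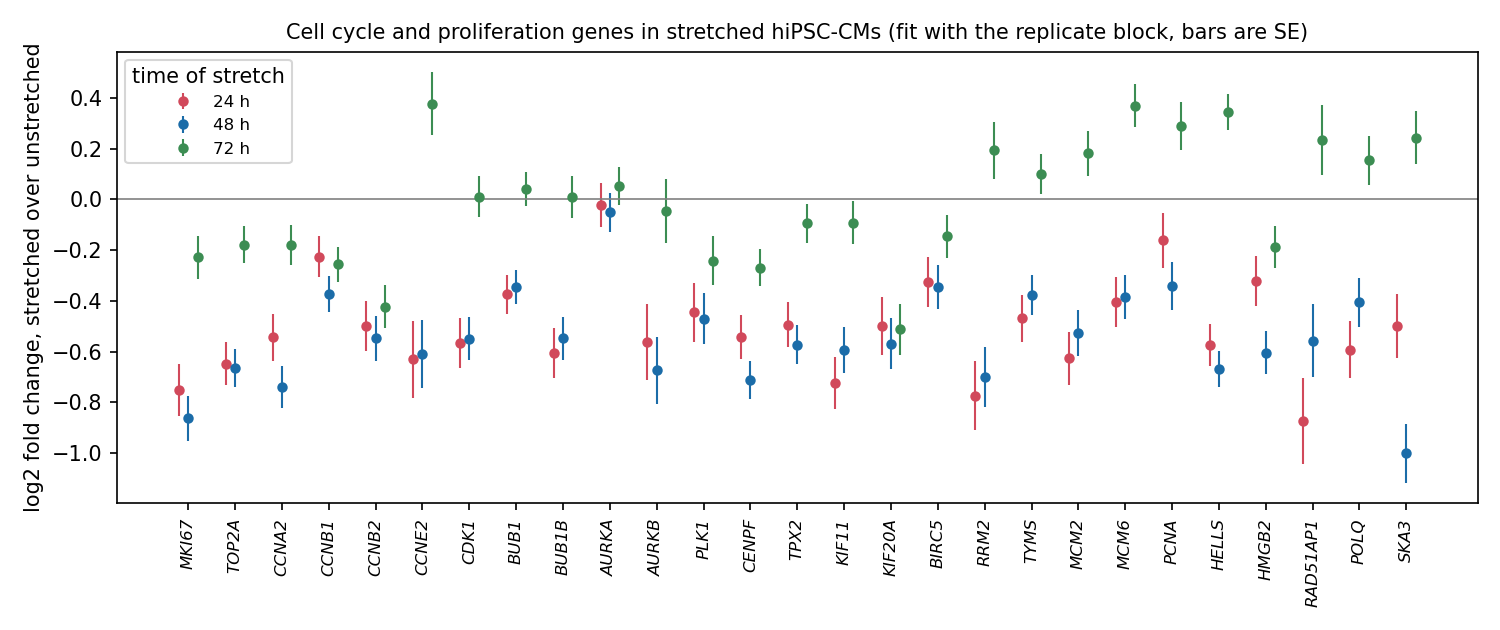
Blocked log2-fold change of the 27 cell cycle genes at 24 h, 48 h and 72 h of stretch. Points give the fold change of stretched against unstretched cells and bars its standard error. At 24 h and 48 h the genes lie around medians of -0.54 and -0.56, and at 72 h around 0.01.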

The enriched biological processes of upregulated genes at all-time points are presented in Fig. 5A and Supplementary Fig. 4. All enriched processes were highly related to cardiomyocyte hypertrophy. Actin filament-based movement, more specifically actin-myosin filament sliding and muscle filament sliding, was the most enriched biological process. 

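Most genes of cholesterol biosynthesis rose with stretch at 24 h and 48 h in the blocked test. Of 24 measured, 14 rose and 1 fell at 24 h, 15 rose and 1 fell at 48 h, and 3 rose and 1 fell at 72 h. FDPS, the farnesyl diphosphate synthase, had 159 ± 13.0 CPM in stretched and 108 ± 16.9 CPM in unstretched cells (SD, n = 3) at 24 h, a blocked log2-fold change of 0.56 (standard error 0.08, adjusted p = 0.000447) and an unblocked adjusted p of 0.0858. At 48 h FDFT1, the squalene synthase, had 194 ± 14.8 CPM in stretched and 149 ± 6.32 CPM in unstretched cells (n = 4) and 0.38 (standard error 0.07, adjusted p = 0.00219) blocked, and INSIG1, which holds the sterol sensor in the endoplasmic reticulum, had 92.9 ± 10.1 CPM in stretched and 64.4 ± 2.69 CPM in unstretched cells and 0.52 (standard error 0.08, adjusted p = 0.000784) blocked (adjusted p = 0.0709 and 0.0641 unblocked). Without the block edgeR called 0 members at each time point, with 11, 14 and 6 higher at an unadjusted p under 0.05, 7, 13 and 0 adjusted over the list alone, 4, 5 and 0 by DESeq2 and 0 by limma-voom. The median blocked log2-fold changes were 0.33, 0.33 and 0.16. Camera gave adjusted p = 1.38e-11, 4.39e-15 and 1.52e-08, and adjusted p = 0.148, 0.141 and 0.225 with an estimated correlation. The medians lay above those of all 10000 matched lists. At 24 h, another swap of the labels within pairs gave the list a smaller unadjusted camera p than the real labels. It was 3.73e-16 against 8.60e-13, and 4.71e-16 against 2.85e-11 with the block, so chance cannot be excluded for this list at 24 h. Without the 24 h unstretched replicate 2, FDPS passed the unblocked test (log2-fold change 0.67, adjusted p = 0.0454).
Among the 338 genes higher at any time point in the blocked test, 13 of 32 lists were over-represented against the tested genes (one-sided Fisher's exact test, p adjusted over 32 lists). Lists of the other processes that the paper names were among them, so the over-representation was not specific to these. The 8 sarcomere genes stood against 0.598 by chance (adjusted p = 7.36e-07), the 6 neuropeptide and dense-core granule genes against 0.219 (2.73e-07), and the 3 apoptosis regulators against 0.399 (0.0186). Of these lists the study names 7 sarcomere, 5 granule and 3 apoptosis genes from these libraries, so that their over-representation is not independent evidence. Among the 67 genes that DESeq2 called higher, 7 lists were over-represented, the sarcomere (adjusted p = 0.00142), granule (0.000203) and cholesterol lists (0.0184) among them. Among the 5 genes that edgeR called without the block no list passed, with tubulins and the granule list lowest (adjusted p = 0.0566).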

Other enriched processes can be grouped under four categories: muscle contraction, secretion, regulation of cell death, and steroid biosynthesis. This result indicates that very specific biological processes are activated in hiPSC-CMs in response to stretching.

**Fig. 5:**
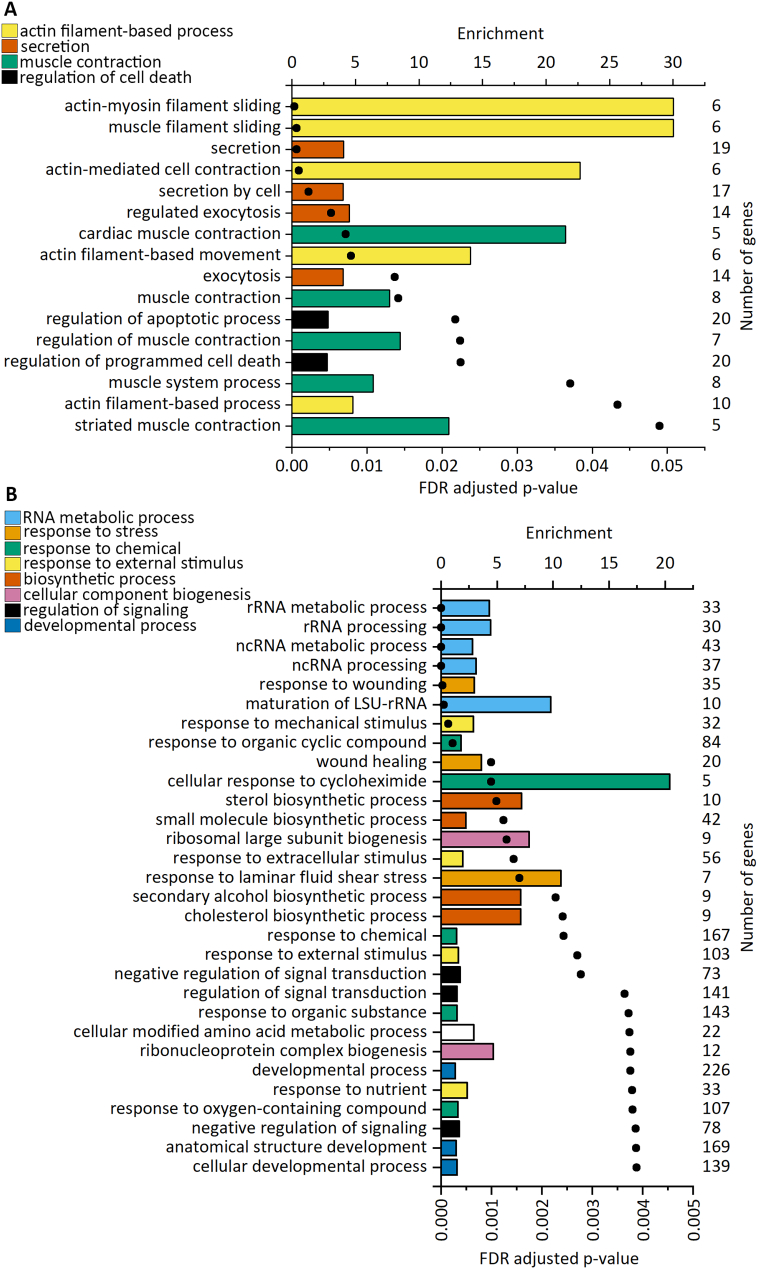
Enriched biological processes based on upregulated genes after cyclic stretch in human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs; A) and neonatal rat ventricular myocytes (NRVMs; B). Gene Ontology (GO) enrichment analysis was performed with GOrilla. For each significantly enriched GO term, enrichment values are presented as bars, and FDR-adjusted *p* values are presented as dots. The number of upregulated genes associated with each GO term is shown on the right. The upregulated genes in the NRVMs used for the analysis are from Rysä et al. [12]. The top 30 terms for NRVMs are shown.

We also searched for enriched GO terms for molecular function and cellular components. Again, enriched GO terms were only found for upregulated genes. Three molecular functions were significantly overrepresented: structural molecule activity, structural constituent of the cytoskeleton, and calcium-dependent protein binding (Supplementary Fig. 5). Among the cellular components, 14 GO terms, especially terms related to extracellular vesicles, supramolecular complexes and cytoskeleton, were enriched (Supplementary Fig. 5). These analyses confirm that structural and cytoskeletal protein-coding genes are among the most upregulated genes in stretched hiPSC-CMs. The complete data of the GO analyses are available in Supplementary Dataset 2.

### 3.5 Comparison of the functional analysis of differentially expressed genes in hiPSC-CMs and NRVMs

To compare stretch-induced enriched biological processes in hiPSC-CMs and NRVMs, we performed a similar GO analysis for upregulated genes in NRVMs reported by Rysä et al. [12]. In line with a higher number of upregulated genes in NRVMs compared to hiPSC-CMs, more enriched biological processes were found (71 GO terms). Hence, while a very limited number of specific processes were enriched in stretched hiPSC-CMs, a broad range of biological processes were detected in NRVMs. The most evidently enriched biological processes associated with upregulated genes in NRVMs were RNA metabolic processes, response to stimulus, biosynthetic processes, cellular component biogenesis, developmental processes, and regulation of cell death (Fig. 5B). Upregulated genes from both hiPSC-CMs and NRVMs thus share GO terms associated with the regulation of apoptosis and steroid biosynthesis.

To further discover the functionality of the differentially expressed genes, KEGG and Reactome pathway analyses were performed. KEGG pathway analysis revealed 11 and 10 enriched pathways in upregulated genes in hiPSC-CMs and NRVMs, respectively (Fig. 6A and B). However, none of the pathways was common to both cell types. In hiPSC-CM, the pathways included cardiac- and cardiomyocyte-associated pathways, while the enriched terms in NRVMs were heterogeneous, and half of them were cancer-associated. In turn, Reactome pathway analysis resulted in 31 and 17 enriched pathways for hiPSC-CMs and NRVMs, respectively (Fig. 6C and D). Three pathways were enriched in both cell types: striated muscle contraction, HSP90 chaperone cycle for steroid hormone receptors (SHRs), and the role of GTSE1 in G2/M progression after the G2 checkpoint.

**Fig. 6:**
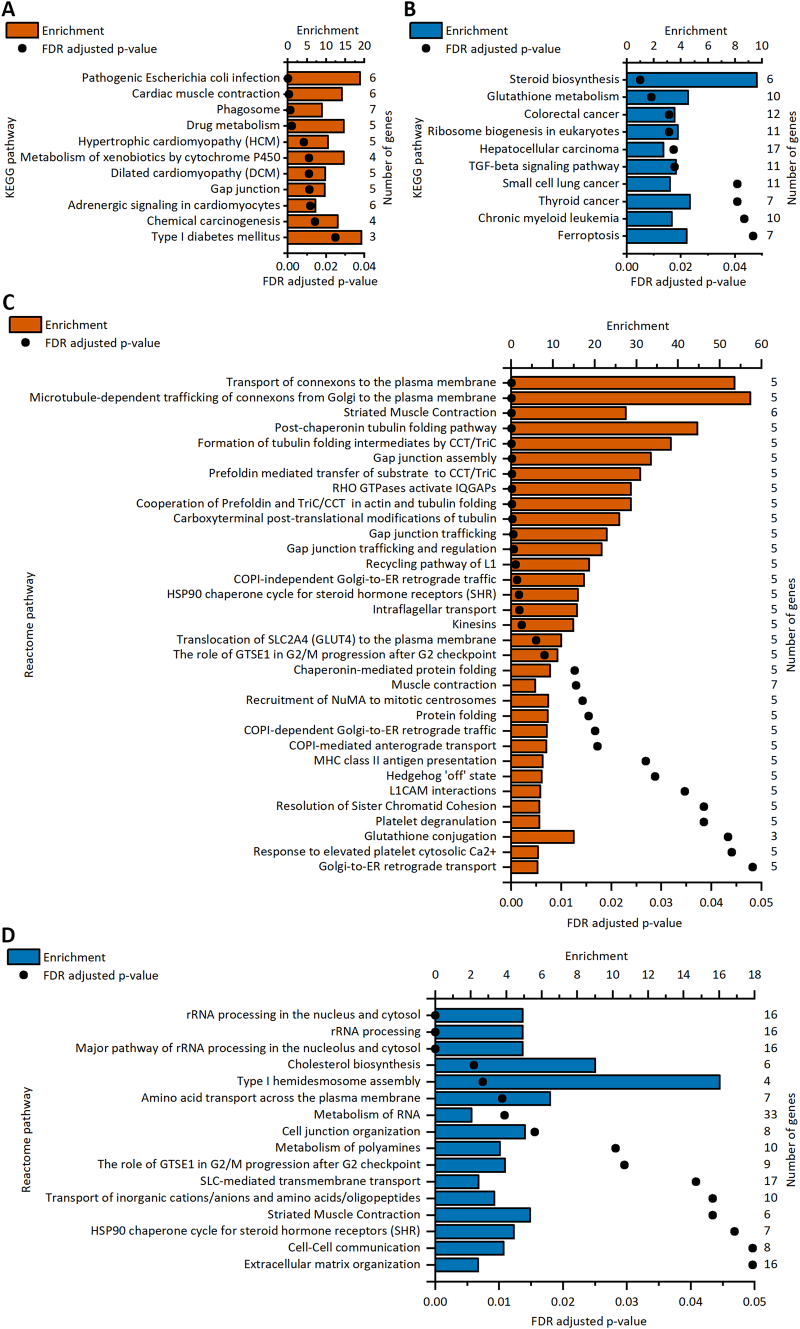
Enriched pathways in upregulated genes after cyclic stretch in human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs) and neonatal rat ventricular myocytes (NRVMs). A–B. KEGG pathway analyses of upregulated genes of stretched hiPSC-CMs (A) and NRVMs (B). C–D. Reactome pathway analyses of upregulated genes of stretched hiPSC-CMs (C) and NRVMs (D). For each significantly enriched pathway term, enrichment values are presented as bars, and FDR-adjusted p values are presented as dots. The number of upregulated genes associated with each term is shown on the right. The upregulated genes in the NRVMs used for the analysis are from Rysä et al. [12].

### 3.6 Enrichment of transcription factor targets sites in hiPSC-CMs and NRVMs

Several transcription factors (TFs) are associated with cardiomyocyte hypertrophy [5], [28]. Hence, we analyzed which TF target sites were enriched in response to stretch. In our analysis, 19 and 18 TF binding sites were enriched in upregulated genes of stretched hiPSC-CMs and NRVMs, respectively (Fig. 7A and B). Most of the enriched binding sites were for serum response factor (SRF), which had 5 enriched binding sites in both cell types. SRF controls the expression of genes regulating the cytoskeleton during development and cardiac hypertrophy [29], [30]. In addition, two binding sites for the transcription factor c-Jun, which is part of the AP-1 complex and is involved in cardiomyocyte hypertrophy and increased steroidogenic gene expression [31], [32], were enriched in both hiPSC-CMs and NRVMs. Both cell types also had an enriched binding site for transcription factor E2-alpha (TCF3) and for nuclear factor erythroid-derived 2 (NFE2). In hiPSC-CMs, two binding sites for myocyte enhancer Factor 2A (MEF2A) were enriched. MEF2A is known to regulate multiple cardiac structural genes and to be activated by several hypertrophic signaling pathways [33], [34], [35]. In NRVMs, two binding sites for both MYC proto-oncogene protein and heat shock transcription factor 1 (HSF1) were enriched. However, none of the transcription factors mentioned above were differentially expressed in stretched hiPSC-CMs. 

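None of the genes of the transcription factors HSF1, JUN, MYC, NFE2, SRF and TCF3 passed the test with or without the block at any time point. HSF1 governs the heat shock response, JUN is a subunit of AP-1, MYC drives growth and SRF acts on actin and muscle genes. The smallest blocked adjusted p of HSF1 was 0.181, of JUN 0.710, of MYC 0.397, of NFE2 0.147, of SRF 0.369 and of TCF3 0.497. MEF2A, a MADS-box factor of muscle genes, had 512 ± 38.5 CPM in stretched and 599.8 ± 28.9 CPM in unstretched cells (SD, n = 3) at 24 h and was lower in 3 of 3 pairs, with a log2-fold change of -0.23 (standard error 0.09, adjusted p = 0.318). With the block MEF2A had -0.23 (standard error 0.06, adjusted p = 0.0194), a change below 1.5-fold, which did not pass without replicate 2 (adjusted p = 0.0861) or 3 (adjusted p = 0.0689). A transcription factor can also act through its activity without a change of its mRNA.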

In NRVMs, two of these transcription factors were differentially expressed [12]. A gene coding for transcription factor c-jun was upregulated after 48 h of stretch and a gene coding for myc was upregulated both after 24 h and 48 h of stretch.

**Fig. 7:**
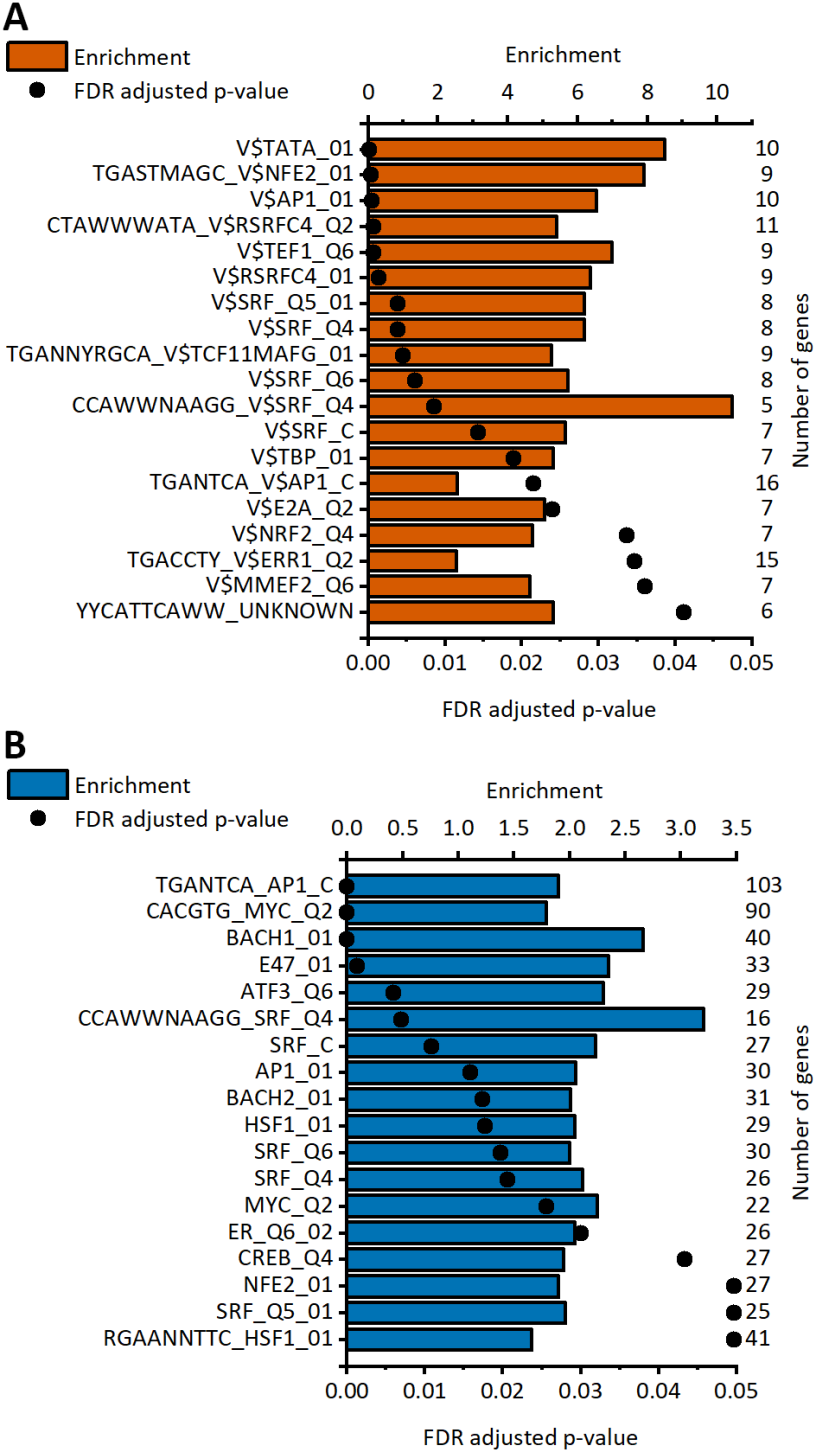
Enriched transcription factor target sites in the upregulated genes of the stretched human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs; A) and neonatal rat ventricular myocytes (NRVMs; B). Enrichment values for each significantly enriched target site are presented as bars, and FDR-adjusted p values are presented as dots. The number of upregulated genes associated with each target site is shown on the right. The upregulated genes in NRVMs used for the analysis are from Rysä et al. [12].

### 3.7 Differentially expressed lncRNAs

Of the 7818 long noncoding RNAs (lncRNAs) expressed in our samples, only one lncRNA was differentially expressed after 24 h of stretch: *LINC00648* was downregulated by 50 % (*p* = 0.011) relative to the unstretched control. 

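LINC00648, an intergenic long noncoding RNA (chromosome 14 of GRCh38 from 47764954 to 47795302), was lower with stretch in 3 of 3 pairs at 24 h. It had 6.29 ± 1.06 CPM in stretched and 12.7 ± 2.75 CPM in unstretched cells (SD, n = 3), a log2-fold change of -1.01 (standard error 0.22, adjusted p = 0.0895) and a blocked one of -1.01 (standard error 0.10, adjusted p = 2.31e-05), and DESeq2 called it (adjusted p = 0.00408). Of the 30861 genes with a count in at least 2 libraries of a group, 7837 are long noncoding RNA genes in GENCODE v44. Of these RNAs 2451 had enough counts for edgeR, which called 0 at 24 h, 48 h and 72 h, with 174, 253 and 94 at an unadjusted p under 0.05. DESeq2, run over 10610 long noncoding RNA genes, called 0 higher and 1 lower at 24 h, 1 higher and 4 lower at 48 h and 0 at 72 h. In the blocked test 11 rose and 63 fell at 24 h, 10 rose and 80 fell at 48 h, and 4 rose and 11 fell at 72 h. The median blocked log2-fold change of long noncoding RNA genes was -0.14, -0.18 and -0.09 at the 3 time points, a shift of the class that was not tested.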

*LINC00648* also showed downregulation by 30 % in hESC-CMs after a 48-h stretch [13]. 

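The long noncoding RNA LINC00702 was higher and LINC01341, LAMTOR5-AS1 and PTPRG-AS1 were lower in the stretched cells of 4 of 4 pairs at 48 h. LINC00702 (chromosome 10 of GRCh38 from 4201141 to 4243912) had 6.96 ± 3.19 CPM in stretched and 1.94 ± 1.39 CPM in unstretched cells (SD, n = 4), a log2-fold change of 1.83 (standard error 0.52, adjusted p = 0.182) and a blocked one of 1.89 (standard error 0.19, adjusted p = 4.00e-05). LINC01341 had 3.16 ± 0.402 CPM in stretched and 5.70 ± 1.55 CPM in unstretched cells, with -0.84 (standard error 0.21, adjusted p = 0.136) unblocked and -0.82 (standard error 0.15, adjusted p = 0.00206) blocked. LAMTOR5-AS1 had 3.83 ± 0.606 CPM in stretched and 5.95 ± 0.939 CPM in unstretched cells, with -0.63 (standard error 0.15, adjusted p = 0.123) and -0.62 (standard error 0.13, adjusted p = 0.00442). PTPRG-AS1 had 0.607 ± 0.0898 CPM in stretched and 1.33 ± 0.104 CPM in unstretched cells, with -1.13 (standard error 0.23, adjusted p = 0.0684) and -1.13 (standard error 0.25, adjusted p = 0.00641). LAMTOR5-AS1 and PTPRG-AS1 lie antisense to protein-coding genes, so their counts are uncertain. DESeq2 called LINC00702 (adjusted p = 0.0303), LINC01341 (0.0329) and LAMTOR5-AS1 (0.0411), and not PTPRG-AS1 (0.0597). AZIN1-AS1 and AUXG01000058.1 were not analysed here.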

In hiPSC-CMs, after 48 h of stretch, one lncRNA (*LINC00702*) was upregulated, while five lncRNAs (*AUXG01000058.1*, *AZIN1-AS1*, *LAMTOR5-AS1*, *LINC01341*, *PTPRG-AS1*) were downregulated. There is no previous report of these lncRNAs being involved in cardiomyocyte hypertrophy. Predicted putative interaction partners of the differentially expressed lncRNAs are shown in Supplementary Table 4. None of these interaction partners was differentially expressed (>1.5-fold) in response to stretch. However, an interaction partner of *AZIN1-AS1*, a gene encoding Egl-9 family hypoxia inducible factor 3 (*EGLN3*), was upregulated 1.48-fold (*p* = 0.0454). 

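EGLN3, a prolyl hydroxylase that marks hypoxia-inducible factor for degradation, was higher with stretch in 3 of 3 pairs at 24 h and 4 of 4 pairs at 48 h. It had 24.0 ± 3.31 CPM in stretched and 16.1 ± 0.827 CPM in unstretched cells (SD, n = 3) at 24 h and 21.8 ± 5.23 CPM in stretched and 15.2 ± 1.18 CPM in unstretched cells (n = 4) at 48 h. The log2-fold change was 0.58 (standard error 0.20, adjusted p = 0.236) at 24 h and 0.52 (standard error 0.17, adjusted p = 0.247) at 48 h. In the blocked test EGLN3 rose by 0.57 (standard error 0.12, adjusted p = 0.00502) and 0.50 (standard error 0.11, adjusted p = 0.00631). These changes were below 1.5-fold, and did not pass at 24 h without replicate 3 (adjusted p = 0.0845) and at 48 h without replicate 3 (adjusted p = 0.0711).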

EGLN3 is a prolyl hydroxylase that is activated by hypoxia and may regulate cardiomyocyte apoptosis [36].

### 3.8 Comparison of differentially expressed genes in stretched and ET-1-treated hiPSC-CMs

Comparison of the gene expression changes of stretched hiPSC-CMs to another widely utilized hypertrophic stimulus, ET-1, identified only few similarities. Johansson et al. performed RNAseq for ET-1-treated hiPSC-CMs and reported that 696, 152 and 163 genes were dysregulated after 24-h, 48-h and 72-h ET-1 treatment, respectively (see Supplementary Fig. 7) [25]. 

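DLG2, a scaffold protein of membrane junctions, PLCG2, a phospholipase C of receptor signalling, and SLC35E2A, a transcribed pseudogene in GENCODE v44, were lower with stretch in 3 of 3 pairs at 24 h. SLC35E2A had 12.9 ± 1.28 CPM in stretched and 21.3 ± 4.89 CPM in unstretched cells (SD, n = 3), a log2-fold change of -0.72 (standard error 0.13, adjusted p = 0.0702) and a blocked one of -0.71 (standard error 0.11, adjusted p = 0.000652). PLCG2 had 25.0 ± 1.42 CPM in stretched and 37.8 ± 9.37 CPM in unstretched cells, with -0.59 (standard error 0.17, adjusted p = 0.170) unblocked and -0.57 (standard error 0.12, adjusted p = 0.00424) blocked. DLG2 had 14.8 ± 3.64 CPM in stretched and 24.7 ± 4.26 CPM in unstretched cells, with -0.74 (standard error 0.26, adjusted p = 0.259) and -0.74 (standard error 0.10, adjusted p = 0.000180). At 48 h DLG2 had 15.4 ± 3.51 CPM in stretched and 20.7 ± 2.69 CPM in unstretched cells (n = 4) and a blocked log2-fold change of -0.44 (standard error 0.09, adjusted p = 0.00345), lower in 4 of 4 pairs. SLC35E2A is a close paralog of SLC35E2B and can share reads with it. Without the 24 h unstretched replicate 2, SLC35E2A passed the unblocked test (adjusted p = 0.0391), and without replicate 3 PLCG2 did not pass the blocked one (adjusted p = 0.0814).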

The 26 upregulated genes, which were common to our stretch model, included for instance fetal genes (*ACTA1*, *NPPB*, *TAGLN*) and structural protein coding genes (*ACTC1*, *KRT8*, *KRT18*, *TUBB2A*, *TUBB2B*, *TUBB6*), while the eight common downregulated genes included for example *DLG2*, *PLCG2* and *SLC35E2A* (Supplementary Table 5). In addition, Aggarwal et al. performed mRNA profiling of hiPSC-CMs treated for 18 h with ET-1 [26]. They observed that 235 and 290 genes were up- and downregulated, respectively, in response to ET-1. The 17 upregulated genes, which were common to our stretch model, included again fetal genes (*ACTA1*, *NPPB*, *TAGLN*) and structural protein coding genes (*ACTN1*, *KRT8*, *KRT18*, *TUBA4A*, *TUBB2A*), while the seven common downregulated genes included for example the non-coding RNA *LINC00648* and *SLC16A9*, a gene coding a transporter protein (Supplementary Table 5). In addition, two genes were differentially dysregulated in these two hypertrophy models: early growth response 1 and 3 (*EGR1* and *EGR3*, respectively) were downregulated in response stretch (in hiPSC-CMs as well as in hESC-CMs) and upregulated in response to ET-1. These comparisons show that mechanical and neurohumoral hypertrophic stimuli of hiPSC-CMs induce largely different gene expression responses.

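EGR1, EGR2 and EGR3, zinc finger factors of the immediate early response, were lower with 48 h of stretch in 4 of 4 pairs, and the AP-1 subunit gene FOS in 3 of 4. EGR1 had 21.6 ± 4.47 CPM in stretched and 43.6 ± 23.1 CPM in unstretched cells (SD, n = 4), a log2-fold change of -1.02 (standard error 0.31, adjusted p = 0.202) and a blocked one of -0.92 (standard error 0.21, adjusted p = 0.00707). EGR3 had 2.13 ± 0.803 CPM in stretched and 4.60 ± 1.63 CPM in unstretched cells, with -1.12 (standard error 0.36, adjusted p = 0.226) unblocked and -1.10 (standard error 0.25, adjusted p = 0.00687) blocked. EGR2 had 0.630 ± 0.235 CPM in stretched and 1.44 ± 0.590 CPM in unstretched cells, with -1.22 (standard error 0.43, adjusted p = 0.281) and -1.17 (standard error 0.27, adjusted p = 0.00945). FOS had 3.38 ± 0.644 CPM in stretched and 5.99 ± 3.91 CPM in unstretched cells, with -0.84 (standard error 0.32, adjusted p = 0.304) and -0.75 (standard error 0.22, adjusted p = 0.0298). Without replicate 2 the blocked log2-fold change was -0.80 (adjusted p = 0.0634) for EGR1, -1.06 (adjusted p = 0.0707) for EGR2 and -0.72 (adjusted p = 0.110) for FOS. Without replicate 3 it was -0.70 (adjusted p = 0.0799) for EGR1, -0.94 (adjusted p = 0.0651) for EGR3 and -0.39 (adjusted p = 0.347) for FOS.
Of 19 measured immediate early genes, 4 named in the study, 3 rose and 4 fell at 48 h in the blocked test. Without the block edgeR called 0 (1 higher and 4 lower at an unadjusted p under 0.05, 2 lower adjusted over the list alone, DESeq2 and limma-voom 0). Their median at 48 h was 0.07, their mean -0.07, and camera pointed downward (adjusted p = 0.801). At 24 h 1 gene rose in the blocked test and at 72 h none changed (camera adjusted p = 0.956 and 0.264).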

### 3.9 The effects of p38 MAPK, MEK1/2 and PKC inhibition on the stretch response

To gain further insight into the signaling routes mediating the stretch response in hiPSC-CMs, we investigated the involvement of p38 MAPK, MEK1/2 and PKC signaling pathways in the hiPSC-CM stretch response. These pathways are generally considered as essential transducers of the hypertrophic signaling [6], [7]. They are activated in response to mechanical stretch both *in vitro* in NRVMs and *in vivo* in rats [12], [37], [38], [39], [40], [41], [42]. In addition, we have previously shown that MEK1/2, but not PKC, is involved in ET-1-induced hypertrophy of hiPSC-CMs [10]. However, the roles of p38 MAPK, MEK1/2 and PKC in mediating the stretch response in hiPSC-CMs have not been evaluated before. We treated the cells with pharmacological inhibitors of these signaling molecules, stretched the cells for 24 h and analyzed mRNA expression of well-established stretch biomarkers *NPPA* and *NPPB*, as well as selected differentially expressed genes identified in this study, namely *ACTA1*, *GAL*, *CSRP3*, *SLC16A9*, and *LINC00648*. The genes *NPPA*, *CSRP3* and *SLC16A9*, which were dysregulated only modestly in response to 24-h stretch in RNAseq analysis, were not significantly affected by stretch in this experiment (Supplementary Fig. 6). In contrast, genes showing more pronounced changes in RNAseq analysis, were significantly dysregulated. Increased *NPPB* (5.6-fold; *p* = 0.008), *ACTA1* (8.0-fold, p = 0.008) and *GAL* (10-fold, p = 0.008) expression and decreased LINC00648 expression (60 %, p = 0.008) was detected in stretched control cells compared to unstretched control cells (Fig. 8).

**Fig. 8:**
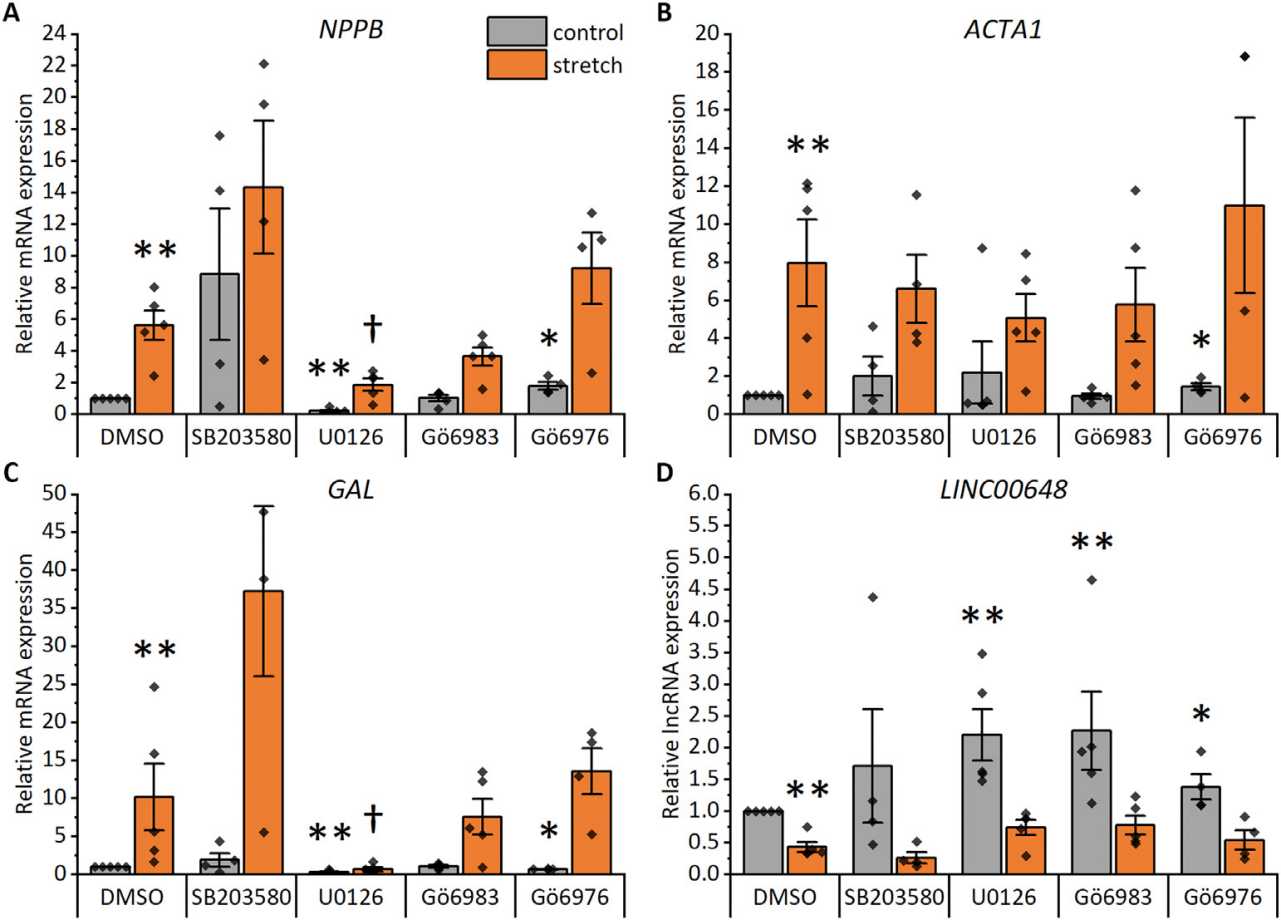
Effects of p38 mitogen-activated protein kinase (p38 MAPK), mitogen-activated protein kinase kinase 1/2 (MEK1/2) and protein kinase C (PKC) inhibitors on stretch-induced hypertrophic gene expression in human pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs). The following inhibitors were utilized: SB203580 at 10 μM to inhibit p38 MAPK, U0126 at 10 μM to inhibit MEK1/2, Gö6983 at 1 μM to inhibit all PKC isoforms and Gö6976 at 1 μM to inhibit classical PKC isoforms. Natriuretic peptide B (*NPPB*; A), skeletal muscle alpha actin 1 (*ACTA1*; B), galanin (*GAL*; C) and long intergenic non-protein coding RNA 648 (*LINC00648*; D) RNA expression was measured with qRT–PCR after a 24-h cyclic mechanical stretch. The results are presented as fold change relative to the unstretched control. The data are shown as mean ± standard error of the mean, and values from individual experiments are presented as dots (*n* = 5, except for SB203580 and Gö6976 *n* = 4; where n represents biological replicates of cells from individual differentiations). *p < 0.05, **p < 0.01 *vs.* unstretched DMSO, ^†^p < 0.05 *vs.* stretched DMSO, Mann–Whitney *U* test.

Two of the inhibitors had significant effects on *NPPB* expression (Fig. 8A). The MEK1/2 inhibitor U0126 at a concentration of 10 μM decreased the *NPPB* expression both in unstretched and stretched hiPSC-CMs compared to control (DMSO). However, it was not able to block the stretch response completely. In contrast, the inhibitor of classical PKC isoforms Gö6976 at 1 μM increased basal *NPPB* expression, but had no effect on stretch-induced *NPPB* expression. The p38 MAPK inhibitor SB203580 at 10 μM and the pan-PKC inhibitor Gö6983 at 1 μM had no effect on *NPPB* expression.

The expression of *ACTA1* was only affected by the classical PKC inhibitor Gö6976, which slightly increased the basal expression (Fig. 8B). None of the inhibitors affected the stretch-induced upregulation of *ACTA1*. However, U0126 showed tendency towards stretch-reversing effect on *ACTA1* expression.

Both U0126 and Gö6976 decreased the baseline *GAL* expression (Fig. 8C). However, only U0126 was able to inhibit the stretch-induced *GAL* expression. Pan-PKC inhibitor Gö6983 showed no effect on GAL expression, while p38 MAPK inhibitor SB203580 showed high variability but no clear influence on the *GAL* expression.

The MEK1/2 inhibitor and both PKC inhibitors increased the *LINC00648* expression at baseline (Fig. 8D). However, none of the inhibitors affected the stretch-induced decrease in *LINC00648* expression, although U0126 and Gö6983 showed a tendency towards stretch-reversing effect.

Overall, since none of the inhibitors was able to block the stretch response completely, none of the pathways investigated alone is fully responsible for the stretch response of these four genes. The results however suggest involvement of MEK1/2 and PKC in mediating the hiPSC-CM stretch response.

## 4 Discussion

Prolonged mechanical load leads to maladaptive changes in the heart, including cardiomyocyte hypertrophy and left ventricular hypertrophy, which are major causes of heart failure [5]. Understanding the molecular mechanisms that underlie the development of left ventricular hypertrophy is essential for finding new treatments for heart failure. Identification of genes and pathways involved in mechanical stretch response of cardiomyocytes is therefore of great interest.

The optimal *in vitro* model of cardiomyocyte hypertrophy would utilize adult human cardiomyocytes. However, they are difficult to obtain and culture long-term, therefore the most commonly used *in vitro* hypertrophy models employ NRVMs. To study this phenomenon in human cells and reduce the use of experimental animals, we used hiPSC-CMs, which are increasingly used as *in vitro* models in disease modeling and drug development [43], [44], [45]. To our knowledge, the transcriptional responses of hiPSC-CMs to cyclic mechanical stretch have not been characterized before. We validated the model by measuring the expression of well-established mechanical stress-responsive genes, *NPPA* and *NPPB* [27], and showed that cyclic mechanical stretch leads to *NPPA* and *NPPB* gene expression responses comparable to those of NRVMs [12], [46].

We then performed RNAseq to identify additional gene expression changes involved in the hypertrophic response. Surprisingly, the number of differentially expressed genes in the stretched hiPSC-CMs was drastically lower than in the stretched NRVMs or hESC-CMs [12], [13]. In the NRVM study [12], the species difference and the different methods (microarray in the NRVM study and RNAseq in the present hiPSC-CM analysis) may partly explain the difference. Furthermore, the hiPSC-CM cultures used in the current analysis were ≥95 % pure cardiomyocytes, while NRVMs isolated from the heart usually contain other cardiac cell types, such as fibroblasts and endothelial cells, despite cardiomyocyte enrichment with preplating. In agreement with this, a broad range of gene expression changes was observed in NRVMs, including several changes associated with cardiac fibroblast activation such as upregulation of α-smooth muscle actin (*ACTA2*), a hallmark of fibroblast activation, and overrepresentation of GO terms of extracellular matrix and collagen-containing extracellular matrix. 

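Genes of smooth muscle and collagen matrix changed in the blocked test, in differing directions. ACTA2, the smooth muscle α-actin gene that activated fibroblasts also express, had 418 ± 163 CPM in stretched and 232 ± 73.7 CPM in unstretched cells (SD, n = 3) at 24 h and 335 ± 114 CPM in stretched and 247 ± 31.4 CPM in unstretched cells (n = 4) at 48 h, higher in every pair. Its log2-fold change was 0.85 (standard error 0.37, adjusted p = 0.365) at 24 h and 0.44 (standard error 0.32, adjusted p = 0.619) at 48 h, and with the block 0.81 (standard error 0.19, adjusted p = 0.00852) and 0.39 (standard error 0.16, adjusted p = 0.118). The blocked call at 24 h was lost without replicate 3 (adjusted p = 0.146), and ACTA2 can share reads with other actin genes. COL1A1, a chain of type I collagen, had 101 ± 22.7 CPM in stretched and 125 ± 35.0 CPM in unstretched cells at 24 h and fell by 0.29 in the blocked test (standard error 0.08, adjusted p = 0.0160), a change below 1.5-fold that did not pass without replicate 1 (adjusted p = 0.0624) or 3 (adjusted p = 0.123). COL5A1, a chain of type V collagen, rose by 0.56 (standard error 0.10, adjusted p = 0.00213) at 24 h and 0.50 (standard error 0.09, adjusted p = 0.00175) at 48 h. At 48 h SPARC, a collagen-binding matrix protein, rose by 0.57 (standard error 0.07, adjusted p = 0.000128) and COL1A2 by 0.43 (standard error 0.09, adjusted p = 0.00332). Without the block none of them passed (adjusted p = 0.612 for COL1A1, 0.195 and 0.204 for COL5A1, 0.477 for SPARC and 0.862 for COL1A2).
Of 23 extracellular matrix genes 5 rose and 4 fell at 24 h, 6 rose at 48 h, and 1 rose and 1 fell at 72 h in the blocked test. Without it edgeR called 0 (2, 2 and 0 at an unadjusted p under 0.05, DESeq2 1, 1 and 0, limma-voom 0). Camera gave adjusted p = 0.993, 0.117 and 0.897, and 0.00249 at 48 h with the block, at medians of -0.03, 0.07 and 0.03. At 24 h the mean was 0.04 and camera pointed upward. The list was called at 48 h without the stretched replicate 1 (adjusted p = 0.00325) or the unstretched replicate 3 (adjusted p = 0.0206). The 9 fibroblast markers had medians of -0.18, 0.09 and -0.20 (camera adjusted p = 0.546, 0.442 and 0.374). The 9 smooth muscle markers, 3 named in the study, had medians of 0.43, 0.31 and 0.25 (adjusted p = 0.00264, 0.00541 and 0.0334, and adjusted p = 0.247, 0.282 and 0.432 with an estimated correlation). Their call was lost at 48 h without the unstretched replicate 1 (adjusted p = 0.145) or the stretched replicate 3 (adjusted p = 0.0784). At 72 h it was lost without the unstretched replicates 1 or 4 (adjusted p = 0.169 and 0.248) or the stretched replicates 2 or 3 (adjusted p = 0.569 and 0.275).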

Similar changes in gene expression were not detected in stretched hiPSC-CM, suggesting that pure cardiomyocyte cultures are more suitable to study the changes occurring specifically in cardiomyocytes. In the hESC-CM study [13], >98 % pure cardiomyocytes were used, but the magnitude and frequency of the stretch applied were different. Moreover, the age and maturation level of the cardiomyocytes were not described in the hESC-CM study, and these differences may influence the comparison of the two human cardiomyocyte models. Although transcriptionally hESC-CMs and hiPSC-CMs are very similar [47], their responses to stretch were different. As NRVMs, hESC-CMs also seem to respond to stretching by inducing a broad range of gene expression changes, while in hiPSC-CMs, differentially expressed genes are more defined. Only one gene, *TUBB2B*, coding for tubulin beta-2A chain, a constituent of microtubules, was upregulated in all cardiomyocyte types. In hiPSC-CMs, other forms of alpha- and beta-tubulins were also upregulated. The increase in the expression of microtubules is strongly associated with cardiac hypertrophy; thus, this change was anticipated [48]. In contrast, one gene, *ZNF519*, coding for zinc finger protein 519, was downregulated in all cell models. *ZNF519* has not been characterized in cardiomyocytes, and its potential role in the development of cardiomyocyte hypertrophy remains to be established.

In response to stretch, two central changes occur in cardiomyocytes: (1) several genes normally expressed only in embryonic or fetal hearts are reactivated, and (2) the expression of sarcomeric and other constitutive proteins is increased [49], [50]. Here, we showed that these changes occur also in hiPSC-CMs in response to stretching. The upregulation of contractile proteins was also reflected in the GO enrichment analysis, where most enriched processes were associated with actin-myosin filament sliding and muscle contraction.

Although the differentially expressed genes and their numbers varied in the compared cardiomyocyte models, some similarities in the enriched processes and pathways were discovered. Regulation of cell death and sterol biosynthesis were enriched in the upregulated genes in all cell types. Apoptosis has previously been linked to hypertrophy in multiple studies both in rodents and in humans [51], [52], [53], [54]. Although the upregulation of genes associated with steroid biosynthesis has been reported in previous studies [12], [13], its role in cardiomyocyte hypertrophy has not been characterized. Increased steroid synthesis might be needed for the growth of cardiomyocytes or may be associated with changes in energy metabolism. Steroid biosynthesis is downregulated in the neonatal mouse heart within the first nine days of postnatal life, during which the heart loses its regenerative capacity [55]. Hence, it can be speculated that increased steroid synthesis is a part of the fetal program that is reactivated in response to stress.

Several genes associated with both apoptosis and cardiomyocyte hypertrophy, such as *CRYAB*, *ENO1* and *GSTO1*, were among the upregulated genes in hiPSC-CMs [56], [57], [58], [59], [60], [61], [62], [63]. 

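CRYAB, the small heat shock protein αB-crystallin, ENO1, the glycolytic α-enolase, and GSTO1, a glutathione transferase, were higher with 24 h of stretch in 3 of 3 pairs. CRYAB had 222 ± 70.8 CPM in stretched and 131 ± 19.3 CPM in unstretched cells (SD, n = 3), a log2-fold change of 0.76 (standard error 0.22, adjusted p = 0.166) and a blocked one of 0.72 (standard error 0.14, adjusted p = 0.00238). ENO1 had 415 ± 33.1 CPM in stretched and 236 ± 45.6 CPM in unstretched cells, with 0.81 (standard error 0.17, adjusted p = 0.0858) unblocked and 0.83 (standard error 0.10, adjusted p = 0.000132) blocked. GSTO1 had 64.0 ± 7.06 CPM in stretched and 40.9 ± 5.36 CPM in unstretched cells, with 0.64 (standard error 0.19, adjusted p = 0.189) and 0.64 (standard error 0.08, adjusted p = 0.000185). Genes that act in cell death moved in either direction. BOK, a pro-apoptotic BCL2 family member, rose by 0.62 (standard error 0.12, adjusted p = 0.00210) and TNFRSF12A, the receptor of TWEAK, by 0.95 (standard error 0.16, adjusted p = 0.000844) in the blocked test at 24 h (adjusted p = 0.188 and 0.430 unblocked). At 48 h BCL2L11, the pro-apoptotic BIM, had 14.2 ± 2.90 CPM in stretched and 19.7 ± 3.60 CPM in unstretched cells (n = 4) and a blocked log2-fold change of -0.47 (standard error 0.08, adjusted p = 0.000797) (adjusted p = 0.287 unblocked), lower in 4 of 4 pairs. ENO1 has processed pseudogenes with which it can share reads.
Of 20 apoptosis regulators, 3 named in the study, 6 rose and 2 fell at 24 h, 8 rose and 2 fell at 48 h and none changed at 72 h in the blocked test. Without it edgeR called 0, also over the list alone (3 higher at 24 h, 4 higher and 1 lower at 48 h and 2 higher at 72 h at an unadjusted p under 0.05, DESeq2 and limma-voom 0). Their medians were 0.18, 0.17 and 0.04, above those of 98.4%, 99.4% and 84.0% of matched lists. Camera gave adjusted p = 0.0524 at 24 h (0.00781 with the block), 0.00923 at 48 h (adjusted p = 0.225 with an estimated correlation) and 0.208 at 72 h. The call of 48 h was lost without the unstretched replicate 1 (adjusted p = 0.0652). At 24 h the list was called without the stretched replicate 1 (adjusted p = 0.0314) or the unstretched replicate 2 (adjusted p = 0.00656).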

*ENO1*, which codes for the glycolytic enzyme α-enolase and is normally highly expressed in embryonic and fetal heart but only weakly in adult heart, has been shown to increase during hypertrophy in animal models [64], [65], [66]. This is in line with previous evidence of a metabolic switch from fatty acid to glycolysis during pathological hypertrophy [67]. Furthermore, one study has shown compensatory increase in α-enolase expression to protect cardiomyocytes from hypertrophy [64]. Interestingly, after a 48-h stretch, the most upregulated genes were galanin and GMAP prepropeptide coding gene *GAL*. 

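GAL (Ensembl ENSG00000069482.7, chromosome 11 of GRCh38 from 68683779 to 68691175), the gene of the galanin precursor, rose at 24 h and 48 h. It had 1.93 ± 0.982 CPM in stretched and 0.161 ± 0.0769 CPM in unstretched cells (SD, n = 4) at 48 h, a log2-fold change of 3.53 (standard error 0.46, adjusted p = 0.00425). At 24 h it had 4.07 ± 1.18 CPM in stretched and 0.300 ± 0.129 CPM in unstretched cells (n = 3), with 3.74 (standard error 0.46, adjusted p = 0.00183). At 72 h GAL had 0.799 ± 0.145 CPM in stretched and 0.532 ± 0.208 CPM in unstretched cells, a log2-fold change of 0.58 (standard error 0.40, adjusted p = 1.00) and a blocked one of 0.58 (standard error 0.34, adjusted p = 0.406), and did not pass. It was higher in every pair at each time point, with 2.97 to 5.32 CPM in stretched and 0.164 to 0.420 CPM in unstretched cells at 24 h. The blocked change was 3.73 (standard error 0.33, adjusted p = 1.02e-05) at 24 h and 3.53 (standard error 0.39, adjusted p = 4.90e-05) at 48 h. The levels of GAL are low, and DESeq2 called it at 48 h (adjusted p = 2.40e-06) and gave no adjusted p at 24 h. Other genes of neuropeptides and their granules rose in the blocked test. PDYN, the precursor of dynorphins, had 5.09 ± 0.0911 CPM in stretched and 1.56 ± 0.324 CPM in unstretched cells and 1.70 (standard error 0.18, adjusted p = 4.02e-05) at 24 h. PNOC, the precursor of nociceptin, had 1.15 ± 0.647 CPM in stretched and 0.178 ± 0.0804 CPM in unstretched cells and 2.67 (standard error 0.38, adjusted p = 0.000242) at 48 h, and PTPRN had 2.08 ± 0.808 CPM in stretched and 0.500 ± 0.244 CPM in unstretched cells and 2.09 (standard error 0.32, adjusted p = 0.000477). Without the block their adjusted p was 0.121, 0.0745 and 0.0908, and PNOC passed without the 48 h stretched replicate 4 (adjusted p = 0.0112).
Of 11 genes of neuropeptides and dense-core granules, 5 named in the study, 6, 6 and 4 rose at 24 h, 48 h and 72 h in the blocked test. Without it edgeR called 1, 1 and 0 (3, 3 and 1 adjusted over the list alone; at 72 h 3 at an unadjusted p under 0.05, DESeq2 and limma-voom 0). Their medians were 0.90, 0.61 and 0.27, above all 10000 matched lists. Camera gave adjusted p = 1.55e-05, 3.99e-06 and 0.00181, and adjusted p = 0.0525, 0.0525 and 0.148 with an estimated correlation.

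**Figure D3:**
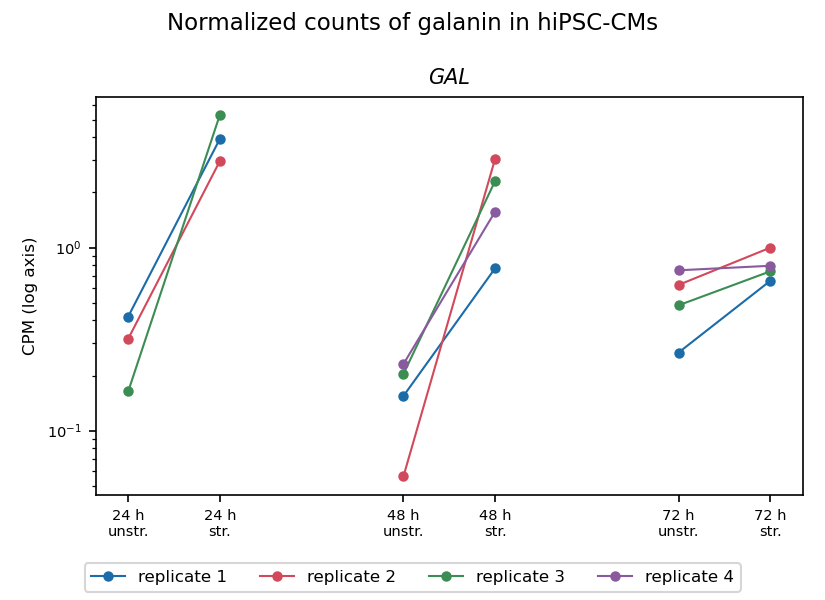
CPM of GAL in each library on a log axis, by time point and group, with lines joining the cells of a differentiation. At 48 h the libraries ranged over 0.771 to 3.06 CPM in stretched and 0.0563 to 0.231 CPM in unstretched cells.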

Galanin is expressed principally in the nervous system and in some peripheral organs, but no expression in cardiomyocytes has been reported [68]. However, its receptors are expressed in various cell types, including cardiomyocytes, and it has been suggested to be cardioprotective [68], [69], [70], [71], [72].

All cardiomyocyte types included in the present comparisons, hiPSC-CMs, hESC-CMs and NRVMs, are considered relatively immature and do not fully correspond to adult cardiomyocytes in terms of their sarcomere structure, metabolism, or electrophysiological properties [8]. However, based on our comparison, stretched hiPSC-CMs were the only cell model in which biological processes of muscle contraction and actin-myosin filament sliding were enriched among the upregulated genes. In view of *in vivo* cardiac overload, these are the most important processes to enhance in order to preserve cardiac pump function. However, these changes could also imply maturation of hiPSC-CMs, but this is unlikely because they were accompanied by upregulation of the fetal gene program and apoptosis-associated genes. Moreover, hiPSC-CMs were the only cells in which upregulated genes had enrichment of pathways for hypertrophic cardiomyopathy. On the contrary, these pathways were enriched among downregulated genes of stretched hESC-CMs [13]. Taken together, hiPSC-CMs show distinct hypertrophic changes in gene expression at the levels of individual genes and biological processes, indicating that cyclic stretching of hiPSC-CMs is an advantageous *in vitro* model for studying mechanically induced cardiomyocyte hypertrophy.

In the pathophysiology of cardiac hypertrophy, both mechanical stretch and neurohumoral factors such as ET-1 play crucial roles as hypertrophic stimuli [73]. Nevertheless, it is difficult to identify the exact contribution of the individual stimuli in the hypertrophic heart *in vivo*, whereas in isolated cardiomyocytes, these processes can be investigated separately. Interestingly, the comparison of our data from mechanical stretching to that from ET-1-treated cells show that only few genes were commonly dysregulated in these two hypertrophic models [25]. Both mechanical stretching and ET-1 induce the gene expression of classical hypertrophy biomarker BNP, as well as many structural proteins including tubulins, actins and keratins. These changes were common to all cell models of stretch as well as ET-1 model of hiPSC-CMs. However, as most of the dysregulated genes were different, these results indicate that mechanical and neurohumoral hypertrophic stimuli induce largely different gene expression responses in hiPSC-CMs.

Recently, Nicin et al. [74] profiled gene expression changes in cardiomyocytes of human hypertrophic heart. They found 527 upregulated and 2775 downregulated genes in cardiomyocytes of aortic valve stenosis (AS) patients compared to healthy hearts. Nine of the upregulated genes (*ACTA1*, *ACTN1*, *CYB5R1*, *ENO3*, *MRPL41*, *NES*, *TNNC1*, *TNNI3*, *TPM2*) and three of the downregulated genes (*AZIN1-AS1*, *DLG2*, *SDK1*) were common to our hiPSC-CM model. However, substantial differences in the number of dysregulated genes were observed. 

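CYB5R1, a cytochrome b5 reductase, and MRPL41, a protein of the mitochondrial ribosome, were higher and SDK1, a cell adhesion molecule of the immunoglobulin superfamily, was lower with 24 h of stretch in 3 of 3 pairs. CYB5R1 had 88.2 ± 9.76 CPM in stretched and 56.7 ± 2.52 CPM in unstretched cells (SD, n = 3) and a log2-fold change of 0.64 (standard error 0.14, adjusted p = 0.102), blocked 0.64 (standard error 0.08, adjusted p = 0.000132). MRPL41 had 57.9 ± 5.98 CPM in stretched and 35.6 ± 15.3 CPM in unstretched cells, with 0.70 (standard error 0.21, adjusted p = 0.193) unblocked and 0.77 (standard error 0.16, adjusted p = 0.00469) blocked. SDK1 had 39.3 ± 9.74 CPM in stretched and 64.0 ± 4.38 CPM in unstretched cells, with -0.71 (standard error 0.24, adjusted p = 0.231) and -0.73 (standard error 0.09, adjusted p = 0.000130). At 48 h CYB5R1 had 74.5 ± 8.61 CPM in stretched and 54.7 ± 7.64 CPM in unstretched cells (n = 4) and a blocked log2-fold change of 0.45 (standard error 0.07, adjusted p = 0.000614), higher in 4 of 4 pairs. DESeq2 called CYB5R1 at 24 h (adjusted p = 0.00753), and not MRPL41 (0.0689) or SDK1 (0.113).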

Considering the stage of the hypertrophy (early stage in our model and late stage in AS), these considerable differences in gene expression were anticipated. For reasonable comparison of genetic changes of hiPSC-CMs to late-stage hypertrophic heart, prolonged stretching of hiPSC-CMs is required. Given that hiPSC-CMs, unlike NRVMs, can be cultured for long periods (even months or years), prolonged stretching of hiPSC-CMs would be feasible and interesting. Nevertheless, a 2-dimensional monotypic cell culture lacking neurohumoral stimuli and heterotypic cell communication would not be expected to yield identical gene expression changes as observed *in vivo*.

Finally, we applied our model to study signaling pathways associated with cardiomyocyte hypertrophy. Previous studies have shown that mechanical stretch induces activation of multiple kinases, including PKC, MEK1/2-ERK1/2 and p38 MAPK both *in vitro* in NRVMs and *in vivo* in rats [12], [37], [38], [39], [40], [41], [42]. Although these kinases are widely studied in animal models, their role in human cardiomyocytes is poorly known. Földes et al. showed that inhibition of p38 MAPK abolished both phenylephrine- and stretch-induced increase in hESC-CM size [75]. In addition, MEK1/2 inhibition slightly inhibited phenylephrine-induced hypertrophy of hESC-CMs. Moreover, our previous study demonstrated that MEK1/2 mediates ET-1-induced proBNP and *NPPB* expression in hiPSC-CMs [10]. These results suggest that p38 MAPK and MEK1/2-ERK1/2 pathways are related to the hypertrophic response also in human cardiomyocytes. To our knowledge, the role of PKC in stretch-induced hypertrophy has not been studied in human cardiomyocytes before. However, we have previously shown that activation of all PKC isoforms or inhibition of classical PKC isoforms induce pro-hypertrophic changes in hiPSC-CMs [10]. Therefore, we were interested to study the genetic response of hiPSC-CMs to inhibition of these kinases in combination with cyclic mechanical stretch. Interestingly, MEK1/2 inhibition blocked *GAL* expression almost completely in both unstretched and stretched hiPSC-CMs. The inhibitory effect of MEK inhibition on *GAL* expression has previously been shown in neuronal cells, but not in cardiomyocytes [76]. Hence, it seems that MEK1/2-ERK1/2 is a common pathway for *GAL* expression regardless of the cell type. In addition, MEK1/2 inhibition markedly decreased stretch-induced *NPPB* expression, but could not fully block it, unlike in ET-1-induced hiPSC-CM hypertrophy [10]. In hiPSC-CMs, ET-1 and mechanical stimulation thus seem to induce BNP expression through different signaling pathways, which is in line with the differences in gene expression profiling data from stretched and ET-1-treated hiPSC-CMs [26]. Overall, these results suggest that the stretch-induced gene expression changes are mediated through different signaling pathways, and that at least for some of the genes studied here the stretch-response is regulated *via* multiple intracellular signaling pathways.

We recognize that the hypertrophy model of stretched hiPSC-CMs has its limitations. First, as mentioned before, the hiPSC-CMs are not perfectly resembling adult cardiomyocytes and they are relatively immature in many regards [8]. In particular, their electrophysical, structural and many transcriptional properties resemble more fetal than adult cardiomyocytes [77]. It can be thus speculated that the hiPSC-CMs may be more adaptable due to their immaturity, and this could contribute to the higher variability and thus smaller number of differentially regulated genes at the 72-h time point. Their immaturity may also cause the absence of hypertrophy in response to some hypertrophic stimuli, such as α-adrenergic agonists [9]. However, our results suggest that the gene expression response of these cells to mechanical stretch resembles adult human cardiomyocytes better than that of NRVMs. Second, hiPSC-CMs are cultured in isolation of other cardiac cell types. Hence, they lack the heterotypic cell-cell interactions that are present in normal cardiac environment. Single-cell sequencing of co-cultured cells could be performed to study the hypertrophic responses of cardiomyocytes in heterocellular environment. Third, our model reflects the onset of cardiomyocyte hypertrophy, and is thus not comparable to cardiomyocyte hypertrophy of late-stage hypertrophic heart. The model could however be further utilized to study long-term effects. Additionally, the study was conducted using only one healthy hiPSC line. However, only minimal differences have been demonstrated in cardiomyocytes produced by the differentiation protocol used here [14]. Therefore, similar stretch responses could also be predicted in other hiPSC lines with no known genetic mutations affecting cardiomyocyte function.

An additional important limitation of this study is that the data used for comparison to other cell models of cardiomyocyte hypertrophy were produced with different methods. First, differences in experimental design, including the magnitude and duration of stretch, were slightly different. In addition, differences in sample preparation and sequencing (*e.g.*, RNA isolation, library preparation, depth of sequencing and tools and criteria for differential expression analysis) may affect the results. Hence, comparisons should be considered as comparisons of differentially expressed genes in different data sets and especially the direct comparisons of expression of individual genes, should be interpreted with caution. To obtain detailed mechanistic insights, *e.g.* for responses to mechanical *vs* hormonal stimuli, the sequencing data should be generated using the same technology and mapped using the same criteria.

In conclusion, in the present study, we showed that mechanical stretching of hiPSC-CMs is a relevant *in vitro* model for studying human cardiomyocyte hypertrophy. We elucidated stretch-induced transcriptional changes and identified biological processes and pathways associated with these gene expression changes. The changes, including activation of the fetal gene program and upregulation of constitutive protein coding genes, were characteristic of cardiomyocyte hypertrophy. Comparison to previous data of stretched NRVMs and hESC-CMs demonstrated that hiPSC-CMs revealed more defined changes in gene expression and that differentially expressed genes were restricted to cardiac and hypertrophy-related genes. In addition, we identified several differentially expressed genes with no or weak previous association with cardiomyocyte hypertrophy. These results can be utilized to further elucidate hypertrophic signaling pathways and to discover potential pharmacological targets and biomarkers of cardiomyocyte hypertrophy.

The following are the supplementary data related to this article.

Supplementary Dataset 1 List of differentially expressed genes Supplementary Dataset 1

Supplementary Dataset 2 List of enriched GO terms Supplementary Dataset 2

Supplementary material Image 1

## Funding

This work was supported by the 10.13039/501100002341Academy of Finland [grants 321564, 328909], the 10.13039/501100005633Finnish Foundation for Cardiovascular Research, 10.13039/501100006306Sigrid Jusélius Foundation, 10.13039/100007797University of Helsinki Research Funds, and Doctoral Programme in Drug Research.

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

## Data Availability

The RNAseq data are freely available at the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo, accession number GSE186208). All other data are available from the corresponding author upon reasonable request.

# Supplementary material for: Transcriptomics reveal stretched human pluripotent stem cell-derived cardiomyocytes as an advantageous hypertrophy model
**Source:** J Mol Cell Cardiol Plus. 2022 Nov 12;2:100020. doi: 10.1016/j.jmccpl.2022.100020
**Supplement:** Supplementary file 3 — Supplementary material

Supplementary Information

Transcriptomics reveal stretched human pluripotent stem cell-derived cardiomyocytes as an advantageous hypertrophy model

Lotta Pohjolainen¹, Heikki Ruskoaho¹, Virpi Talman¹

Contents:

Supplementary Figures 1–7, p. 2–7

Supplementary Tables 1–5, p. 8–12

Supplementary Dataset Legends, p. 13

References, p. 13–14

Supplementary Figures

A

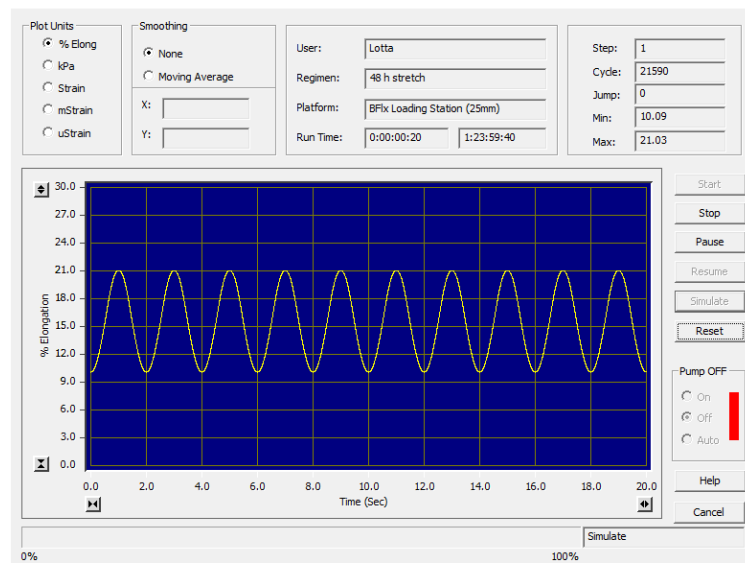

B

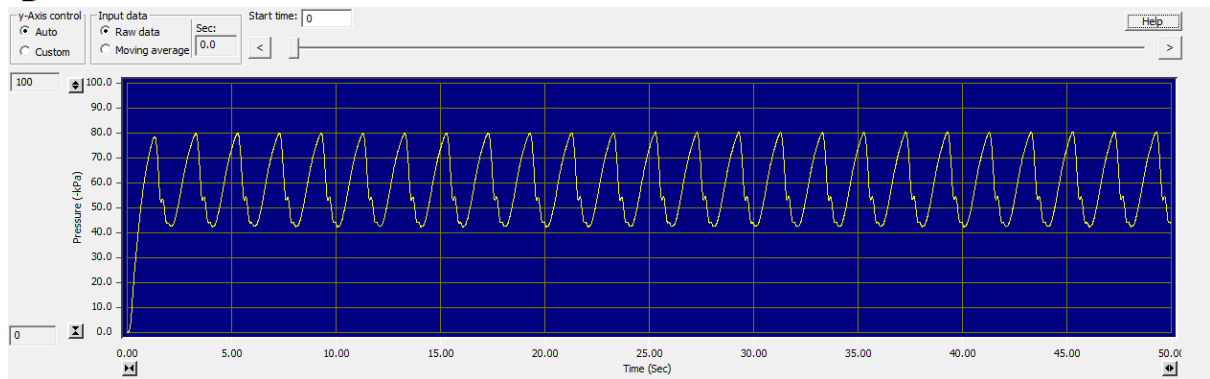

Supplementary Fig. 1. A representative graph of waveform and degree of stretch. A, A graph representing the start of a simulated regimen, where the membrane elongation (%) is plotted over time (sec). **B,** A graph representing the start of an actual regimen run, where the pressure (-kPa) is plotted over time (sec). Graphs are exported from the FX-5000™ software.

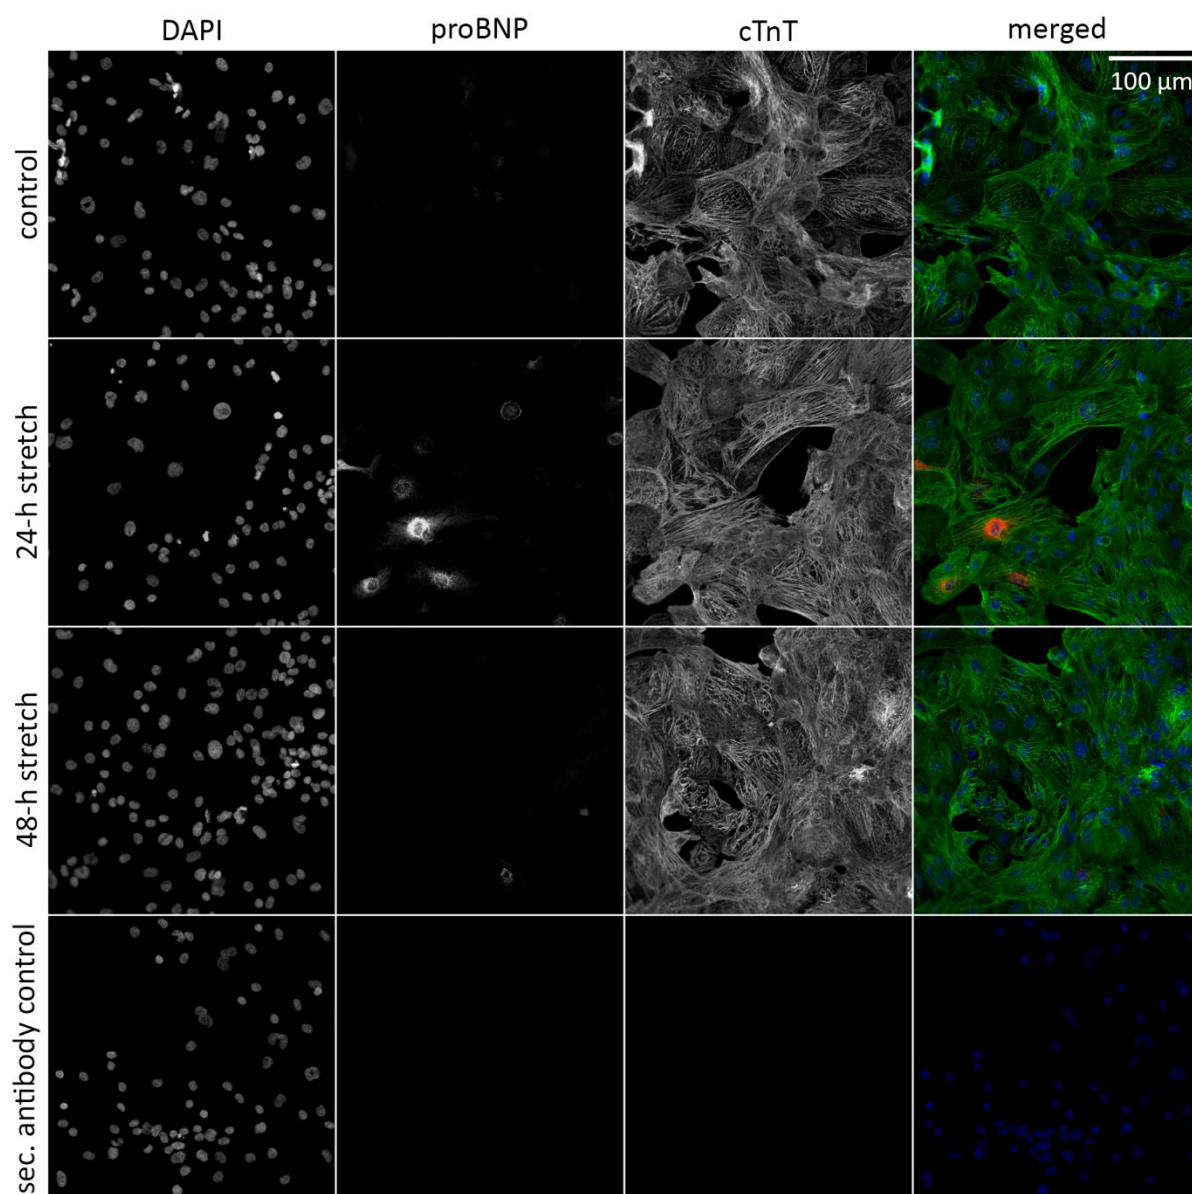

Supplementary Fig. 2. Representative images of unstretched control, 24-h stretched, and 48-h stretched hiPSC-CMs. Images are acquired with 40x water immersion objective. hiPSC-CMs were stained for DNA (DAPI; blue), pro-B-type natriuretic peptide (proBNP; red) and cardiac troponin T (cTnT; (green)). Scale bar, 100 μ m.

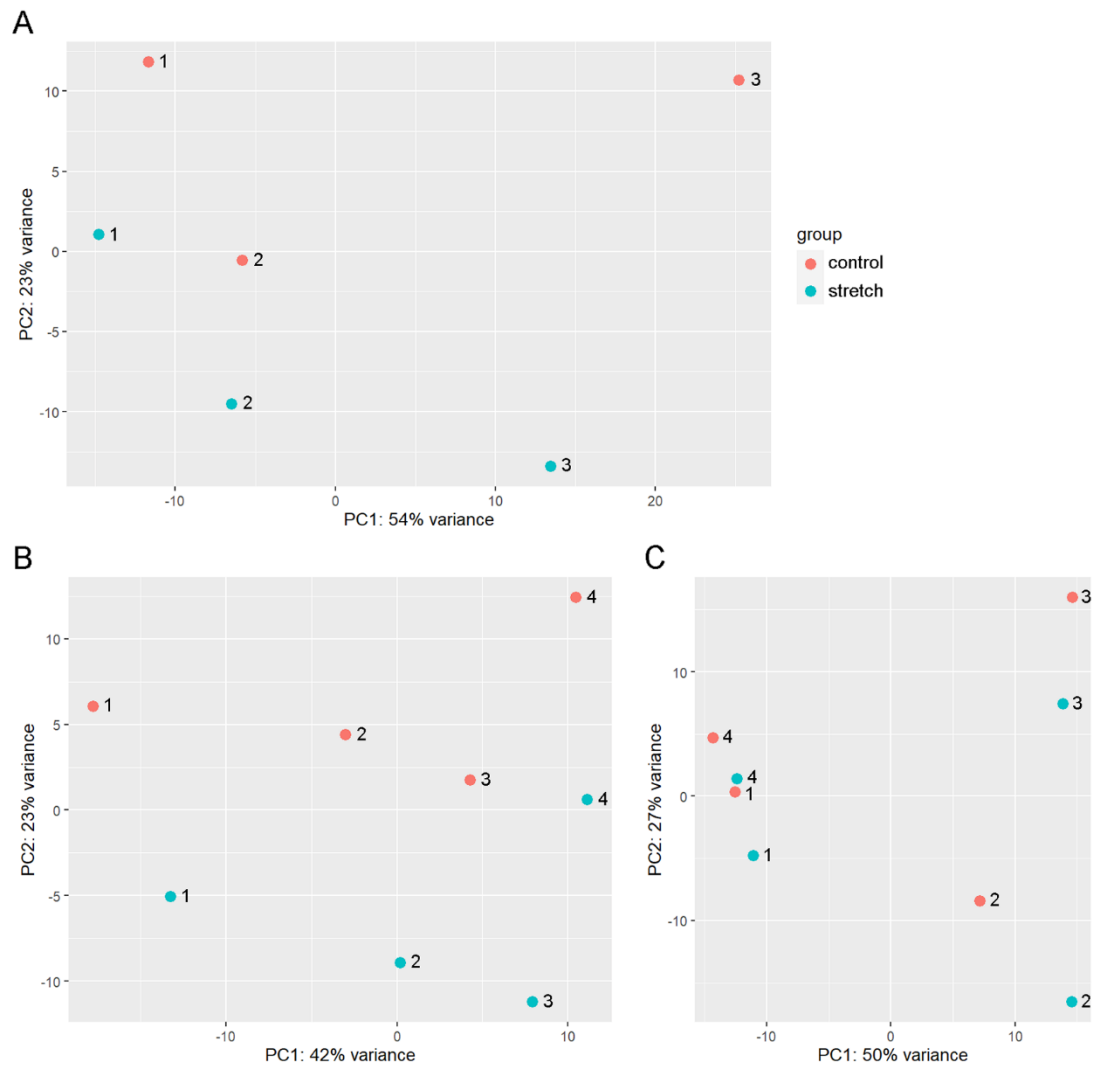

Supplementary Fig. 3. Principal component (PC) analysis plots of the RNAseq results of the stretched and the unstretched control hiPSC-CMs at 24 h (A), 48 h (B) and 72 h (C). Each dot indicates a sample, and each sample pair is numbered (1–4). n=3 for 24h, n=4 for 48h and 72h.

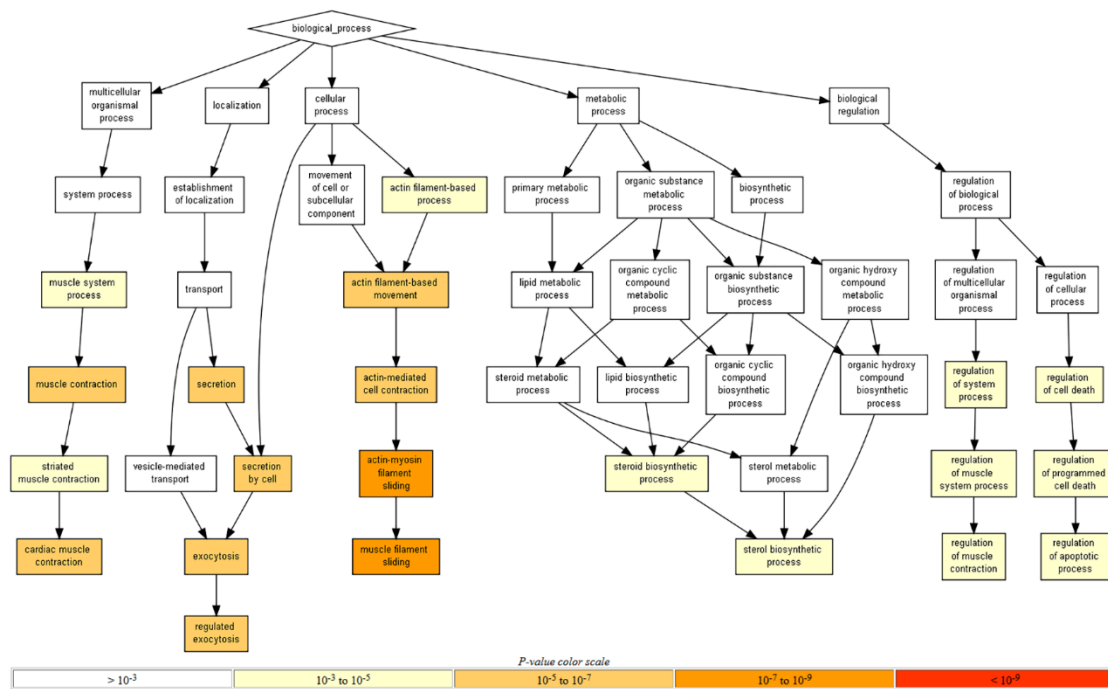

Supplementary Fig. 4. Biological processes enriched in upregulated genes after 24 h, 48 h or 72 h of cyclic stretch in hiPSC-CMs. Gene Ontology (GO) enrichment analysis was performed with GOrilla. Directed graph of enriched processes is color-coded based on the significance of enrichment.

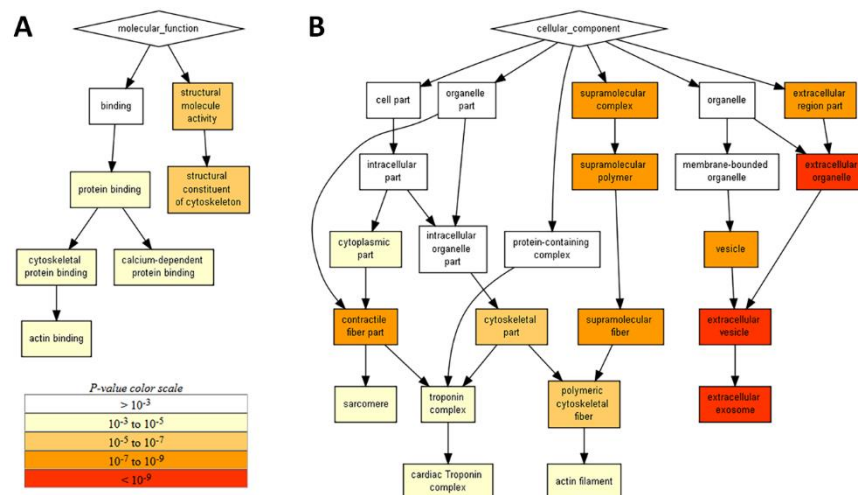

Supplementary Fig. 5. Molecular functions (A) and cellular components (B) enriched in upregulated genes after 24-h, 48-h or 72-h cyclic stretch. Gene Ontology enrichment analysis was performed with GOrilla. Directed graphs of enriched molecular functions and cellular components are color-coded based on the significance of enrichment.

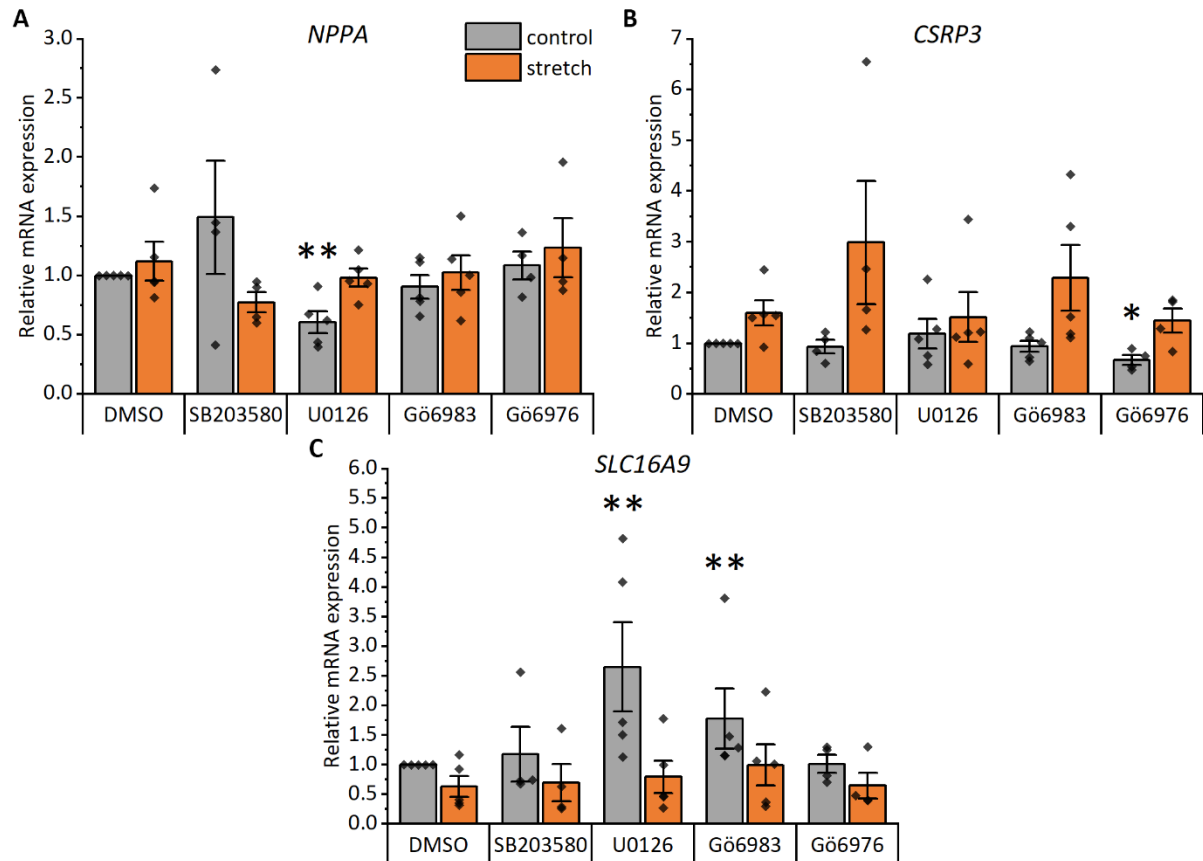

Supplementary Fig. 6. Effects of p38 mitogen-activated protein kinase (p38 MAPK), mitogen-activated protein kinase kinase 1/2 (MEK1/2), and protein kinase C (PKC) inhibitors on NPPA, CSRP3 and SLC16A9 gene expression in hiPSC-CMs. The following inhibitors were utilized: SB203580 at 10 μ M to inhibit p38 MAPK, U0126 at 10 μ M to inhibit MEK1/2, Gö6983 at 1 μ M to inhibit all PKC isoforms, and Gö6976 at 1 μ M to inhibit classical PKC isoforms. Natriuretic peptide A (NPPA; A), cysteine and glycine rich protein 3 (CSRP3; B), and solute carrier family 16 member 9 (SLC16A9; C) mRNA expression was measured with qRT-PCR after a 24-h cyclic mechanical stretch. The results are presented as fold change relative to the unstretched control. The data are shown as mean $\pm$ standard error of the mean, and values from individual experiments are presented as dots (n=5, except for SB203580 and Gö6976 n=4; where n represents biological replicates of cells from individual differentiations). *p<0.05, **p<0.01 vs. unstretched DMSO, † p<0.05 vs. stretched DMSO, Mann–Whitney U test.

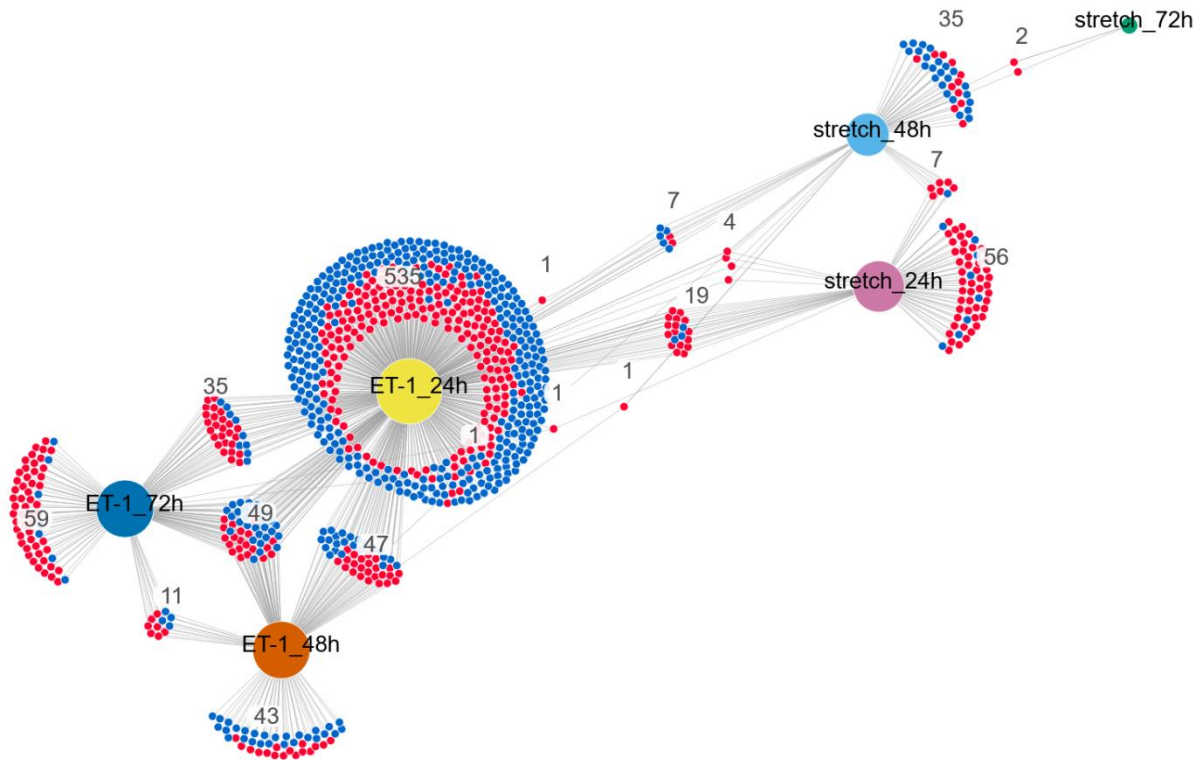

Supplementary Fig. 7. Up- (red nodes) and downregulated (blue nodes) genes in response to endothelin-1 (ET-1) or cyclic mechanical stretch for 24 h, 48 h and 72 h. ET-1 data is from Johansson et al. 2020. Figure was created using DiVenn 2.0 (Sun et al. 2019).

Supplementary Tables

Supplementary Table 1. Used commercial TaqMan® Gene Expression Assays.

Target	Assay number
<i>18S rRNA</i> , eukaryotic 18S ribosomal RNA	4352930E
<i>ACTA1</i> , actin, alpha skeletal muscle	Hs00559403_m1
<i>ACTC1</i> , actin, alpha cardiac muscle 1	Hs01109515_m1
<i>ACTN1</i> , alpha-actinin-1	Hs00998100_m1
<i>ACTB</i> , beta-actin	4333762T
<i>CSRP3</i> , cysteine and glycine-rich protein 3	Hs00185787_m1
<i>GAL</i> , galanin	Hs00544355_m1
<i>LINC00648</i> , long intergenic non-protein coding RNA 648	Hs06598367_m1
<i>NPPA</i> , natriuretic peptide A	Hs00383230_g1
<i>NPPB</i> , natriuretic peptide B	Hs01057466_g1
<i>PTPRG-AS1</i> , PTPRG antisense RNA 1	Hs04970789_m1
<i>SLC16A9</i> , solute carrier family 16 member 9	Hs00415854_m1
<i>TNNI3</i> , cardiac troponin I3	Hs00165957_m1

Supplementary Table 2. Protein families of the differentially regulated genes of the stretched hiPSC-CMs.

KEGG identifier	Protein family	Number of genes
**UPREGULATED**		**77**
hsa01000	Enzymes	26
hsa04147	Exosome	20
hsa04812	Cytoskeleton proteins	15
hsa03036	Chromosome and associated proteins	8
hsa02000	Transporters	5
hsa04131	Membrane trafficking	5
hsa03019	Messenger RNA biogenesis	5
hsa03029	Mitochondrial biogenesis	4
hsa01009	Protein phosphatases and associated proteins	4
hsa04090	CD molecules	3
hsa03110	Chaperones and folding catalysts	3
hsa03011	Ribosome	3
hsa01002	Peptidases and inhibitors	3
hsa04990	Domain-containing proteins not elsewhere classified	3

hsa03000	Transcription factors	3
hsa00537	Glycosylphosphatidylinositol (GPI)-anchored proteins	2
hsa00199	Cytochrome P450	1
hsa01004	Lipid biosynthesis proteins	1
hsa04050	Cytokine receptors	1
hsa01007	Amino acid related enzymes	1
hsa03016	Transfer RNA biogenesis	1
hsa03041	Spliceosome	1
hsa04040	Ion channels	1
**DOWNREGULATED**		**29**
hsa01000	Enzymes	6
hsa03000	Transcription factors	6
hsa04990	Domain-containing proteins not elsewhere classified	3
hsa02000	Transporters	3
hsa03036	Chromosome and associated proteins	3
hsa03400	DNA repair and recombination proteins	2
hsa04131	Membrane trafficking	2
hsa01009	Protein phosphatases and associated proteins	2
hsa01003	Glycosyltransferases	1
hsa01001	Protein kinases	1
hsa04147	Exosome	1
hsa04040	Ion channels	1
hsa01002	Peptidases and inhibitors	1
hsa04515	Cell adhesion molecules	1

Supplementary Table 3. Fold changes of the common differentially expressed genes of the stretched hiPSC-CMs, NRVMs (data from Rysä et al. 2018) and/or hESC-CMs (data from Ovchinnikova et al. 2018). Only statistically significant values are shown ($p < 0.05$ for hiPSC-CMs and NRVMs and $p < 0.01$ for hESC-CMs).

external gene name	Fold change, stretch vs control				
	24 h<br>hiPSC-CM	48 h<br>hiPSC-CM	24 h<br>NRVM	48 h<br>NRVM	48 h<br>hESC-CM
<i>TUBB2B</i>	2.7	2.6	2.3	2.0	2.2
<i>CASQ1</i>	1.8	1.6	2.6	1.8	
<i>TIMP1</i>	1.7	1.7	1.5	1.6	
<i>ACAT2</i>	1.8	1.7		1.8	1.8
<i>CSRP3</i>	2.0	1.7		1.5	
<i>TPM2</i>	1.7	1.7		1.5	
<i>CNN1</i>	2.1		4.0	7.4	1.9
<i>MLLT11</i>	1.7		2.7	3.7	1.6
<i>NPPB</i>	4.6		1.5	1.7	2.0
<i>ACTN1</i>	1.6		2.8	5.0	
<i>GADD45G</i>	1.9		1.7	2.7	
<i>GPATCH4</i>	1.6		1.7	1.5	
<i>TAGLN</i>	3.6		2.0	1.7	
<i>TNFRSF12A</i>	2.1		2.6	3.9	
<i>TUBB6</i>	1.8		1.7	2.5	
<i>KRT18</i>	1.9		1.5		
<i>SYPL2</i>	1.5		1.7		
<i>PEA15</i>	1.8			1.8	1.8
<i>CYSTM1</i>	1.6			1.5	
<i>NME1</i>	1.7			1.8	
<i>PRSS23</i>	2.1			1.5	
<i>TUBB2A</i>	2.1			1.7	
<i>MASP1</i>	2.0		0.6	0.5	1.6
<i>CKB</i>	2.2				1.7
<i>TUBA4A</i>	2.0				2.4
<i>BOK</i>	1.5				1.5
<i>PTPRN</i>		4.2	1.8	2.2	
<i>RCAN1</i>		1.5	1.9	2.6	

<i>ENO3</i>		1.6		0.5	1.6
<i>DUSP13</i>		2.8			2.4
<i>CES1</i>		2.0		0.4	
<i>GPCPD1</i>		0.6	0.6	0.5	
<i>ZNF519</i>		0.6	0.6	0.6	0.6
<i>ADAM22</i>		0.6			0.6
<i>EGR1</i>		0.5			0.5
<i>EGR3</i>		0.5			0.6
<i>HELLS</i>		0.6			0.5
<i>HMGB2</i>		0.7			0.6
<i>MKI67</i>		0.6			0.2
<i>SKA3</i>		0.5			0.4
<i>TTYH2</i>		0.6			0.5
<i>DLG2</i>	0.6			0.6	0.5
<i>PLCG2</i>	0.7				0.4
<i>POLQ</i>	0.7				0.5
<i>SDK1</i>	0.6				0.6
<i>RAD51AP1</i>	0.6				0.6
<i>LINC00648</i>	0.5				0.7

Supplementary Table 4. The predicted interaction pairs for the differentially expressed lncRNAs of the stretched hiPSC-CMs.

**LncRNA**	**Interaction Pair**
AZIN1-AS1	PNN, SNRPN, CCDC32, KDM6A, FAM96B, SC5D, EGLN3, RHOH, AP003354.2, AC008124.1
LAMTOR5-AS1	KIF1B, MAPK6, ATP5S, RPL11, SLC1A5, GOSR2, SRD5A3, PPFIA1, U2AF1, ZNF621, PPIAP24, RNU6-179P, RNA5-8S5, RN7SL2, RN7SL703P, AL355488.1, U2AF1L5, AL139099.4, TDGF1, RNA28S5
LINC00648	SCAMP1, ARMC1, PRDM15, RPS27A, TMEM50A, AC002075.2, RPS6KC1, SYNPR-AS1
LINC01341	TKT
PTPRG-AS1	SRSF7, AMPD2, RNA28S5

Supplementary Table 5. Fold changes of the common differentially expressed genes of the stretched hiPSC-CMs and ET-1-treated hiPSC-CMs (data from Johansson et al. 2020 and Aggarwal et al. 2014). Only statistically significant values are shown ($p < 0.05$).

	Current study		Johansson et al. 2020			Aggarwal et al. 2014
Gene name	24 h stretch	48 h stretch	24 h ET-1	48 h ET-1	72 h ET-1	18 h ET-1
<i>TUBB2B</i>	2.73	2.62	3.17			
<i>SYNGR3</i>	2.28	2.11	2.41			
<i>ACTC1</i>	1.94	1.61	2.51			
<i>ACAT2</i>	1.84	1.70	2.42			
<i>NPPB</i>	4.64		7.48		2.12	5.64
<i>ACTA1</i>	11.41		12.59			5.54
<i>TAGLN</i>	3.60		4.75			6.37
<i>PLA2G3</i>	2.46		3.29			
<i>KRT8</i>	2.42		2.14			3.67
<i>TUBB2A</i>	2.07		2.41			3.08
<i>MASP1</i>	2.04		3.28			4.19
<i>KRT18</i>	1.93		2.07			4.59
<i>FGFBP3</i>	1.91		2.00			
<i>PEA15</i>	1.81		2.50			
<i>RPL22L1</i>	1.79		2.26			
<i>ENO1</i>	1.76		2.08			
<i>TUBB6</i>	1.75		2.14			
<i>MGST1</i>	1.70		2.25			
<i>NME1</i>	1.68		2.16			
<i>NES</i>	1.57		2.07			
<i>GBE1</i>	1.51		3.20			
<i>PDYN</i>		3.15	6.56	4.57	2.61	4.49
<i>LINC00702</i>		3.77	2.91		2.12	
<i>DUSP13</i>		2.82	2.00			
<i>CREB3L1</i>		2.07	2.30			
<i>GABRP</i>		2.90		2.30		
<i>PLCG2</i>	0.67		0.44			
<i>SLC35E2A</i>	0.61		0.49			
<i>DLG2</i>	0.60		0.34			
<i>MXD3</i>		0.57	0.32			
<i>LINC01341</i>		0.56	0.41			
<i>CFAP70</i>		0.56	0.38			
<i>UNC80</i>		0.43	0.30			
<i>CRIP1</i>		0.40	0.41			
<i>EGR3</i>		0.47				5.63
<i>EGR1</i>		0.52				4.80
<i>GADD45G</i>	1.90					4.40

<i>TNFRSF12A</i>	2.09					4.28
<i>RCAN1</i>		1.52				4.11
<i>TUBA4A</i>	1.99					4.04
<i>PRSS23</i>	2.09					3.18
<i>NOP16</i>	1.53					3.10
<i>ACTN1</i>	1.56					3.10
<i>HELLS</i>		0.63				0.33
<i>ADAM22</i>		0.60				0.32
<i>SLC16A9</i>		0.20				0.32
<i>TTYH2</i>		0.64				0.31
<i>RAD51AP1</i>	0.55					0.26
<i>CDKN2C</i>		0.51				0.19
<i>LINC00648</i>	0.50					0.19

References

Aggarwal P, Turner A, Matter A, Kattman SJ, Stoddard A, Lorier R, Swanson BJ, Arnett DK,

Broeckel U. RNA expression profiling of human iPSC-derived cardiomyocytes in a cardiac hypertrophy model. *PLoS One*. 2014;9(9):e108051. doi: 10.1371/journal.pone.0108051.

Johansson M, Ulfenborg B, Andersson CX, Heydarkhan-Hagvall S, Jeppsson A, Sartipy P,

Synnergren J. Cardiac hypertrophy in a dish: a human stem cell based model. *Biol Open*.

2020;9(9):bio052381. doi: 10.1242/bio.052381.

Ovchinnikova E, Hoes M, Ustyantsev K, Bomer N, de Jong TV, van der Mei H, Berezikov E, van der

Meer P. Modeling Human Cardiac Hypertrophy in Stem Cell-Derived Cardiomyocytes. *Stem Cell*

Reports. 2018;10(3):794-807. doi: 10.1016/j.stemcr.2018.01.016.

Rysä J, Tokola H, Ruskoaho H. Mechanical stretch induced transcriptomic profiles in cardiac

myocytes. *Sci Rep*. 2018;8(1):4733. doi: 10.1038/s41598-018-23042-w.

Sun L, Dong S, Ge Y, Fonseca JP, Robinson ZT, Mysore KS, Mehta P. DiVenn: An Interactive and Integrated Web-Based Visualization Tool for Comparing Gene Lists. *Front Genet.* 2019;10:421. doi: 10.3389/fgene.2019.00421.

How the deposited data were processed for this re-analysis (not part of the article)

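RNA sequencing of stretched and unstretched cardiomyocytes from the line hiPS(IMR90)-4 is covered: 22 libraries with DMSO alone at 24 h (3 pairs), 48 h (4 pairs) and 72 h (4 pairs), and 8 libraries of 72 h with the compound 1262, which the paper does not report on. The authors trimmed, aligned and counted the reads, and the deposited table holds raw read counts per gene, without normalization. The table has 60662 genes, of which 60357 matched GENCODE v44 by Ensembl number. Total counts per library ranged from 12678211 to 24410831 over the 22 libraries, with a median of 17853317.5. No 2 of the 42 pairs of libraries within a group were duplicates (lowest chi-square per degree of freedom 14.1).

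Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 16947 genes over the 22 libraries and 17185 over all 30. DESeq2 without the block was instead run over 38528 and 39688 genes. Libraries were normalized by TMM, and groups were compared with the quasi-likelihood test of edgeR in a model of the groups of time point and stretch, without a pairing term. The paper's methods and the fold changes in its supplement, read first, led to this model. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. Differences of the stretch effect between time points, and between 1262 and DMSO, were tested as interactions without a fold minimum. The 1262 comparisons share their control libraries. For 32 gene lists, camera was run with an inter-gene correlation of 0.01, and p was adjusted over the 32 lists and, for stretch, the 3 time points. List medians are of blocked log2-fold changes. Lists were set against 10000 random lists matched on transcript length, GC content and expression. Over-representation was tested with Fisher's exact test. The variance of log2 CPM was split into differentiation, stretch and the rest, and tested by exact permutation within pairs.

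These comparisons, lists, tests and alternatives were fixed before the data were examined, apart from those said to be chosen later. Genes were named by a rule: for each comparison the 10 largest increases and decreases among called genes with the same direction in every pair, every gene the paper names for these cells, and up to 4 members of each list with the smallest p. The values of the paper's own tables had been seen by then. Genes with the largest blocked change were added after the data had been seen.

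The pairs were checked by correlating the deviations from the group mean over genes between libraries. Stretched and unstretched libraries of the same number had correlations of 0.50 to 0.66 at 24 h, 0.38 to 0.63 at 48 h and 0.59 to 0.68 at 72 h. The highest for unlike numbers was -0.05, 0.03 and 0.26. Their means of -0.29, -0.17 and -0.20 are no separate evidence, since deviations from a group mean sum to 0. Values from edgeR with replicate as a block are given beside the others because of the correlations within numbers.

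The tests were tried on simulated data with the depth, spread and pair means of these libraries and 200 changed genes, at an adjusted p under 0.05 without a fold minimum. At 24 h, 48 h and 72 h edgeR recovered 57, 63 and 73% of genes changed 2-fold and 82, 89 and 85% of genes changed 4-fold. With the block it recovered 82, 85 and 90% and 97, 98 and 96%, and 4.28, 7.58 and 3.12% of its calls were unchanged genes. DESeq2 recovered 63, 68 and 78% and 86, 91 and 86%, and limma-voom 59, 61 and 73% and 80, 86 and 84%. DESeq2 was run here on 16947 genes and on the real libraries on 38528, so its recovery there may differ. Without the block 0 unchanged genes were called by any tool. A list of 20 genes changed 2-fold was called by camera and fry, and 0 of 32 unchanged lists. Beyond the pair means, simulated genes were drawn independently of each other. The simulation therefore cannot show how the list tests behave with correlated genes. In the real libraries, other splits called up to 16 lists at 24 h and 20 at 48 h, where the real grouping called 16 at each.

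Alternatives set in advance were a replicate block, DESeq2 with and without it, limma-voom, median-ratio size factors, library sizes alone, no low-count filter, a minimum mean CPM of 1, a fit of each time point on its own, all 30 libraries, no fold minimum and leaving out each library or pair. For lists they were an estimated correlation, the block and fry. For the variance and spread they were the 500 most variable genes and a mean CPM of at least 10. The block without each pair, thinning to the smallest total, and camera with the block and an estimated correlation, and fry with the block were chosen after seeing the data. The omitted 24 h pair, the PCR, imaging and inhibitor experiments, and the genes AZIN1-AS1 and AUXG01000058.1, which did not match the annotation, were not analysed here.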

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

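The tests of gene length, GC content and expression for the cell cycle genes and of other cell types, of camera with the block and an estimated correlation, and of a single pair as the source of the 1262 pattern were chosen only after the results had been seen. Of 196 groups of 4 values looked at, 11 held a value far from the other 3, where chance gives about 1 in 20 groups (5 percent). The 24 h groups have 3 libraries each and were not looked at in this way. In them, mitochondrial genes took 3.36% of the counts in unstretched replicate 3, against 6.40% and 5.64% in unstretched replicates 1 and 2. The stretched replicate 3 of 72 h had 24410831 total counts, against 17264820 to 18401359 in the others. The 10 most abundant genes took 11.2% of the counts in the unstretched replicate 3 of 72 h with 1262, against 13.3 to 13.6%. At 48 h the log2 CPM of ACTA1 in unstretched replicate 3 was 5.39, against 3.23 to 3.46 in the others, and that of MYL3 in stretched replicate 3 was 9.04, against 9.25 to 9.29. In unstretched replicate 1 TUBB2B was at 1.05, against 2.00 to 2.10, and LINC00648 at 4.20, against 3.79 to 3.83. In stretched replicate 4 COL1A2 was at 6.29, against 7.87 to 8.11, and PNOC at -1.77, against 0.65 to 0.68. BCL2L11 was at 4.22, against 3.66 to 3.74, in stretched replicate 1 and at 4.66, against 4.14 to 4.19, in unstretched replicate 1, a pair of the same differentiation. HLA-C was at 1.36, against 2.02 to 2.12, in unstretched replicate 4.

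The effect of stretch differed between time points for some gene lists and for 1 gene. HELLS, a helicase of proliferating cells, differed between 48 h and 72 h (log2 difference -1.01, standard error 0.15, adjusted p = 0.0361; -1.01 with the block, adjusted p = 9.57e-05). It was the only gene that edgeR called here (1 gene; without single libraries adjusted p = 0.0336 to 0.131), lower with stretch in 4 of 4 pairs at 48 h and higher in 4 of 4 at 72 h, and it stayed called only without 48 h stretched replicate 4 or 72 h stretched replicates 2 or 3, with 0 genes without any other library of these times. Over other splits of the pairs chance can be excluded for the blocked count (real value 108, highest other 0). For the unblocked count only the real split called a gene (real value 1, highest other 0). A single call that most of the fits without 1 library lose cannot exclude chance. For 24 h against 48 h edgeR called 0 genes (274 at an unadjusted p under 0.05; DESeq2, limma-voom and the block 0, DESeq2 with the block 7), and with a real count of 0 all 35 splits call as many by definition and decide nothing, for the unblocked (real value 0, highest other 0) and the blocked count (real value 0, highest other 1). For 24 h against 72 h it called 0 (484 at an unadjusted p under 0.05; DESeq2 1, limma-voom 0), where the splits again decide nothing (real value 0, highest other 0), and 87 with the block, for which chance can be excluded (real value 87, highest other 4).

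The tubulins, 5 of them named in the study, rose more at 24 h than at 48 h (adjusted p = 3.45e-06, median difference 0.30, adjusted p = 0.297 with an estimated correlation) or 72 h (adjusted p = 1.48e-08, median difference 0.49, adjusted p = 0.117 with an estimated correlation). Another split of the pairs gave the tubulins a smaller unadjusted camera p for 24 h against 72 h (2.68e-11, real value 9.28e-10). Cholesterol biosynthesis genes differed between 48 h and 72 h (adjusted p = 0.000351, median difference 0.13, adjusted p = 0.612 with an estimated correlation) and between 24 h and 72 h (adjusted p = 0.00142, median difference 0.16, adjusted p = 0.579 with an estimated correlation). For 24 h against 72 h many other splits of the pairs gave this list a smaller unadjusted camera p (real value 0.000356, smallest other 3.26e-12). Chance therefore could not be excluded for it. Genes of the sarcomere (adjusted p = 0.0204, median difference 0.12, adjusted p = 0.396 with an estimated correlation) and the fetal program (adjusted p = 0.00725, median difference 0.37, adjusted p = 0.390 with an estimated correlation), of which the study names 7 and 5, differed between 24 h and 72 h. Several other splits of the pairs gave the sarcomere list a smaller unadjusted camera p (real value 0.00736, smallest other 4.82e-06), so chance could not be excluded for it.

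Cell cycle genes, 6 of 27 named in the study, were lower with stretch at 24 h and 48 h and not at 72 h (camera adjusted p = 0.653; 48 h against 72 h adjusted p = 2.08e-26, median difference -0.56, adjusted p = 0.468 with an estimated correlation and 0.0391 with the block as well; 24 h against 72 h adjusted p = 7.14e-18, median difference -0.52, adjusted p = 0.310 with an estimated correlation and 0.137), with pair medians of -0.61, -0.43 and -0.60 at 24 h, -0.60, -0.76, -0.50 and -0.40 at 48 h and -0.04, -0.11, -0.12 and 0.19 at 72 h. The tables argue against gene length, GC content and expression level (largest percentile among 10000 matched lists 0) and against sequencing depth (median at 48 h -0.56, and -0.57 after thinning). For fewer cells of another type, 26 markers of fibroblasts, smooth muscle, endothelium and epicardium had a median of 0.17 at 48 h. Bootstrap intervals over genes were 0.07 to 0.38 for them and -0.61 to -0.47 for the cell cycle. The medians of these 4 lists were 0.09, 0.31, 0.12 and 0.14, which argues against fewer such cells at 48 h. A change of markers within cells was not told apart from a change of cell number. At 24 h the pool, at 0.03 (-0.12 to 0.26), cannot decide, since its lists differ. They had -0.18, 0.43, -0.25 and 0.05 in the same order, and the study names 3 smooth muscle markers. A candidate explanation that stays a hypothesis is that fewer cells cycled, or cycling cells held less of these transcripts, in the first days of stretch. A difference in library preparation between stretched and unstretched wells was not tested. Chance could not be excluded for the list at 48 h. There 2 of 35 splits, the real one included, gave it a camera p as small (real value 1.87e-21, smallest other 5.51e-26). At 24 h, with 3 of 10 splits, the real one included (real value 1.36e-14, smallest other 3.61e-39), the splits were too few for a share under 0.05. The others kept pairs together (parting 2 of 4 pairs at 48 h and 1 of 3 at 24 h), which points to a structure of the samples by differentiation. Of the 4 and 8 splits that part every pair at 24 h and 48 h, also too few, only the real one gave so small a p. The smallest camera p of the others that part every pair was 6.28e-06 at 24 h and 2.05e-19 at 48 h, the latter near the real value.

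Libraries with the compound 1262, which the paper does not report on, differed from DMSO at 72 h. In unstretched cells 1262 gave 1234 genes higher and 1521 lower, and in stretched cells 270 genes higher and 93 lower. Stretch under 1262 gave 281 genes higher and 183 lower. The stretch effect differed between 1262 and DMSO for 46 genes. The comparisons share control libraries. Over all 35 splits of the libraries, only the real one called as many genes for each of the first 3 counts. The real values were 2755, 363 and 464, and the highest others 76, 32 and 328. Splits that keep a pair together are unlike the real one, since they set differentiations against each other. Splits that part every pair, as the real one does, are too few for a share under 0.05 (8 each). Their highest other was 0, 0 and 52, and chance cannot be excluded by these splits. With the block there were too few splits for a share under 0.05 (real value 3660, highest other 1, then 1043, highest other 3, and 1161, highest other 599). For the difference between the agents, only the real one of 35 splits of the pairs called as many genes (real value 46, highest other 0). With the block the real value was 2057 and the highest other 413. These splits ignore that libraries of the same number are related between the agents. Their correlations were 0.35 to 0.62, against at most 0.25 for unlike numbers. Swaps within a number are too few for a share under 0.05, so chance cannot be excluded for this difference. For the number of lists called chance could not be excluded (14, highest other 16 in unstretched cells; 15, highest other 15 in stretched cells; 11, highest other 14 for stretch under 1262). In stretched cells the count of genes higher with 1262 was 141 without stretched 1262 replicate 1, and that of genes lower 24 without stretched 1262 replicate 1, 47 without stretched 1262 replicate 4 and 218 without stretched 1262 replicate 2. For stretch under 1262 the count of genes higher was 150 without stretched 1262 replicate 3, 158 without unstretched 1262 replicate 2, 184 without stretched 1262 replicate 4 and 452 without stretched 1262 replicate 1, and that of genes lower 78 without stretched 1262 replicate 2, 81 without stretched 1262 replicate 3, 107 without stretched 1262 replicate 4, 111 without unstretched 1262 replicate 2, 120 without unstretched 1262 replicate 3 and 368 without stretched 1262 replicate 1. The count of genes whose stretch effect differed was 0 without unstretched replicates 1, 3 or 4 or stretched replicates 2 or 3 or unstretched 1262 replicates 2 or 3 or stretched 1262 replicates 2, 3 or 4, 9 without stretched replicate 1, 10 without unstretched replicate 2, 30 without unstretched 1262 replicate 1, 117 without unstretched 1262 replicate 4 and 519 without stretched 1262 replicate 1.

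The response of cholesterol biosynthesis genes to 1262 was smaller in stretched cells, with a median unblocked log2-fold change of 1.25 in unstretched and 0.37 in stretched cells for 24 genes. Their median interaction was -0.75 (camera adjusted p = 2.24e-23, adjusted p = 0.278 with an estimated correlation). Endoplasmic reticulum stress genes go both ways, so their medians of -0.08, -0.10 and -0.08 do not show whether their response changed. Their mean log2 CPM with 1262 was 6.62, 6.02, 6.03 and 6.25 in stretched replicates 1 to 4, against 6.74, 6.48, 6.56 and 6.45 in unstretched ones. With DMSO it was 5.25 to 5.44, so a smaller response was not confined to cholesterol genes. The tables argue against library size or composition, since the cholesterol interaction nearest to 0 over 3 scalings was -0.69. They argue against a DMSO library labelled as stretched 1262. The lowest stretched 1262 library lay 0.59 above the highest DMSO library of 72 h in mean log2 CPM of endoplasmic reticulum stress genes. This comparison cannot show an exchange of stretched and unstretched libraries within 1262. There stretched replicate 1, at 6.62, lay below its partner and above unstretched replicates 2, 3 and 4. The tables argue against a single pair as the source of the cholesterol interaction. Replicates 2, 3 and 4 had -0.98, -1.08 and -0.68 (highest upper bootstrap bound -0.58), while a share of replicate 1, at -0.14, stays open. A weaker action of 1262 in stretched cells, or less of it reaching them, may account for the pattern, and neither was tested.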

How the results depend on the processing

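The block without each pair, the thinning of libraries to 1 total, camera with the block and an estimated correlation, and fry with the block are tests chosen only after the results had been seen. Of 140 gene values, 0 turned sign under any alternative. The number of genes called, not the direction, depended on the tool and on the pairing. The block brought 84 gene values past the threshold and took 0 below it, DESeq2 did so for 28 and 1, and a fit of each time point on its own for 0 and 10. Median-ratio size factors and a mean CPM of at least 1 changed no call of a gene value and moved no count by more than 1.5 times. Among the results reported here, the pairing changed no call beyond the counts, genes, lists and list differences whose blocked values are given. Calls of many genes that are not named changed as well, within these counts. Thinning to the smallest total left 243 genes higher and 248 lower at 24 h and 147 and 251 at 48 h with the block, so that depth limited the counts at these totals little. Fewer libraries give fewer degrees of freedom in a fit of 1 time point and when a library is left out. For the other alternatives the cause was not tested.

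With the replicate block, edgeR called 250, 152 and 53 genes higher at 24 h, 48 h and 72 h, in place of 3, 3 and 0. It called 296, 303 and 80 lower, in place of 0, 3 and 0. DESeq2 called 51, 23 and 1 higher, and 6, 19 and 0 lower. DESeq2 with the block called 193, 116 and 42 higher and 178, 154 and 39 lower. Between time points the block gave 108 genes that differ for 48 h against 72 h (unblocked 1) and 87 for 24 h against 72 h (unblocked 0, DESeq2 1). DESeq2 with the block gave 7 for 24 h against 48 h, where edgeR called 0, and 104 and 108 for the others. For stretch under 1262 the block gave 659 higher and 502 lower, or 644 and 486 where it was shared between agents, in place of 281 and 183. DESeq2 gave 543 and 432 with the block and 565 and 430 with the shared block. For 1262 in stretched cells the shared block gave 490 higher and 553 lower, and with DESeq2 437 and 496, in place of 270 and 93. The stretch effect under 1262 and DMSO differed for 2057 genes with the block, 1714 with the shared block, 292 with DESeq2, 1913 with DESeq2 and the block and 1900 with DESeq2 and the shared block, in place of 46.

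Without a low-count filter 7 genes were higher at 24 h and 6 at 48 h. With library sizes alone 1 was higher at 48 h and 8 differed in stretch effect between 1262 and DMSO, where limma-voom called 27. A fit of each time point on its own called 0 higher at 24 h, 0 higher and 0 lower at 48 h, 61 lower with 1262 in stretched cells, 109 lower with stretch under 1262, and 0 that differed between the agents. A fit over all 30 libraries called 1 lower at 24 h, 1 lower at 48 h and 0 for 48 h against 72 h. Without a fold minimum 7 were higher at 48 h, and for 1262 2737 higher and 2477 lower in unstretched cells, 529 and 181 in stretched cells, and 475 and 446 for stretch under 1262. The blocked counts without a fold minimum were 1374, 1187 and 319 higher and 1040, 1062 and 276 lower at 24 h, 48 h and 72 h. Over-representation among genes higher at any time was found for 0 lists with edgeR, 7 with the calls of DESeq2 and 13 with those of the block.

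For the lists, camera with an estimated correlation gave adjusted p = 0.0982, 0.140 and 0.148 for sarcomere at 24 h, 48 h and 72 h, 0.124, 0.148 and 0.225 for fetal genes at 24 h, 48 h and 72 h, 0.148 and 0.196 for tubulins at 48 h and 72 h, 0.148, 0.141 and 0.225 for cholesterol biosynthesis at 24 h, 48 h and 72 h and 0.225 for apoptosis regulators at 48 h. With the block as well it gave 0.0968, 0.118 and 0.138 for sarcomere at 24 h, 48 h and 72 h, 0.0968, 0.0968 and 0.118 for fetal genes at 24 h, 48 h and 72 h, 0.0968, 0.224 and 0.279 for tubulins at 24 h, 48 h and 72 h, 0.245, 0.199 and 0.336 for cholesterol biosynthesis at 24 h, 48 h and 72 h and 0.138 for apoptosis regulators at 48 h. Fry gave 0.143 for sarcomere at 72 h, 0.0784 and 0.274 for fetal genes at 48 h and 72 h, 0.0653 and 0.196 for tubulins at 48 h and 72 h, 0.217 for cholesterol biosynthesis at 72 h and 0.130 for apoptosis regulators at 48 h, and with the block 0.0907 for tubulins at 72 h, 0.138 for cholesterol biosynthesis at 72 h, 0.0106 for apoptosis regulators at 24 h and 0.0208 for extracellular matrix at 48 h. Camera with the block gave 0.00781 for apoptosis regulators at 24 h and 0.00249 for extracellular matrix at 48 h. The tubulins at 24 h were called with an estimated correlation, and not when the block was added. Of 30 calls of other lists, 0 remained with an estimated correlation and 30 with the block.

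Over the 500 most variable genes, differentiation held 83.9, 77.1 and 85.7% of the variance at 24 h, 48 h and 72 h, and stretch 9.94% at 24 h and 6.39% at 72 h. Leaving out 1 pair gave 53.5 to 62.1%, 54.4 to 66.1% and 68.2 to 70.5% by differentiation, and 25.3 to 29.4%, 17.4 to 26.3% and 13.4 to 13.9% by stretch. Over genes with a mean CPM of at least 10, the median SDs in unstretched cells, stretched cells and between partners were 0.17, 0.11 and 0.15 at 24 h, 0.13, 0.13 and 0.11 at 48 h and 0.14, 0.14 and 0.11 at 72 h. Leaving out 1 pair gave 0.13 to 0.22, 0.12 to 0.15 and 0.12 to 0.19 at 24 h, 0.16 to 0.20, 0.17 to 0.18 and 0.14 to 0.16 at 48 h, and 0.17 to 0.20, 0.16 to 0.21 and 0.14 to 0.17 at 72 h.

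Leaving out 1 library gave 1 to 11 genes higher at 24 h (1 without unstretched replicates 1 or 3 or stretched replicates 1 or 3 and 11 without unstretched replicate 2) and 0 to 1 lower (1 without unstretched replicate 2). At 48 h it gave 1 to 4 higher (1 without unstretched replicates 1 or 3 or stretched replicates 1 or 2) and 0 to 1 lower (0 without unstretched replicates 1, 3 or 4 or stretched replicates 1, 2 or 3 and 1 without unstretched replicate 2 or stretched replicate 4). For 48 h against 72 h it gave 0 to 1, with 1 kept only without 48 h stretched replicate 4 or 72 h stretched replicates 2 or 3. For 1262 in stretched cells it gave 141 to 338 higher (141 without stretched 1262 replicate 1) and 24 to 218 lower (24 without stretched 1262 replicate 1, 47 without stretched 1262 replicate 4 and 218 without stretched 1262 replicate 2). For stretch under 1262 it gave 150 to 452 higher (150 without stretched 1262 replicate 3, 158 without unstretched 1262 replicate 2, 184 without stretched 1262 replicate 4 and 452 without stretched 1262 replicate 1) and 78 to 368 lower (78 without stretched 1262 replicate 2, 81 without stretched 1262 replicate 3, 107 without stretched 1262 replicate 4, 111 without unstretched 1262 replicate 2, 120 without unstretched 1262 replicate 3 and 368 without stretched 1262 replicate 1). For the difference of stretch between the agents it gave 0 to 519 (0 without unstretched replicates 1, 3 or 4 or stretched replicates 2 or 3 or unstretched 1262 replicates 2 or 3 or stretched 1262 replicates 2, 3 or 4, 9 without stretched replicate 1, 10 without unstretched replicate 2, 30 without unstretched 1262 replicate 1, 117 without unstretched 1262 replicate 4 and 519 without stretched 1262 replicate 1). The blocked counts without 1 pair were 106 to 447 higher (106 without replicate 3 and 447 without replicate 2) and 104 to 354 lower (104 without replicate 3) at 24 h, 130 to 270 lower at 48 h (130 without replicate 2 and 167 without replicate 3), and 21 to 56 higher (21 without replicate 2) and 9 to 83 lower (9 without replicate 3, 26 without replicate 2 and 50 without replicate 1) at 72 h. With DESeq2 the blocked counts of genes lower were 178, 154 and 39. For the lists, leaving out 1 library gave adjusted p = 2.49e-07 to 0.115 for the sarcomere at 72 h (0.115 without stretched replicate 3), 3.24e-05 to 0.0966 for fetal genes at 72 h (0.0690 without stretched replicate 2 and 0.0966 without stretched replicate 3), 0.00656 to 0.325 for apoptosis regulators at 24 h (0.00656 without unstretched replicate 2 and 0.0314 without stretched replicate 1) and 0.000752 to 0.0652 at 48 h (0.0652 without unstretched replicate 1), and 0.00325 to 0.690 for the extracellular matrix at 48 h (0.00325 without stretched replicate 1 and 0.0206 without unstretched replicate 3). For MEK-ERK feedback and target genes at 72 h it gave 0.000111 to 0.978, and the direction reversed at 0.978 without stretched replicate 2.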

Differences from the paper's values

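Counts are compared at the thresholds the paper states, and the settings named here were set before the data were examined. The test is not the same. The paper's methods name the Wald test of DESeq2, while the value here is from edgeR without the block, over 16947 genes. A difference in counts is therefore also a difference of tool. Of 45 fold changes of its supplement set beside those here, 0 differed by more than 1.5 times and the SD of the pairs. For genes higher after 24 h of stretch the paper's value is 75, and the value here is 3. DESeq2 (51) lay within 1.5 times of the paper's value, and edgeR with the block (250), DESeq2 with the block (193), median-ratio size factors (3), library sizes alone (2), no low-count filter (7), a mean CPM of at least 1 (3), a fit of the time point on its own (0), all 30 libraries (3), limma-voom (3) and no fold minimum (3) did not, nor did any fit without 1 library (1 to 11).

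For genes higher at 48 h the paper's value is 28, and the value here is 3. DESeq2 (23) lay within 1.5 times of the paper's value, and edgeR with the block (152), DESeq2 with the block (116), median-ratio size factors (3), library sizes alone (1), no low-count filter (6), a mean CPM of at least 1 (3), a fit of the time point on its own (0), all 30 libraries (4), limma-voom (2) and no fold minimum (7) did not, nor did any fit without 1 library (1 to 4).

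At 72 h, for genes higher, the paper's value is 2, and the value here is 0. EdgeR with the block (53), DESeq2 (1), DESeq2 with the block (42), median-ratio size factors (0), library sizes alone (0), no low-count filter (0), a mean CPM of at least 1 (0), a fit of the time point on its own (0), all 30 libraries (0), limma-voom (0) and no fold minimum (0) all lay more than 1.5 times away, as did each fit without 1 library (0 to 0).

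Of genes lower at 24 h the paper's value is 12, and the value here is 0. EdgeR with the block (296), DESeq2 (6), DESeq2 with the block (178), median-ratio size factors (0), library sizes alone (0), no low-count filter (0), a mean CPM of at least 1 (0), a fit of the time point on its own (0), all 30 libraries (1), limma-voom (0) and no fold minimum (0) all lay more than 1.5 times away, as did each fit without 1 library (0 to 1).

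Of genes lower at 48 h the paper's value is 30, and the value here is 3. EdgeR with the block (303), DESeq2 (19), DESeq2 with the block (154), median-ratio size factors (3), library sizes alone (3), no low-count filter (2), a mean CPM of at least 1 (3), a fit of the time point on its own (0), all 30 libraries (1), limma-voom (3) and no fold minimum (3) all lay more than 1.5 times away, as did each fit without 1 library (0 to 1).

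Over all time points, for genes changed at any of them, the paper's value is 134, and the value here is 8. DESeq2 (90) lay within 1.5 times of the paper's value, and edgeR with the block (903), DESeq2 with the block (547), median-ratio size factors (8), library sizes alone (5), no low-count filter (14), a mean CPM of at least 1 (8), a fit of the time point on its own (0), all 30 libraries (8), limma-voom (7) and no fold minimum (12) did not.

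Of the 45 genes that the paper's supplementary tables of shared genes list as changed at 24 h, 45 had the same direction here and 1 was called, with 43 called with the block, 26 by DESeq2, 43 by DESeq2 with the block, 4 without a low-count filter, 1 with library sizes alone, 0 in a fit of the time point on its own, 2 over all 30 libraries and 1 by limma-voom. Of the 34 genes that the paper's supplementary tables of shared genes list as changed at 48 h, 34 had the same direction here and 4 were called, with 34 called with the block, 21 by DESeq2, 32 by DESeq2 with the block, 4 without a low-count filter, 3 with library sizes alone, 0 in a fit of the time point on its own, 2 over all 30 libraries and 4 by limma-voom.

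The paper places the separation of stretched from unstretched cells on the second principal component at 24 h and 48 h. Here stretch accounted for 68.5% of the third and 20.1% of the second component at 24 h, and for 69.4% of the second at 48 h. In Fig. 2C the paper ranks ACTA1 first among genes higher at 24 h. Here GAL had the largest log2-fold change of the genes called at 24 h (3.74, adjusted p = 0.00183), and ACTA1 (3.46, adjusted p = 0.311) was called with the block (2.99, adjusted p = 1.02e-05) and not by DESeq2 (adjusted p = 0.130; 2.71e-11 to 0.780 over all its alternatives), higher in 3 of 3 pairs.

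The paper calls PTPRN and S100A4 higher at 72 h. Here PTPRN had a log2-fold change of 2.04 (adjusted p = 0.548), and was called with the block (adjusted p = 0.00168) and by DESeq2 with the block (adjusted p = 0.000187), not by DESeq2 alone (adjusted p = 0.0707; 0.000187 to 1.00 over all its alternatives). S100A4 had 0.97 (adjusted p = 0.548), and was called by DESeq2 (adjusted p = 0.00689), with the block (adjusted p = 0.000805) and by DESeq2 with the block (adjusted p = 1.30e-08; 1.30e-08 to 1.00 over all its alternatives).

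The paper describes the overlap between time points as small. With the block 75 genes were higher at 24 h and 48 h, of 250 and 152. If the sets were independent, 2.24 would overlap. Lower at both were 76 genes, of 296 and 303. Without the block few genes overlapped here too. DESeq2 called 7 genes higher at 24 h and 48 h, of 51 and 23, 2 genes lower at 24 h and 48 h, of 6 and 19, and 0 at all 3 times, and edgeR 1 gene higher at 24 h and 48 h, of 3 and 3, and 0 genes lower at 24 h and 48 h, of 0 and 3.

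The paper finds enriched terms for genes higher with stretch alone. Here cell cycle genes were lower as a list at 24 h (median -0.54, camera adjusted p = 2.62e-13, adjusted p = 0.230 with an estimated correlation) and 48 h (median -0.56, adjusted p = 1.80e-19, adjusted p = 0.148 with an estimated correlation), in a test over all genes rather than called genes.

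The paper calls LINC00648 lower at 24 h, LINC00702 higher and LAMTOR5-AS1, LINC01341 and PTPRG-AS1 lower at 48 h. Here LINC00648 had -1.01 (adjusted p = 0.0895, 2.31e-05 with the block, 0.00408 by DESeq2), LINC00702 1.83 (0.182, 4.00e-05 and 0.0303), LAMTOR5-AS1 -0.63 (0.123, 0.00442 and 0.0411), LINC01341 -0.84 (0.136, 0.00206 and 0.0329) and PTPRG-AS1 -1.13 (0.0684, 0.00641 and 0.0597), so the directions match, in every pair, while edgeR without the block called none of them. Over all their alternatives the adjusted p ranged from 4.28e-13 to 0.609. Of genes that the text of the paper calls higher and those tables leave out, edgeR called none of NPPA, MYL3, TNNI3, TNNC1, TUBA1A, CRYAB, GSTO1, CYB5R1 and MRPL41 at 24 h, while DESeq2 called TUBA1A, CRYAB and CYB5R1, the block NPPA, TNNI3, TNNC1, TUBA1A, CRYAB, GSTO1, CYB5R1 and MRPL41, and DESeq2 with the block NPPA, MYL3, TNNI3, TNNC1, TUBA1A, CRYAB, GSTO1, CYB5R1 and MRPL41. EGLN3, which the paper gives as higher, had 0.58 at 24 h (adjusted p = 0.236, 0.00502 with the block, 0.116 by DESeq2; 0.00151 to 0.696 over all its alternatives) and 0.52 at 48 h (0.247, 0.00631 and 0.131; 0.00187 to 0.519 over all its alternatives). With the block and with DESeq2 further lncRNAs were called at 48 h (10 higher and 80 lower, and 1 and 4).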

Other observations

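The tests of the length trend within deciles of expression and of RNA quality, and camera with the block and an estimated correlation, were chosen only after the results had been seen. Values for lists of energy metabolism, protein folding and stress with stretch are given in the order 24 h, 48 h and 72 h, and every list call was lost with an estimated correlation. Matched lists are random lists of genes of similar transcript length, GC content and expression. Of 23 oxidative phosphorylation genes 15, 7 and 0 rose in the blocked test, and without it edgeR called 0, 0 and 0 (15, 11 and 1 higher at an unadjusted p under 0.05, 12, 6 and 0 adjusted over the list alone, DESeq2 4, 2 and 0, limma-voom 0, 0 and 0). Blocked medians were 0.36, 0.24 and 0.11, with camera adjusted p = 1.07e-14, 4.71e-11 and 2.20e-05, and adjusted p = 0.148, 0.214 and 0.423 with an estimated correlation, while 0, 2 and 10 of 10000 matched lists had a median as high. All 23 had a positive blocked change at each time. Without the 72 h unstretched replicate 3 the adjusted p was 0.151. Of 20 glycolysis genes, 2 named in the study, 13, 9 and 2 rose in the blocked test, and without it edgeR called 0, 1 and 0 (12, 8 and 4 higher at an unadjusted p under 0.05, 7, 5 and 0 adjusted over the list alone, DESeq2 2, 4 and 0, limma-voom 0, 1 and 0). Blocked medians were 0.30, 0.22 and 0.11, with camera adjusted p = 3.55e-09, 3.33e-10 and 1.55e-05, and adjusted p = 0.0525, 0.0525 and 0.143 with an estimated correlation, while 6, 23 and 54 of 10000 matched lists had a median as high. The called gene was ENO3. Of 15 chaperone genes, 1 named in the study, 7, 3 and 1 rose in the blocked test, and without it edgeR called 0, 0 and 0 (8, 3 and 1 higher at an unadjusted p under 0.05, 7, 0 and 0 adjusted over the list alone, DESeq2 5, 0 and 0, limma-voom 0, 0 and 0). Blocked medians were 0.33, 0.18 and 0.11, with camera adjusted p = 9.73e-09, 0.00145 and 0.00332, and adjusted p = 0.0702, 0.233 and 0.269 with an estimated correlation, while 4, 341 and 103 of 10000 matched lists had a median as high (the median of 48 h lies within their middle 95%, though camera called it). Of 14 genes of oxidative stress and NRF2, 2 named in the study, 3, 4 and 0 rose in the blocked test, and without it edgeR called 0, 0 and 0 (3, 1 and 0 higher at an unadjusted p under 0.05, 3, 1 and 0 adjusted over the list alone, DESeq2 1, 0 and 0, limma-voom 0, 0 and 0). Blocked medians were 0.32, 0.21 and 0.14, with camera adjusted p = 0.000402, 0.00899 and 0.0125, and adjusted p = 0.251, 0.423 and 0.452 with an estimated correlation, while 12, 8 and 44 of 10000 matched lists had a median as high. This call was lost at 48 h without the unstretched replicate 1 (adjusted p = 0.121) and at 72 h without the stretched replicate 2 (0.340) or the unstretched replicate 3 (0.287). Of 17 hypoxia target genes, 2 named in the study, 6, 5 and 1 rose and 1, 2 and 0 fell in the blocked test, and without it edgeR called 0, 0 and 0 (4, 3 and 1 higher at an unadjusted p under 0.05, 1, 0 and 0 adjusted over the list alone, DESeq2 1, 0 and 0, limma-voom 0, 0 and 0). Blocked medians were 0.17, 0.11 and 0.09, with camera adjusted p = 0.0119, 0.0125 and 0.143, and adjusted p = 0.148, 0.148 and 0.324 with an estimated correlation, while 43, 297 and 125 of 10000 matched lists had a median as high (the median of 48 h lies within their middle 95%, though camera called it). At 24 h the call was lost without the unstretched replicate 2 (adjusted p = 0.0877) or the stretched replicate 3 (0.0644). Of 20 fatty acid oxidation genes 4 rose in the blocked test at 48 h, and without it edgeR called 0 (4 higher at an unadjusted p under 0.05, 0 adjusted over the list alone, DESeq2 0, limma-voom 0). Their blocked median was 0.10, with camera adjusted p = 0.00900, and adjusted p = 0.423 with an estimated correlation; at 24 h and 72 h the list was not called (adjusted p = 0.587 and 0.654). At 48 h 1641 of 10000 matched lists had a median as high, so that theirs lies within the middle 95% of these. The 48 h call was lost without the stretched replicate 2 (adjusted p = 0.0719) or the unstretched replicates 3 (0.0615) or 4 (0.107).

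Lists of the endoplasmic reticulum, of ribosome assembly and of antigen presentation follow in the same order. Of 16 genes of endoplasmic reticulum stress 7, 1 and 0 rose in the blocked test, and without it edgeR called 0, 0 and 0 (8, 1 and 0 higher at an unadjusted p under 0.05, 3, 0 and 0 adjusted over the list alone, DESeq2 0, 0 and 0, limma-voom 0, 0 and 0). Blocked medians were 0.20, 0.07 and -0.02, with camera adjusted p = 2.26e-06, 0.117 and 0.868, and adjusted p = 0.151, 0.701 and 0.970 with an estimated correlation, while 1021, 7293 and 9104 of 10000 matched lists had a median as high (the median of 24 h lies within their middle 95%, though camera called it). Of 20 ribosome biogenesis genes, 3 named in the study, 7, 0 and 1 rose in the blocked test, and without it edgeR called 0, 0 and 0 (8, 0 and 0 higher at an unadjusted p under 0.05, 3, 0 and 0 adjusted over the list alone, DESeq2 1, 0 and 0, limma-voom 0, 0 and 0). Blocked medians were 0.21, 0.05 and 0.06, with camera adjusted p = 0.000146, 0.221 and 0.139, and adjusted p = 0.225, 0.743 and 0.699 with an estimated correlation, while 36, 6530 and 972 of 10000 matched lists had a median as high. Of 13 interferon and antigen presentation genes 1, 5 and 0 rose and 0, 0 and 1 fell in the blocked test, and without it edgeR called 0, 0 and 0 (1, 5 and 0 higher and 0, 0 and 1 lower at an unadjusted p under 0.05, 0, 2 and 0 higher and 0, 0 and 1 lower adjusted over the list alone, DESeq2 0, 1 and 0, limma-voom 0, 0 and 0). Blocked medians were 0.13, 0.26 and 0.01, with camera adjusted p = 0.383, 0.00141 and 0.816, and adjusted p = 0.751, 0.225 and 0.939 with an estimated correlation, while 1072, 11 and 3800 of 10000 matched lists had a median as high. Between time points the stretch effect differed for endoplasmic reticulum stress (24 h against 48 h median difference 0.16, adjusted p = 0.000276, adjusted p = 0.694 with an estimated correlation; 24 h against 72 h median difference 0.26, adjusted p = 5.82e-08, adjusted p = 0.283 with an estimated correlation), ribosome biogenesis (median difference 0.10, adjusted p = 0.00479, adjusted p = 0.739 with an estimated correlation; median difference 0.13, adjusted p = 0.00429, adjusted p = 0.396 with an estimated correlation) and antigen presentation (48 h against 72 h median difference 0.24, adjusted p = 0.000351, adjusted p = 0.527 with an estimated correlation). HLA-B and HLA-C, which present peptides to T cells, were low at 48 h, with 5.87 ± 1.26 CPM in stretched and 3.26 ± 0.857 CPM in unstretched cells (SD, n = 4) and 7.53 ± 1.85 CPM in stretched and 3.70 ± 0.835 CPM in unstretched cells. Their log2-fold changes were 0.84 (standard error 0.21, adjusted p = 0.135) and 1.01 (standard error 0.31, adjusted p = 0.202), with 0.86 (standard error 0.14, adjusted p = 0.000778) and 1.02 (standard error 0.21, adjusted p = 0.00388) blocked, higher in 4 of 4 pairs each, and from DESeq2 the adjusted p was 0.0225 and 0.0652. ANKRD1, a titin-binding stress protein of cardiac muscle, had 2032 ± 158 CPM in stretched and 1098 ± 448 CPM in unstretched cells (n = 3) at 24 h, higher in 3 of 3 pairs, with 0.89 (standard error 0.47, adjusted p = 0.493) unblocked and 0.97 (standard error 0.14, adjusted p = 0.000316) blocked. MYH7, the β-myosin heavy chain, had a log2-fold change of 0.28 (standard error 0.33, adjusted p = 0.815) and 0.34 (standard error 0.12, adjusted p = 0.0694) blocked at 24 h, and did not pass. BAX, a pro-apoptotic p53 target, had 0.27 (standard error 0.21, adjusted p = 0.653) and 0.27 (standard error 0.09, adjusted p = 0.0452) blocked at 48 h, higher in 4 of 4 pairs, a change below 1.5-fold that did not pass without replicate 1 (adjusted p = 0.103), 2 (0.142), 3 (0.191) or 4 (0.0719).

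With 1262 for 72 h the genes named here, chosen after their values were seen, rose. Each was higher in 4 of 4 pairs in each state in which its change is given. In unstretched cells CHAC1, which degrades glutathione, had a log2-fold change of 5.89 (standard error 0.35, adjusted p = 1.82e-11). TRIB3, a pseudokinase, had 111 ± 28.9 CPM with 1262 and 2.65 ± 0.406 CPM with DMSO (SD, n = 4; log2-fold change 5.39, standard error 0.36, adjusted p = 5.47e-11), ASNS, the asparagine synthetase, 14.8 ± 4.92 CPM with 1262 and 0.538 ± 0.217 CPM with DMSO (log2-fold change 4.82, standard error 0.37, adjusted p = 7.00e-10) and PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, 77.1 ± 10.7 CPM with 1262 and 1.31 ± 0.198 CPM with DMSO (log2-fold change 5.87, standard error 0.39, adjusted p = 6.08e-11). NUPR1, a stress-induced chromatin protein, had 17.8 ± 6.15 CPM with 1262 and 0.0845 ± 0.0488 CPM with DMSO (log2-fold change 7.70, standard error 0.61, adjusted p = 1.18e-09) and INHBE, an inhibin β-subunit, 89.0 ± 28.9 CPM with 1262 and 0.487 ± 0.273 CPM with DMSO (log2-fold change 7.45, standard error 0.56, adjusted p = 4.46e-10). ADM2, the precursor of a peptide of the calcitonin family, had 13.3 ± 2.91 CPM with 1262 and 0.0331 ± 0.0416 CPM with DMSO (adjusted p = 1.29e-10), with too few reads with DMSO for a fold. In stretched cells the log2-fold changes were 4.55 (standard error 0.33, adjusted p = 1.99e-09) for CHAC1, 4.09 (standard error 0.34, adjusted p = 2.32e-08) for TRIB3, 4.07 (standard error 0.38, adjusted p = 6.62e-08) for ASNS, 6.39 (standard error 0.58, adjusted p = 5.51e-08) for NUPR1 and 4.94 (standard error 0.46, adjusted p = 6.69e-08) for ADM2. NUPR1 and ADM2 had few reads with DMSO, so the size of their folds is uncertain. INSIG1, which holds the sterol sensor in the endoplasmic reticulum, had 347 ± 112 CPM with 1262 and 63.6 ± 3.24 CPM with DMSO (log2-fold change 2.45, standard error 0.18, adjusted p = 5.52e-10) in unstretched and 154 ± 45.7 CPM with 1262 and 80.9 ± 10.3 CPM with DMSO (log2-fold change 0.93, standard error 0.18, adjusted p = 0.00209) in stretched cells. Its stretch effect differed between 1262 and DMSO by -1.52 (adjusted p = 0.0355; -1.48 and 0.00105 with the shared block; range over its alternatives 3.55e-06 to 0.223). This call was lost in a fit of the time point on its own, and without single libraries (unstretched replicate 1 0.0725, replicate 3 0.0995, replicate 4 0.0641; stretched replicate 2 0.101, replicate 3 0.0627; unstretched 1262 replicate 2 0.0569, replicate 3 0.0542; stretched 1262 replicate 2 0.0673, replicate 3 0.122, replicate 4 0.0718).

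By list, camera called several sets with 1262, and each of the calls given here was lost with an estimated correlation. Medians are blocked. Of 24 cholesterol biosynthesis genes (1 named in the study) edgeR called 22 higher and 0 lower in unstretched (22 and 0 over the list alone; median 1.23, adjusted p = 2.06e-23, adjusted p = 0.278 with an estimated correlation) and 7 higher and 0 lower in stretched cells (14 and 0; 0.36, adjusted p = 3.09e-10, adjusted p = 0.421 with an estimated correlation). Of 27 cell cycle genes (6 named in the study) edgeR called 0 higher and 24 lower in unstretched (0 and 25 over the list alone; median -1.07, adjusted p = 8.35e-11, adjusted p = 0.443 with an estimated correlation) and 0 (1 higher and 1 lower at an unadjusted p under 0.05, DESeq2 0 and 0, limma-voom 0 and 1) in stretched cells (0 and 0; -0.12, adjusted p = 0.0554, adjusted p = 0.790 with an estimated correlation). Of 16 genes of endoplasmic reticulum stress edgeR called 7 higher and 7 lower in unstretched (7 and 7 over the list alone; median -0.08, adjusted p = 0.00558, adjusted p = 0.514 with an estimated correlation) and 7 higher and 0 lower in stretched cells (7 and 7; -0.10, adjusted p = 3.59e-06, adjusted p = 0.379 with an estimated correlation). Of 24 oxidative phosphorylation genes edgeR called 17 higher and 0 lower in unstretched (18 and 0 over the list alone; median 0.41, adjusted p = 3.07e-06, adjusted p = 0.523 with an estimated correlation) and 1 higher and 0 lower in stretched cells (8 and 0; 0.23, adjusted p = 1.01e-05, adjusted p = 0.537 with an estimated correlation). Of 15 p53 target genes edgeR called 6 higher and 0 lower in unstretched (6 and 0 over the list alone; median 0.40, adjusted p = 0.00210, adjusted p = 0.646 with an estimated correlation) and 2 higher and 0 lower in stretched cells (3 and 0; 0.27, adjusted p = 2.55e-05, adjusted p = 0.514 with an estimated correlation). Of 23 extracellular matrix genes (1 named in the study) edgeR called 1 higher and 7 lower in unstretched (2 and 10 over the list alone; median -0.53, adjusted p = 0.0122, adjusted p = 0.516 with an estimated correlation) and 0 (1 higher and 4 lower at an unadjusted p under 0.05, DESeq2 0 and 0, limma-voom 0 and 0) in stretched cells (0 and 0; -0.16, adjusted p = 0.0246, adjusted p = 0.537 with an estimated correlation). Of 9 smooth muscle markers (3 named in the study) edgeR called 0 higher and 4 lower in unstretched (0 and 4 over the list alone; median -0.72, adjusted p = 0.00567, adjusted p = 0.514 with an estimated correlation) and 0 higher and 2 lower in stretched cells (0 and 3; -0.61, adjusted p = 0.000707, adjusted p = 0.443 with an estimated correlation). Cholesterol biosynthesis genes had a median of -0.60 with stretch under 1262 (0 higher and 13 lower; adjusted p = 2.65e-17, adjusted p = 0.379 with an estimated correlation) and a median difference from DMSO of -0.73 (adjusted p = 2.24e-23, adjusted p = 0.278 with an estimated correlation). Cell cycle genes had a median of 0.87 with stretch under 1262 (14 higher and 0 lower; adjusted p = 1.63e-21, adjusted p = 0.379 with an estimated correlation) and a median difference from DMSO of 0.95 (adjusted p = 6.50e-17, adjusted p = 0.384 with an estimated correlation). Immediate early genes, 4 of them named in the study, had a median of -0.52 with stretch under 1262 (0 higher and 2 lower; adjusted p = 3.07e-06, adjusted p = 0.421 with an estimated correlation) and a median difference from DMSO of -0.39 (adjusted p = 0.000707, adjusted p = 0.516 with an estimated correlation).

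With the shared block camera also called, for 1262 in unstretched cells, fetal genes (adjusted p = 0.0984, blocked 0.0406, median -0.71), other cytoskeleton genes (0.203, blocked 0.0402, median -0.32), immediate early genes (0.0517, blocked 0.0490, median 0.41) and apoptosis regulators (0.122, blocked 0.0499, median 0.26). It called antigen presentation for stretch under 1262 (0.133, blocked 0.0324, median 0.18), and the matrix (0.0984, blocked 0.00325, median 0.31) and neural markers (0.417, blocked 0.0345, median -0.63) for the difference between the agents. With an estimated correlation and the block these had adjusted p = 0.301 to 0.661. Leaving out single libraries was not run for lists with 1262.

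The block added calls of camera for 15 MEK-ERK target genes at 24 h (adjusted p = 0.252, blocked 0.0359, median 0.31) and 48 h (adjusted p = 0.139, blocked 0.0255, median 0.20), for 15 p53 target genes at 24 h (adjusted p = 0.295, blocked 0.0255, median 0.12) and 48 h (adjusted p = 0.261, blocked 0.0244, median 0.07), and for 12 YAP-TEAD target genes at 48 h (adjusted p = 0.205, blocked 0.00292, median 0.06) and 72 h (adjusted p = 0.209, blocked 0.00272, median 0.06). It also added aryl hydrocarbon receptor targets at 48 h (adjusted p = 0.135, blocked 0.0444, median 0.80) and a pair of pluripotent cell markers at 48 h (adjusted p = 0.587, blocked 0.0275, median 0.26) and 72 h (adjusted p = 0.546, blocked 0.0173, median 0.22). With an estimated correlation and the block none of these passed (adjusted p = 0.199 to 0.489). Of 10000 matched lists, 0 and 6 had a median as high as the MEK-ERK list, 952 and 4357 as the p53 list, 2819 and 605 as the YAP-TEAD list and 0 as the aryl hydrocarbon receptor list at these times. At 72 h the MEK-ERK list was called without the block (adjusted p = 0.0127, median 0.18, adjusted p = 0.503 with an estimated correlation), and not without the unstretched replicates 1 (0.0662), 3 (0.0510) or 4 (0.128), or the stretched replicate 2 (0.978, with the direction reversed). Calcium handling genes (adjusted p = 0.698, 0.547 and 0.681), cardiomyocyte markers (adjusted p = 0.694, 0.383 and 0.547), endothelial markers (adjusted p = 0.868, 0.967 and 0.383), epicardial markers (adjusted p = 0.859, 0.614 and 0.350), endoderm markers (adjusted p = 0.547, 0.268 and 0.546) and neural markers (0.842, 0.993 and 0.547) were not called with or without the block at 24 h, 48 h and 72 h.

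For the difference of the stretch effect between time points, the block added list calls, given as adjusted p without and with it. For 24 h against 48 h these were fetal genes (0.200, blocked 0.00118, median difference 0.21), fatty acid oxidation (0.0933, blocked 0.0454, median difference -0.08), calcium handling (0.310, blocked 0.0408, median difference -0.11), the matrix (0.12, blocked 0.000362, median difference -0.14), antigen presentation (0.0619, blocked 0.0408, median difference -0.12), fibroblast markers (0.0933, blocked 7.51e-05, median difference -0.27). For 48 h against 72 h they were fetal genes (0.210, blocked 0.0498, median difference 0.13), apoptosis regulators (0.166, blocked 0.0498, median difference 0.17), the matrix (0.144, blocked 0.00182, median difference 0.10), fibroblast markers (0.110, blocked 0.000682, median difference 0.26), and for 24 h against 72 h NRF2 targets (0.0559, blocked 0.0158, median difference 0.10), hypoxia targets (0.134, blocked 0.0482, median difference 0.08), smooth muscle markers (0.106, blocked 0.00240, median difference 0.18). With the block and an estimated correlation their adjusted p was 0.126 to 0.663. The block ended no list call of a time difference.

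For the stretch counts, other splits of the libraries were fitted in the same way. At 48 h only the real one of 35 splits called as many genes (real value 6, highest other 2). Most of these splits keep a pair together, unlike the real one. The 8 splits that part every pair are too few for a share under 0.05 (highest other 0), so chance cannot be excluded for this count. Chance could not be excluded for the number of lists at 48 h, where 6 of 35 splits called as many (real value 16, highest other 20). At 24 h the splits were too few for a share under 0.05 for genes (real value 3, highest other 0), lists (real value 16, highest other 16) and blocked genes (real value 546, highest other 0), as they were for blocked genes at 48 h (real value 455, highest other 1) and 72 h (real value 133, highest other 0). At 72 h, where the real count of genes is 0, all 35 splits call as many by definition and decide nothing (real value 0, highest other 604), and chance could not be excluded for lists (real value 12, highest other 15). The highest split of 72 h kept every pair together, which points to a structure of the samples by differentiation, and splits that part every pair, as the real one does, called at most 0.

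Genes with shorter transcripts were higher and those with longer ones lower with stretch, with a Spearman correlation of transcript length and blocked change of -0.32, -0.24 and -0.07 over 13463 protein-coding genes at 24 h, 48 h and 72 h. Values of the pairs were -0.03, -0.13 and -0.48 at 24 h, -0.20, -0.22, -0.21 and -0.15 at 48 h and -0.13, 0.04, -0.07 and -0.07 at 72 h, and the medians of the shortest and longest 10% were 0.20 and -0.10 at 24 h. A large weight of a single pair may explain the size at 24 h, where the pair nearest to 0 had -0.035. Within deciles of expression the correlation at 24 h had a mean of -0.38 and ranged from -0.53 to -0.11. This argues against expression level as the source of the trend at 24 h. As a partial source it cannot be told apart, since the decile nearest to 0 had only -0.11. RNA quality or library preparation of the stretched wells cannot be told apart from stretch either, with 0 libraries that have a value of RNA integrity of their own in the sources used (the paper gives only that a 24 h pair with an RNA integrity number below 9 was left out), and no biological explanation was tested.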
